# Inducible Stem-Cell-Derived Embryos Capture Mouse Morphogenetic Events *In Vitro*

**DOI:** 10.1016/j.devcel.2020.12.004

**Published:** 2021-02-08

**Authors:** Gianluca Amadei, Kasey Y.C. Lau, Joachim De Jonghe, Carlos W. Gantner, Berna Sozen, Christopher Chan, Meng Zhu, Christos Kyprianou, Florian Hollfelder, Magdalena Zernicka-Goetz

**Keywords:** induced ETX-embryos, stem cells, gastrulation, EMT, embryogenesis, gastruloid

## Abstract

The development of mouse embryos can be partially recapitulated by combining embryonic stem cells (ESCs), trophoblast stem cells (TS), and extra-embryonic endoderm (XEN) stem cells to generate embryo-like structures called ETX embryos. Although ETX embryos transcriptionally capture the mouse gastrula, their ability to recapitulate complex morphogenic events such as gastrulation is limited, possibly due to the limited potential of XEN cells. To address this, we generated ESCs transiently expressing transcription factor Gata4, which drives the extra-embryonic endoderm fate, and combined them with ESCs and TS cells to generate induced ETX embryos (iETX embryos). We show that iETX embryos establish a robust anterior signaling center that migrates unilaterally to break embryo symmetry. Furthermore, iETX embryos gastrulate generating embryonic and extra-embryonic mesoderm and definitive endoderm. Our findings reveal that replacement of XEN cells with ESCs transiently expressing Gata4 endows iETX embryos with greater developmental potential, thus enabling the study of the establishment of anterior-posterior patterning and gastrulation in an *in vitro* system.

## Highlights

• Stem cells generate mouse-embryo-like structures with improved potential
• These structures undertake anterior visceral endoderm formation and gastrulation
• Single-cell sequencing shows improved resemblance to mouse embryo

## Introduction

Mouse embryo development relies on interactions between the epiblast (EPI), the extra-embryonic ectoderm (ExE), and the visceral endoderm (VE), which are the respective precursors of the embryo proper, the placenta, and the yolk sac. These tissue interactions transform the embryo from the blastocyst into the egg cylinder: the EPI and the ExE polarize and open two luminal cavities, which, eventually, fuse to form the proamniotic cavity (Tam and Loebel, 2007; Bedzhov and Zernicka-Goetz, 2014; Christodoulou et al., 2018), while VE grows to envelop embryonic and extra-embryonic tissues (Christodoulou et al., 2019). The anterior-posterior axis is established by a group of VE cells that migrates unilaterally to protect anterior EPI from posteriorizing signals by secreting Dkk1, Cerl, and Lefty1, which antagonize Wnt, Bmp4, and Nodal signaling (Thomas et al., 1998; Weber et al., 1999; Stower and Srinivas, 2017). The anterior EPI later upregulates the expression of Sox1 and commits to become neuroectoderm and surface ectoderm (Bylund et al., 2003; Kan et al., 2004; Zhao et al., 2004). Mesodermal identity in the EPI is marked by the upregulation of Brachyury (Bry) at the EPI/ExE boundary, followed by the epithelial-to-mesenchymal transition of cells that egress through the primitive streak (PS) to form all three germ layers (Rivera-Pérez and Magnuson, 2005; Tam and Loebel, 2007).

Over recent years, stem cell lines derived from mouse embryonic and extra-embryonic tissues have become powerful tools to complement embryological studies (Evans and Kaufman, 1981; Tanaka et al., 1998; Kunath et al., 2005). Their ability to capture embryogenesis, however, is limited since each cell type is cultured in isolation and on their own do not acquire the morphology of embryos, hindering the modeling of the tissue-tissue interactions and signaling that are crucial for embryo patterning and morphogenesis *in vivo*.

To address this, we have developed a stem-cell-based model of embryonic development by combining ES, TS, and extra-embryo endoderm (XEN) stem cells into structures called ETX embryos (Sozen et al., 2018), and our results have been independently validated (Zhang et al., 2019). These ETX embryos closely resemble egg-cylinder-stage embryos at the morphological and transcriptional level. Yet, complex developmental events such as gastrulation occur only to a limited extent in this system, thus suggesting the need to improve it in order to capture the morphogenetic events occurring during natural embryo development.

### Design

To explain the limits of the ETX-embryo system, we reasoned that one or more cell types used for ETXembryo generation do not have the correct developmental potential to recapitulate embryo development. Indeed, XEN cells were reported to be more similar to parietal endoderm than to primitive endoderm (PrEn) or VE (Paca et al., 2012; Moerkamp et al., 2013), pointing to a need to replace XEN cells as a partner in the ETX embryo.

As induction of two transcription factors Gata4 or Gata6 in ESCs is sufficient to differentiate them toward endoderm (Shimosato et al., 2007; Schröter et al., 2015; Mathew et al., 2019), we hypothesized that such “induced” endodermal cells could functionally replace XEN cells. Here, we test this hypothesis by combining ES and TS cells with ESCs transiently expressing Gata4 in response to Doxycycline (Dox). The resulting *induced ETX embryos* (iETX embryos), in addition to expressing canonical post-implantation markers, can recapitulate complex morphogenetic events leading to formation and migration of the anterior signaling center and gastrulation.

## Results

### Induction of Gata4 in ES Cells Leads to Formation of Primitive Endoderm (PrEn) Lineage

To test whether replacing XEN cells with a cell type more similar to PrEn or VE could increase the developmental potential of ETX embryos, we modified our CAG-GFP/tetO-mCherry ES line (showing constitutive membrane GFP and transient mCherry expression following Dox-treatment) to transiently express Gata4 in response to Dox (CAG-GFP/tetO-mCherry/tetO-Gata4 ESCs, CAG-tetOG4 hereafter). We confirmed robust expression of *Gata4* mRNA after 6 h of Dox-treatment, independently of the ES culture medium (Figure 1A). Gata4 induction was necessary and sufficient for expression of endodermal proteins Gata4, Sox17, and Gata6 1 day after cell seeding, but Oct4 expression was retained at this time (Figure 1B); also note the CAG-GFP downregulation upon Gata4 induction, Figure S1A).

**Figure 1:**
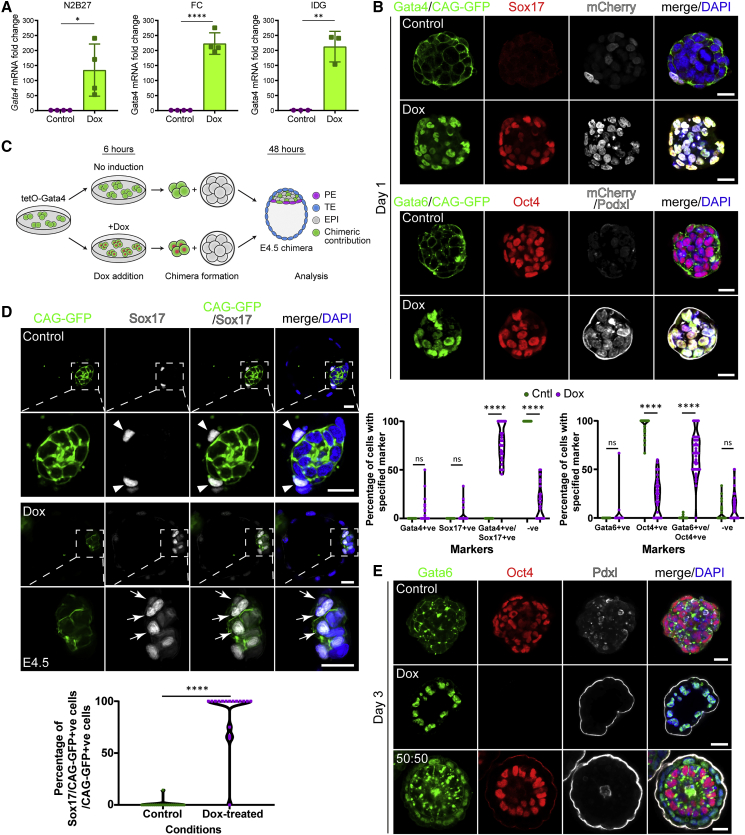
Treated CAG-tetOG4 ESCs Express Endodermal Markers and Contribute to Primitive Endoderm (PrEn) in Chimeras (A) *Gata4* mRNA expression in CAG-tetOG4 ESCs in N2B27 2iLIF (left, n = 4), FC 2iLIF (center, n = 4), and IDG 2iLIF (right, n = 3) after 6 h Dox treatment or control. Error bars, SD. (B) Top panel: CAG-tetOG4 ESC aggregates in control condition (top row) or Dox (bottom row), analyzed after 24 h for Gata4 (green, Alexa488), Sox17 (red, Alexa647), mCherry (gray), and DAPI (blue) (control, 49/49 structures; Dox, 37/37 structures; n = 3 each). Scale bar, 20 μm. Bottom panel: same as top, analyzed for Gata6 (green, Alexa488), Oct4 (red, Alexa647), mCherry and Podxl (gray, Alexa568), and DAPI (blue) (control, 49/52 structures; Dox, 45/45 structures; n = 3 each). Scale bar, 20 μm control and 15 μm Dox. Endogenous CAG-GFP in the green channel of control but downregulated in Dox (see Figure S1A). Below, quantification of the percentage of cells with the specified marker combinations in control and Dox aggregates. In the graphs, each dot is an aggregate. (C) Schematic of chimera aggregation: CAG-tetOG4 ESCs treated with Dox for 6 h or untreated and aggregated with E2.5 wild-type embryos. Contribution to either EPI or PrEn was assessed at E4.5. TE, trophectoderm. (D) Chimeras as in (C) analyzed for Sox17 (gray), CAG-GFP (green, with αGFP), and DAPI (blue). Contribution to PrEn with Dox-treated cells (bottom rows): 17/43 embryos from 3 females, 39%. Contribution to EPI of control cells (top rows): 22/22 embryos from 3 females. Scale and zoomed scale: 20 μm. Arrows, Sox17/CAG-GFP+ve cells; arrowhead, Sox17+ve/CAG-GFP-ve cells. In the graph, percentage of inner cell mass cells with PrEn identity was quantified. Each dot is an embryo. (E) CAG-tetOG4 ESC aggregates generated by combining cells either grown in control (top row), or Dox-treated cells for 6 hr (middle) or a 50:50 mixture of control and Dox-treated cells (bottom) and analyzed after 72 h for Gata6 (green), Oct4 (red), Podxl (gray), and DAPI (blue). Control: 41/43 aggregates, Dox: 55/56, 50:50: 60/65; n = 3 each. Scale bar, 20 μm. ^∗^p < 0.05,^∗∗^p < 0.01, ^∗∗∗∗^p < 0.0001, ns, nonsignificant. See also Figure S1.

To test the effect of Gata4 overexpression on cell fate, we aggregated 8-cell stage embryos with ESCs and found that untreated CAG-tetOG4 ESCs contributed exclusively to the EPI, while Dox-treated CAG-tetOG4 ESCs could contribute to the PrEn (Figures 1C and 1D, 63 embryos). These results indicate that transient Gata4 expression is sufficient to change the potential of ESCs from EPI to PrEn lineage.

As an additional test to determine whether the CAG-tetOG4 ESCs could function as “building blocks” for ETX embryos, we generated ES aggregates using CAG-tetOG4 ESCs by combining (1) solely ESCs in control conditions (no Dox), (2) solely ESCs treated with Dox, or (3) Dox-treated and untreated ESCs in a 50:50 ratio and assessed cell fate after 3 days *in vitro*. In untreated aggregates, the ESCs maintained their identity and expressed Oct4 with a few exceptions (2/43 structures scored). We did not observe expression of Gata6 (Figure 1E), indicating that without Dox-treatment, upregulation of endodermal markers was extremely rare. Podxl distribution was scattered, indicating a lack of polarization and lumenogenesis (Shahbazi et al., 2017). In contrast, aggregates of Dox-treated ESCs completely downregulated Oct4 and induced Gata6 (55/56 structures scored). Podxl was on the outside of these aggregates in a continuous layer, suggesting that these structures were polarized but they did not undertake lumenogenesis (Figure 1E). Lack of Oct4 indicated that all cells failed to retain an ESC identity. Finally, aggregates generated by combining treated and untreated cells in a 50:50 ratio had an outer layer of Gata6-expressing cells and an inner compartment of Oct4-expressing ESCs. These aggregates underwent polarization and lumenogenesis and their morphology was reminiscent of the post-implantation EPI surrounded by VE (VE-like layer) (60/65 structures scored) (Figure 1E).

A lineage-tracing experiment with Dox-treated CAG-tetOG4 ESCs and unlabeled ESCs showed that the VE-like layer expressed CAG-GFP, confirming that it was generated by the Dox-treated cells with the Gata4 transgene (Figures S1B and S1C). These results suggest that combining Dox-treated and untreated CAG-tetOG4 ESCs leads to the generation of self-organising aggregates containing VE-like and EPI-like compartments, a crucial building block in ETX embryogenesis.

### iETX Embryos Self-Assemble and Express Canonical Markers of Post-implantation Embryos

To test whether XEN cells could be functionally replaced by CAG-tetOG4 ESCs to generate ETX embryos, we combined wild-type CAG-GFP ESCs, Dox-treated CAG-tetOG4 cells, and TS cells in AggreWells (Figure 2A). After 24 h, cells had aggregated but no clear organization could be discerned. After 48 h, aggregates had fully compacted and increased in size. At 72 h, aggregates began elongation and developed an egg-cylinder-like morphology reminiscent of ETX and natural post-implantation embryos (Sozen et al., 2018). At 96 and 120 h, the structures outgrew the microwells, requiring transfer to a bigger culture vessel. From 72-h onward, we could observe formation of the VE-like layer, encompassing the ES and the TS cells, which had formed distinct abutting compartments. Lumen formation in ES and TS cells was observed at 72 h, and at 96 h the lumens merged. Because these ETX embryos were generated by replacing XEN cells with Dox-treated “induced” CAG-tetOG4 cells, we termed them iETX embryos.

**Figure 2:**
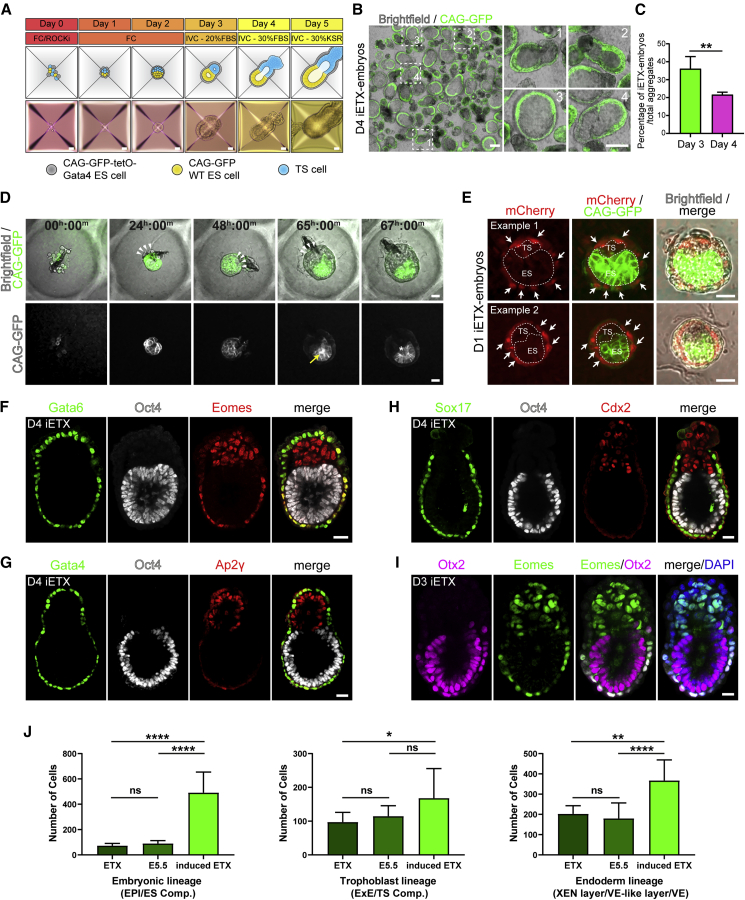
iETX Embryos Express Canonical Post-implantation Embryo Markers (A) Top: Time course and schematic of iETX embryo generation from cell seeding on day 0 to day 5. Bottom: Images of a representative iETX embryos at specific time points. Scale bar, 100 μm. (B) The contents of a single AggreWell were collected at day 4 to quantify formation efficiency of iETX embryos. ES compartment and VE-like layer express CAG-GFP; the TS compartment is unlabeled. Scale bar, 200 μm. Panels (right) highlight representative structures such as well-formed iETX embryos (1 and 2); an inflated iETX embryo (3); a well-formed iETX embryo in the process of inflating (4). Scale bar, 150 μm. (C) Quantification of iETX embryo formation at either 3 or 4 days. Day 3 = 1,542/4,187 structures (n = 4); day 4 = 960/4,410 structures (n = 4). Error bar: SD. (D) Time-lapse still images of iETX embryo formation over the course of 67 h. Top: The ES compartment and VE-like layer express CAG-GFP; TS compartment is unlabeled. Bottom, CAG-GFP ESCs alone (gray). White arrowheads highlight TS cells, yellow arrow and asterisk the forming ES lumen. Six examples. Scale bar, 30 μm. (E) iETX embryos at 1 day of development. ES and TS compartment are enclosed with a dashed line. Dox-treated CAG-tetOG4 ESCs transiently express mCherry and downregulate CAG-GFP (arrows). 91/109 structures from 2 independent experiments. Scale bar, 30 μm. (F–I) iETX embryo at day 4 stained for (F) Gata6 (green), Oct4 (gray), and Eomes (red) (41/42 structures). (G) Gata4 (green), Oct4 (gray), and Ap2γ (red) (18/19 structures). (H) iETX embryo at day 4 stained for Sox17 (green), Oct4 (gray), and Cdx2 (red) (21/21). (I) iETX embryo at day 3 stained for Otx2 (purple), Eomes (green), and DAPI (blue) (27/31). (F–H) n = 3 each; scale, 30 μm. (I) n = 3; scale bar, 20 μm. (J) Lineage quantification in iETX embryos in comparison with E5.5 and ETX embryos. 15 iETX, n = 3; 10 ETX and 10 E5.5 embryos, n = 3: from (Sozen et al., 2018). Error bars: SD. ^∗^p < 0.05,^∗∗^p < 0.01, ^∗∗∗∗^p < 0.0001, ns, nonsignificant. See also Figure S2.

To calculate the formation efficiency of iETX embryos, we collected the whole contents of several wells 3 days and 4 days after cell seeding and counted the number of structures containing an epithelial, GFP-expressing ES compartment, segregated from an unlabeled TS compartment, both surrounded by a layer of cells, over the total number of structures (Figures 2B and S2A). At day 3, over 30% of the structures showed correct morphology, but at day 4, this fraction had decreased to 20% (Figure 2C), likely because some structures failed to develop properly between days 3 and 4 (Figure 2B). CAG-GFP expression was downregulated after Dox-treatment of the CAG-tetOG4 ESCs in the VE-like layer (Figure S2B), as in natural embryos (Bedzhov and Zernicka-Goetz, 2014). For the remaining experiments, we restricted our analyses to iETX embryos with correct morphology.

To follow iETX development, we seeded our cells in PEG-hydrogel plates to monitor iETX embryogenesis by live imaging (Figures 2D and S2C). After 24 h, cells compacted and formed an aggregate. Between 24 and 48 h, a CAG-GFP ES compartment became surrounded by a thin layer of cells; at 24 h the TS cells formed a very small layer or clump in the structure. The TS compartment emerged between 48 and 72 h, and the layer surrounding both ES and TS compartments became thicker and more prominent. The ES compartment underwent lumenogenesis between 60 to 67 h. At 72 h and onward the structure elongated until it grew larger than the diameter of the well. Similar to our observations with ETX embryos (Sozen et al., 2018), iETX embryos developed to strongly resemble mouse post-implantation embryos. The VE-like layer, unlike the ES compartment, was mCherry positive for the first 24 h, indicating that it had been generated by Dox-treated CAG-tetOG4 cells (Figures 2E and S2D). Transient mCherry disappeared by 72 h (Figure S2E).

To ascertain whether iETX embryos expressed the appropriate post-implantation markers, we analyzed canonical lineage markers 4 days after cell plating. The VE-like layer expressed VE markers Gata6, Gata4, and Sox17 (Figures 2F–2H and S2F); the TS compartment expressed the ExE markers Eomes, Ap2γ and Cdx2 (Figures 2F–2H and S2F); and the ES compartment expressed EPI markers Oct4 and Otx2 (Figures 2F–2H, 80/82 structures; Figure S2F). Finally, the VE-like layer adjacent to the ES compartment expressed Eomes and Otx2 in nearly all the cases examined (Figures 2F and 2I, 68/73; Figure S2F), in agreement with Eomes and Otx2 expression in the embryonic part of the VE. In comparison, the XEN layer of ETX embryos expressed Otx2 and Eomes in 40% of cases (Sozen et al., 2018). iETX embryos at day 4 had a higher number of cells in each lineage in comparison with ETX embryos at day 4 (Figure 2J).

### iETX Embryos Form the Anterior Signaling Center

Since ETX embryos have a limited ability to form the anterior VE (AVE) signaling center, we wondered whether iETX embryos could better capture this process. We found that iETX embryos at 4 days of development expressed three canonical AVE markers, Cerl, Lefty1, and Dkk1 (Figures 3A, 3B, S3A, and S3B). Cells expressing Cerl, Lefty1, and Dkk1 were either at the distal tip of the iETX embryo, as at the time of AVE formation in E5.5 embryos (Figures 3A and S3A) or were positioned asymmetrically on one side of the iETX embryo, like their expression at E5.75 as the AVE begins its migration toward the future anterior (Figures 3B and S3B).

**Figure 3:**
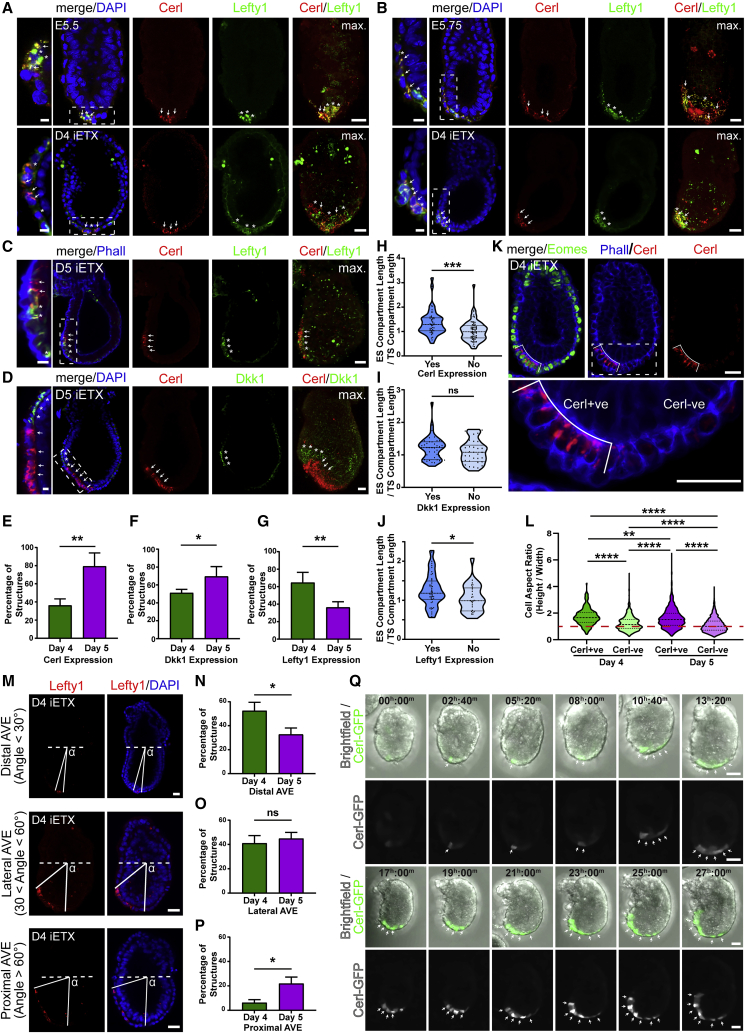
iETX Embryos Form a Migrating Anterior VE (AVE) (A and B) Wild-type embryos (top) at E5.5 (A) or E5.75 (B) and representative iETX embryo at day 4 (bottom) analyzed for Cerl (red, arrows), Lefty1 (green, asterisks), and DAPI (blue); max, maximum projection. Embryos: (A and B) 1 example each. iETX embryo: (A) 8/16 examples; (B) 8/16 examples, n = 3 each; scale bar, 20 μm. (C and D) Representative iETX embryo at day 5 analyzed for Cerl (red, arrows), Lefty1 (C, green, asterisks), Dkk1 (D, green, asterisks), and DAPI or Phalloidin (blue). (C) 23/63 structures. (D) 46/73 structures, n = 3 each; max., maximum projection; scale bar, 30 μm. (A–D) Dashed rectangles are magnified on the left. Scale bar, 10 μm. (E–G) Expression of Cerl (E), Dkk1 (F), and Lefty (G) at 4 and 5 days in iETX embryos (Cerl: 38/106 [day 4, n = 3] and 133/171 [day 5, n = 4]; Dkk1: 46/89 [day 4, n = 5] and 52/73 [day 5, n = 3]; and Lefty1: 58/89 [day 4, n = 3] and 32/87 [day 5, n = 4] structures). Error bars, SD. (H–J) Plot of ES/TS length ratio of iETX embryos at day 4 with or without Cerl (H), Dkk1 (I), and Lefty1. (J) Cerl: yes, 38; no, 68; n = 3. Dkk1: yes, 43; no, 34 structures; n = 5. Lefty1: yes, 47; no, 25; n = 3. (K) Representative iETX embryo at day 4 analyzed for Cerl (red), Phalloidin (blue) and Eomes (green). Rectangle below shows Cerl+ve and −ve domains. Scale bar, 30 μm. (L) Cell aspect ratio quantification of the Cerl+ve and Cerl−ve domain in iETX embryos at days 4 and 5. Day 4 = 31 iETX embryos, n = 3. Cerl+ve group: 206 cells; Cerl−ve group: 779 cells. Day 5 = 128 iETX embryos, n = 3; Cerl+ve domain: 1,656 cells; Cerl−ve domain: 3,856 cells. In all violin plots, median and quartiles are shown. Line at 1 separates cuboidal/columnar shape ratio. (M) iETX embryos at day 4 analyzed for Lefty1 (red) and DAPI (blue); the AVE angle was traced as the Lefty1+ve cell closest to the ES/TS boundary and the distal tip. Scale bar, 30 μm. (N−P) iETX embryos at 4 and 5 days scored according to the position of the AVE: distal (N), lateral (O), and proximal (P) as described in (M). (N) day 4: 67/142 n = 11. day 5: 79/217 n = 11. (O) day 4: 63/142 n = 11. day 5: 93/217 n = 11. (P) day 4: 12/142 n = 11. day 5: 45/217 n = 11. Error bars: SEM. (Q) Time-lapse stills of AVE formation and migration in a Cerl-GFP reporter iETX embryo filmed from day 3 of development. Top and third row: Cerl-GFP+ve cells are green, every other cell is gray. Second and bottom row: Cerl-GFP+ve cells in gray (arrows). For DVE induction, 34 structures, n = 3, 12/34: induction at the distal tip; 8/34: Cer-GFP was already present; 12/34: no GFP upregulation; 2/34: signal was not induced at the tip. For AVE migration, 32 structures, n = 3, 11/32: migration, 10/32: no migration. 11/32: no signal. Scale bar, 30 μm. ^∗^p < 0.05, ^∗∗^p < 0.01, ^∗∗∗^p < 0.001, ^∗∗∗∗^p < 0.0001, ns, nonsignificant. See also Figure S3.

Expression of these markers was maintained at day 5 (Figures 3C and 3D). At day 4, 65% of iETX embryos expressed Lefty1, 50% expressed Dkk1, and 36% expressed Cerl (Figures 3E–3G, Cerl, 38/106; Lefty1, 58/89; Dkk1, 46/89). At day 5, 80% of iETX embryos expressed Cerl (Figure 3E, 133/171) and Dkk1 expression increased to 70% (Figure 3F, 52/73). In contrast, the proportion of iETX embryos expressing Lefty1 decreased from 65% to 40% between days 4 and 5 (Figure 3G, 32/87). We hypothesized that these differences at day 4 might relate to differences in the size of the iETX embryos, because Cerl is repressed by BMP4 signaling from the ExE (Rodriguez et al., 2005; Richardson et al., 2006; Soares et al., 2008), and Cerl is expressed only when the EPI has extended beyond a specific length (Mesnard et al., 2006). We, therefore, measured the length of the ES and TS compartments and correlated it to Cerl expression. iETX embryos with an ES compartment longer than the TS compartment consistently expressed Cerl; in contrast, when the TS compartment was longer than the ES compartment, there was no Cerl expression (Figure 3H). We did not observe this relationship for Dkk1 (Figure 3I) and it was much weaker for Lefty1 (Figure 3J), suggesting that Cerl expression might be regulated differently than Lefty1 and Dkk1. Analysis of the aspect ratio of Cerl-positive and Cerl-negative cells indicated that Cerl-positive cells were very similar in their morphology to AVE cells in embryos (Stower and Srinivas, 2017) (Figures 3K and 3L).

In embryos, the distribution of Cerl-, Lefty1-, and Dkk1-expressing cells varies between E5.5 and E6.0 because the AVE migrates toward the EPI/ExE boundary. At day 4, the AVE was either distal or lateral (52% and 41% of the cases, Figures 3N and 3O) and very rarely proximal (6%, Figure 3P). In contrast, at day 5, 22% of iETX embryos had proximal AVE and 33% had distal AVE, but there was no change in lateral AVE (Figures 3N–3P). Thus, at day 4, iETX embryos resemble E5.5/E5.75 embryos in terms of AVE specification and position. At day 5, the increase in the proportion of proximal AVE could either suggest AVE migration or localized *de novo* upregulation of AVE markers instead of cell migration.

To distinguish between these possibilities and investigate the dynamics of AVE induction and migration, we generated iETX embryos with a Cerl-GFP reporter/tetO-Gata4 line derived from our transgenic Cerl-GFP mouse line (Mesnard et al., 2004), in which GFP expression is under the control of the Cerl promoter. We began live imaging at day 3, when the reporter was not yet active (Figures 3Q and S3C). Reporter expression commenced in a single cell at the tip, expanded from a single cell to several, and initially resulted in the formation of a GFP-positive domain. Following consolidation of GFP expression at the iETX embryo’s tip, the AVE began its migration until it reached the boundary with the TS compartment after an average of 18 h (Figures 3Q, S3D, and S3E; Videos S1 and S2), which is slower than AVE migration in the embryo (Stower and Srinivas, 2017).

Video S1. iETX Embryo Live Imaging of AVE Migration, Related to Figure 3

Video S2. iETX Embryo Live Imaging of AVE Migration, Related to Figures 3 and S3

Tracking the migration trajectories of individual Cerl-GFP cells showed they migrated directionally toward the proximal end of iETX embryos (Figure S3F; Videos S3 and S4), consistent with AVE migration in embryos. When compared with the speed of AVE cells in embryos (0.23 ± 0.07 μm/min; mean ± SD) (Omelchenko et al., 2014), AVE in iETX embryos migrated at a similar albeit slightly reduced speed (0.198 ± 0.040 μm/min, 26 cells from 7 iETX embryos). Immunofluorescence confirmed the asymmetric localization of the Cerl-GFP cells in the majority (26/36) of iETX embryos examined (Figures S3G and S3H). This is an important improvement over the ETX embryos, in which we could observe neither the Cerl and Dkk1 proteins nor the AVE migration.

Video S3. iETX Embryo AVE Migration with Tracks, Related to Figures 3 and S3

Video S4. iETX Embryo AVE Migration with Tracks, Related to Figures 3 and S3

### iETX Embryos Specify Anterior and Posterior Domains

We next sought to determine whether the formation of the anterior domain was accompanied by the establishment of a posterior one. Embryos at E6.5 express Cerl and mesoderm marker Bry (Wilkinson et al., 1990; Tosic et al., 2019) on opposite sides (Figures 4A and S4A). iETX embryos displaying Bry on only one side of the ES compartment on the fifth day of development comprised 55% of the total Bry- and Cerl-expressing structures (Figures 4B and S4B, 38/69 structures). In this subset, 87% of iETX embryos expressed Cerl on the side opposite to Bry (Figures 4C and 4D), whereas in 13% of iETX embryos, Cerl was at the distal tip. Importantly, we could not observe any instance in which Cerl and Bry were expressed on the same side (Figures 4C and 4D). We examined the expression of two other anterior markers, Dkk1 and Lefty1, in relation to Eomes, which is expressed in the PS (Tosic et al., 2019) and in iETX embryos at day 5 (Figure S4C), which confirmed that formation of anterior and posterior domains occur on opposite sides in 80%–90% (Cerl/Dkk1, 28/31; Cerl/Lefty1, 19/21) of the iETX embryos examined (Figures 4E–4H).

**Figure 4:**
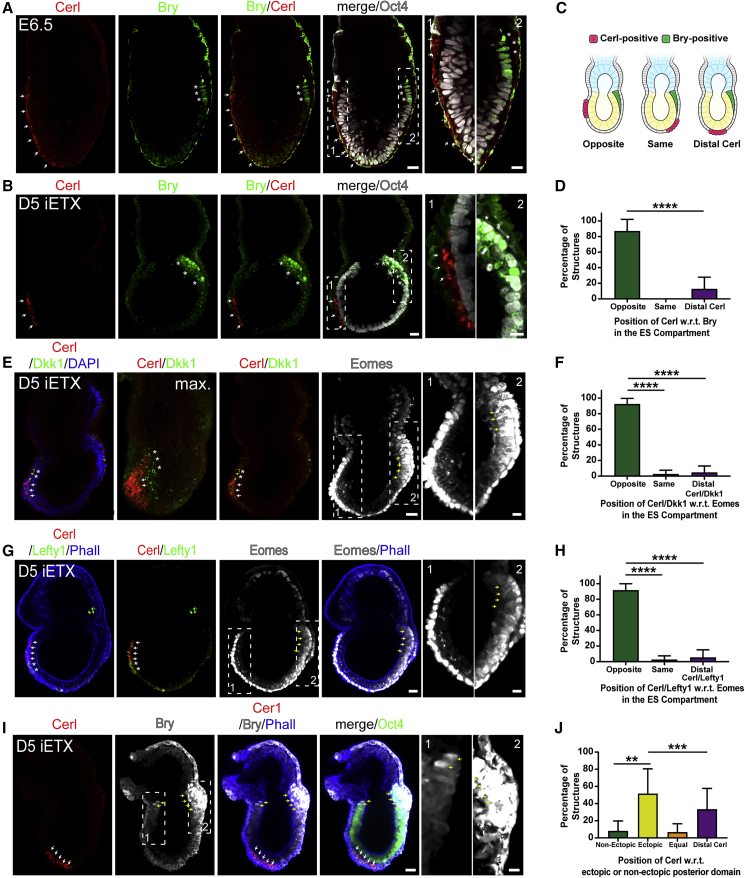
iETX Embryos Specify Anterior and Posterior Domains on Opposite Sides (A) E6.5 embryo with Cerl (red, arrows), Bry (green, asterisks), and Oct4 (gray). Natural embryo: 2 examples. (B) iETX embryo at day 5 analyzed for Cerl (red, arrows), Bry (green, asterisks), and Oct4 (gray). iETX embryos: 38/69 structures, n = 4. Scale bar, 30 μm. (C) Schematic of possible Bry/Cerl position combinations: opposite sides, same side, or Cerl is at the distal tip. (D) Scoring iETX embryo at 5 days of development according to (C). Opposite = 33 structures, same side = 0, distal = 4, n = 4. (E) iETX embryo at day 5 analyzed for Cerl (red, white arrows), Dkk1 (green, asterisk), Eomes (gray, yellow arrows), and DAPI (blue); max., maximum projection; 29/69, n = 3. Scale bar, 30 μm. (F) Scoring iETX embryos at day 5 according to the position of Cerl+ve/Dkk1+ve domain in relation to Eomes. Opposite = 28, same side = 1, distal = 2, n = 3. (G) Same as (E) but with Lefty1 (green, asterisks) and Phalloidin (blue). 18/54 examples, n = 3. Scale bar, 30 μm. (H) Same as (F) but with Cerl/Lefty1 in relation to Eomes. Opposite = 19, same side = 1, distal = 1, n = 3. (I) Representative iETX embryo at day 5 with ectopic Bry and analyzed for Cerl (red, white arrows), Bry (gray, yellow arrows), Oct4 (green), and Phalloidin (blue). Scale bar, 30 μm. 11/31, n = 4. (J) Scoring iETX embryo at 5 days according to the position of Cerl in relation to the posterior domain (Bry or Eomes) as described in Figure S4D. Non-ectopic = 5, ectopic = 28, equal sides = 3, distal Cerl = 25, n = 8. (A, B, E, G, and I) Dashed rectangles are magnified on the right. Scale bar, 10 μm. (D, F, H, J) Error bars, SD. ^∗∗^p < 0.01, ^∗∗∗^p < 0.001, ^∗∗∗∗^p < 0.0001. See also Figure S4.

Formation of anterior and posterior domains on opposite sides was also conserved in iETX embryos expressing Bry around the ES/TS boundary (45%, 31/69)(Figure 4I). In most cases, one posterior domain was more expanded than the other, hence we considered the more expanded domain as the “true” posterior and the less expanded one as an ectopic posterior. In 50% of cases, the Cerl domain was on the side of the less expanded, ectopic posterior domain and opposite the large domain (Figures S4D and 4J); in only 8% of cases was the Cerl domain on the same side of the more expanded domain; in 7% of cases the posterior domains were equal and, thus, the position of the Cerl domain could not be assigned; and in 33% of the cases, the Cerl domain was distal (Figures S4D and 4J).

To determine whether the position and the size of the AVE could influence the likelihood that an iETX embryo would develop an ectopic posterior domain, we measured the angle of displacement of the Cerl domain away from the distal tip and toward the ES/TS boundary and the angle of extension of the Cerl domain. Structures without an ectopic Bry domain had a more extended Cerl domain, which was closer to the ES/TS boundary than structures with an ectopic Bry domain (Figures S4E and S4F). Location of the Lefty1 domain was not significantly different, but its extension was (Figures S4G and S4H). On the other hand, the Dkk1 domain was significantly closer to the ES/TS boundary in structures without ectopic Bry but the extension of the domain itself was no different (Figures S4I and S4J). These results suggest that the position and extension of the Cerl domain are important factors in preventing the expression of ectopic Bry in iETX embryos, whereas Lefty1 and Dkk1 may contribute to a lesser extent.

Out of the iETX embryos without Cerl, 65% displayed ectopic expression of Bry, suggesting that a subset of iETX embryos can break symmetry without Cerl (Figures S4K and S4L). Since a decrease in Nodal levels can rescue ectopic Bry expression in the absence of AVE (Perea-Gomez et al., 2002), we tested whether altering Nodal signaling levels can affect mesoderm formation. Culturing iETX embryos from day 4 to day 5 in Nodal inhibitor completely abrogated expression of Bry and Eomes (Figures S4M and S4N) in agreement with what was reported in natural embryos (Brennan et al., 2001). These results indicate that establishment of anterior and posterior domains occurs on opposite sides of the ES compartment in iETX embryos and Nodal is involved in this process as in natural embryos.

### iETX Embryos Undergo Epithelial-to-Mesenchymal Transition and Gastrulation

Having observed robust formation of anterior and posterior domains in the iETX embryo, we wished to determine whether the posterior side could also establish a PS to undertake gastrulation. Gastrulation is evident in embryos at E6.75 when Bry-positive cells near the EPI/ExE boundary undergo the epithelial-to-mesenchymal transition (EMT) and egress to form a mesoderm layer between the EPI and the VE. We found that iETX embryos also developed Bry-expressing cells between the ES compartment and the VE-like layer between days 5 and 6 (Figures 5A–5C) but not on the opposite side of the structure where Cerl was expressed.

**Figure 5:**
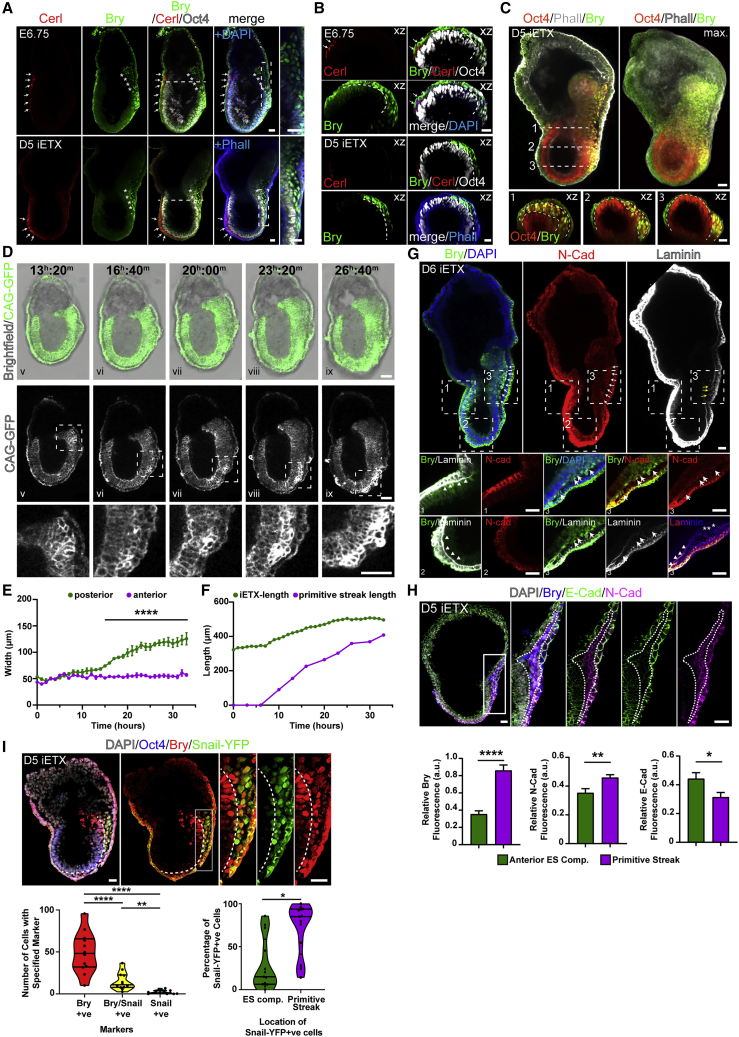
iETX Embryos Undergo EMT and Gastrulation at Day 5 (A) (Top) E6.75 mouse embryo (1 example) and (bottom) iETX embryo at day 5 (21/31 examples, n = 3) analyzed for Cerl (red, arrows), Bry (green, asterisks), Oct4 (gray), and DAPI (embryo, blue) or Phalloidin (iETX embryo, blue). Rectangles are on the right. Scale bar, 30 μm. (B) Orthogonal sections along the dashed lines in (A) to show mesodermal wings. Markers are same as (A). Scale bar, 30 μm. (C) iETX embryo at 5 days of development analyzed for Bry (green), Oct4 (red), and Phalloidin (gray). Orthogonal sections in the xz from indicated dashed lines are at the bottom (1, 2, 3) to highlight mesodermal wings and EMT in the structure (28 examples, n = 3). Scale bar, 30 μm. (D) Time-lapse stills of an iETX embryo imaged from day 4 to day 5. Top row: TS cells are in gray, wild-type CAG-GFP and induced CAG-tetOG4 are in green. Center row: CAG-GFP cells are displayed in gray. Dashed squares are magnified at the bottom and highlight the prospective posterior side. 6/13 structures with comparable EMT, n = 3. Scale bar, 50 μm. (E) Measurement of the thickness of the anterior, nongastrulating side (purple dots), and the posterior, gastrulating side (green dots) over time in the iETX embryo in (D). Error bars, SD. (F) Measurement of iETX embryo length (green dots) and extending PS length over time for the iETX embryo in (D). (G) iETX embryo at day 6 analyzed for Bry (green), N-Cad (red), laminin (gray), and DAPI (blue). PS (white arrows) and breached basement membrane (yellow arrows) at the posterior are highlighted. Squares below highlight (3) the gastrulating posterior, analyzed with Bry (green), N-Cad (red) and laminin (gray), and laminin (fire). Arrows: Bry/N−Cad+ve cells undergoing EMT; arrowheads: intact laminin; asterisks: ruptured laminin tract. Panels (1) and (2) show anterior and distal tip without N-Cad and with intact laminin tract (arrowheads). 21/24 examples, n = 4. Scale bar, 30 μm. (H) iETX embryo at day 5 analyzed for DAPI (gray), Bry (blue), E-Cad (green), and N-Cad (magenta); rectangle is shown on the right. Scale bar, 30 μm. Below, quantification of Bry, E-Cad, and N-Cad expression in the anterior EPI and PS. Mean fluorescent intensities of the markers were normalized to DAPI intensity. 20 examples, n = 3. Error bars, SEM. (I) iETX embryo at day 5 generated with a Snail-YFP reporter line and analyzed for DAPI (gray), Oct4 (blue), Bry (red), and Snail-YFP (green, αGFP). Dashed line marks the PS. White rectangle is on the right. Scale bar, 30 μm. 27/42, n = 3. Bottom, left: quantification of Bry+ve, Snail/Bry+ve, and Snail+ve cells in iETX embryos. Each dot is an iETX embryo. Bottom, right: percentage of Snail+ve cells found in the ES comp. or PS. Each dot is an iETX embryo, 13 examples, n = 3. In all violin plots, median and quartiles are shown. ^∗^p < 0.05, ^∗∗^p < 0.01, ^∗∗∗∗^p < 0.0001, ns, nonsignificant. See also Figure S5.

To understand the dynamics of this process, we performed time-lapse imaging of iETX embryos from day 4 (Figures 5D and S5A; Video S5). At the onset of imaging, cells on all sides of the GFP-expressing ES compartment were epithelial and columnar, but at 13 h, the cells on one side of the ES and TS compartment boundary began to change their shape from columnar to rounded and positioned themselves between the ES compartment and the VE-like layer (Figure 5D). Between 13 and 16 h, the layer formed by the egressing cells had almost extended to the distal tip, similar to PS formation in embryos (Arnold and Robertson, 2009). Throughout this process, the opposite, putative anterior side remained epithelial and did not undergo EMT. PS extension continued until 27 h, with the streak reaching the distal tip of the iETX embryo (Figure 5D). During gastrulation, the thickness of the posterior side progressively increased relative to the anterior side, which remained constant and the streak steadily increased in length (Figures 5E and 5F).

Video S5. Live Imaging of iETX Embryo Gastrulation, Related to Figures 5 and S5

On day 6, iETX embryos showed a large, Bry-positive domain on the side of the ES compartment undertaking gastrulation (Figure 5G). In most of the structures examined, 40% of Bry-positive cells expressed N-cadherin (Figure S5B), and there was downregulation of laminin in the basement membrane at the point of EMT, in contrast to other parts of the iETX embryo not undergoing EMT (Figures 5G and S5C). Egressed cells were Bry-positive and expressed laminin; formation of a laminin layer could be detected between the mesoderm and the VE-like layer (Figure 5G). The PS of iETX embryos expressed higher levels of Bry (Figure 5H), which was accompanied by downregulation of E-cadherin and upregulation of N-cadherin (Figure 5H). Finally, egressed cells co-expressed Bry and the EMT marker Snail (Figure 5I), suggesting that gastrulation in iETX embryos follows the same process as the natural embryo (Ramkumar et al., 2016; Punovuori et al., 2019; Kyprianou et al., 2020). Based on Snail-YFP expression, 64% of the structures were undergoing EMT at day 5 (27/42, see also Figure S5D).

Gastrulation sees not only the formation of embryonic mesoderm but also the proximal migration of mesodermal cells to form extra-embryonic mesoderm (Sutherland, 2016; Saykali et al., 2019). In 45% of day 5 iETX embryos undergoing EMT, Bry/Oct4-expressing cells were observed between the VE-like layer and the TS compartment (Figures S5E and S5F) and either formed patches above the ES/TS boundary or were arranged as a line of cells between the TS compartment and the VE-like layer overlaying the TS compartment (Figure S5F, orange asterisks). In 20% of the examined iETX embryos, Bry was co-expressed with Runx1, which marks extra-embryonic mesoderm cells committing to the hematopoietic lineage (Tanaka et al., 2014) (Figure S5G). This represents an important improvement over ETX embryos, in which we did not observe formation of extra-embryonic mesoderm.

### iETX Embryos Generate Heterogeneity in the Primitive Streak and Form Definitive Endoderm

During gastrulation, the developing streak generates multiple mesodermal and endodermal cell types required for subsequent development and secretes Cerl, Lefty1, and Dkk1 (Robb and Tam, 2004) leading us to ask whether similar changes take place in gastrulating iETX embryos. Analysis of gastrulating iETX embryos at day 5 indicated that, similar to natural embryos (Figures 6A, 6C, and 6E), we identified expression of Cerl, Dkk1, and Lefty1 in the AVE and also in the developing PS (Figures 6B, 6D, and 6F). Posterior expression of Cerl, Lefty1, and Dkk1, respectively, was present in 51% (17/33), 79% (27/34), and 37% (21/56) of the examined iETX embryos, indicating gastrulation processes further than in ETX embryos.

**Figure 6:**
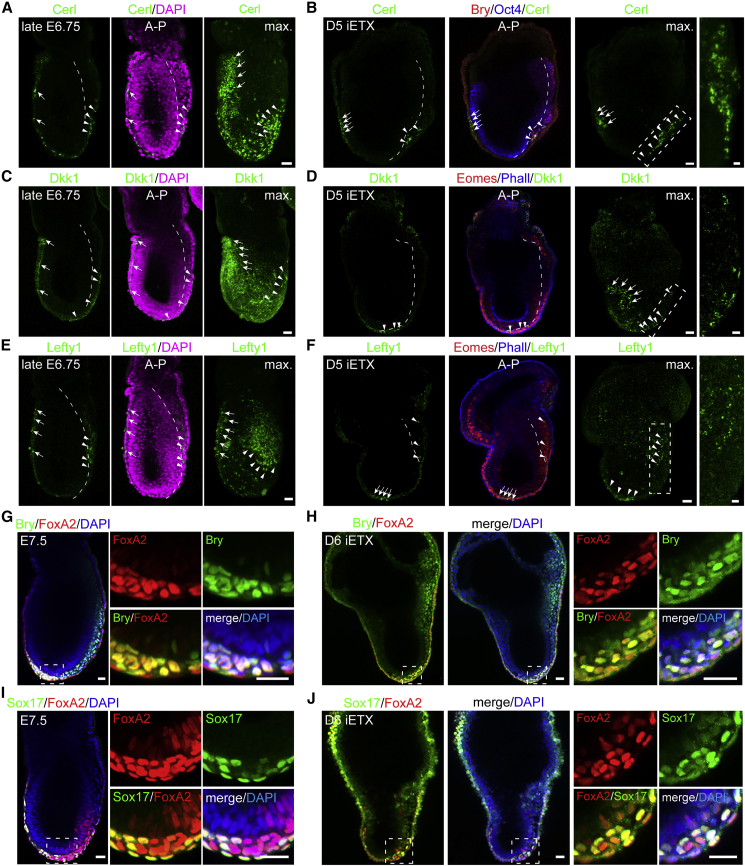
iETX Embryos Generate Heterogeneity in the Primitive Streak and Form Definitive Endoderm (A, C, and E) Natural embryos at late E6.75 analyzed for DAPI (magenta) and (A) Cerl (green), (C) Dkk1 (green), and (E) Lefty1 (green). The maximum projection of Cerl, Dkk1, and Lefty1 is in the right panels. Dashed line marks the PS. (Cerl, Dkk1, and Lefty1: 3 embryo examples each) Scale bar, 30 μm. (B, D, and F) iETX embryos collected at 5 days of development and analyzed for (B) Bry (red), (D and F) Eomes (red) and (B) Cerl (green), (D) Dkk1 (green), and (F) Lefty1 (green), (B) Oct4 (blue), and (D and F) Phalloidin (blue). Cerl, Dkk1, and Lefty1 maximum projection is in the right panels. Dashed rectangles are magnified on the right. (Cerl: 17/33, n = 3; Dkk1: 21/56, n = 3; Lefty1: 27/34, n = 3) (A–F): white arrows indicate the AVE and white arrowheads posterior expression of the AVE marker; (A–P) indicates the anterior-posterior axis. Scale bar, 30 μm. Cerl, Lefty1 and Dkk1 in these panels were visualized using Alexa-568 or Alexa-647 secondary. Dashed rectangles scale bar, 10 μm. (G and H) E7.5 mouse embryo (G) and iETX embryo at day 6 of development (H) analyzed for FoxA2 (red), Bry (green), and DAPI (blue); dashed squares are magnified on the right (Embryo: 2 examples; iETX embryo: correct patterning: 45/52; extended streak: 37/52, n = 6). Scale bar, 30 μm. (I and J) E7.5 mouse embryo (I) and iETX embryo at day 6 of development (J) analyzed for FoxA2 (red), Sox17 (green), and DAPI (blue); dashed squares are on the right (Embryo: 3 examples; iETX embryo: extended streak with Sox17/FoxA2 in 17/31 examples, n = 3). Scale bar, 30 μm. See also Figure S6 and Table S1.

We also observed co-expression of Bry and FoxA2 at day 6 in the distal part of the PS (71%, 37/52) similar to E7.5 natural embryos (Figures 6G and 6H), which is indicative of axial mesoderm formation, and FoxA2 and Sox17 expression, indicative of definitive endoderm (Figures 6I and 6J) (Nowotschin et al., 2019). Bry and Sox17 were co-expressed in the ES compartment, suggesting that a subset of cells express mesodermal markers before acquiring definitive endoderm identity (Figure S6A), similar to the embryo (Nowotschin et al., 2019).

We could not determine whether expression of neuroectoderm markers would occur, because after day 6, iETX embryos became dark and lost their cylindrical appearance, suggesting that 6 days of culture is the current limit for our system. Developmental milestones of iETX embryos are presented in Figure S6B and Table S1.

To understand further the developmental potential of iETX embryos, we performed inDrop single-cell RNA sequencing on iETX embryos and ETX embryos at day 4 and compared them with embryos at E4.5(GEO: GSE134240, Sozen et al., 2019), E5.5, and E6.5 (Figure 7A). 

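The inDrops libraries (version 3 of the assay) tag the 3' end of each captured transcript with a cell barcode and a unique molecular identifier (UMI), so that each transcript is counted once. Of the samples, 6 libraries were analysed here: 1 from E5.5 embryos and 1 from E6.5 embryos (12 embryos of 1 litter each), 3 from ETX embryos at day 4 and 1 from iETX embryos at day 4 (15 structures); the E4.5 data were not analysed here. ETX embryos contain XEN cells, a stem cell line of extra-embryonic endoderm, where iETX embryos contain ES cells in which doxycycline switches on Gata4, a transcription factor of primitive endoderm. The authors counted UMIs with the zUMIs pipeline on the mouse genome build GRCm38, kept cells by doublet score, gene number, ribosomal share and mitochondrial share, and named the subpopulation of each cell that they kept. The deposited values are raw UMI counts per gene and barcode, with the barcodes that the authors set aside still included. The E5.5 library held 3586277 UMIs in 1316 barcodes, of which the authors named 670 as cells (median 3234 UMIs per cell). For the E6.5 library these numbers were 2195597 UMIs, 2282 barcodes, 301 cells and a median of 2574 UMIs. The iETX library held 4151332 UMIs in 3057 barcodes, with 533 named cells (median 2951 UMIs). ETX libraries 1, 2 and 3 held 4025956, 4941276 and 6423747 UMIs in 1985, 1993 and 2041 barcodes. Their named cells numbered 588, 484 and 587, with medians of 2542, 3665.5 and 4417 UMIs per cell. Cells of 1 library share its preparation and were not taken as replicates, so the counts of each lineage were summed per library. Groups were compared with the ETX libraries by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, called at an adjusted p under 0.05. All residual degrees of freedom of that test come from the 3 ETX libraries, and the single library of each other group is assumed to vary as they do. Nothing states that the ETX libraries came from separate cultures, so p measures only the spread between those libraries, which may be technical. The key resources table of the paper lists primers of 2 E6.5 libraries, of which 1 is analysed here. For iETX and natural embryos 1 library each was analysed, so their comparison has no replicate check and no p is given; its intervals cover counting error only. The 20 gene lists, the rule for naming genes and the main alternatives were fixed before the data were examined. Where genes are said to pass under every alternative, only the alternatives that tested the gene count, since some leave genes with low counts out.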

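Embryonic, endoderm and trophectoderm cells were all found in each of the 6 libraries, in proportions that differed most in ETX embryos. In iETX embryos, the embryonic lineage made up 39.2% (95% interval 35.0 to 43.5%) of 533 named cells, the endoderm 38.5% (95% interval 34.3 to 42.7%) and the trophectoderm 22.3% (95% interval 18.9 to 26.1%). E5.5 embryos held 39.0% embryonic, 41.9% endoderm and 19.1% trophectoderm cells among 670. At E6.5 the shares were 29.2%, 42.9% and 27.9% of 301 cells. In ETX embryos, the embryonic lineage came to 3.68 ± 2.12% (mean ± SD, n = 3 libraries; 61 cells in all), the endoderm to 32.1 ± 5.56% and the trophectoderm to 64.3 ± 5.02%. Each ETX library held a lower embryonic share (1.53 to 5.78%) and a higher trophectoderm share (58.5 to 67.5%) than the iETX library. Intervals are exact Clopper-Pearson intervals. The shares describe the cells that survived dissociation and the authors' selection, and no replicate of the iETX or natural libraries was analysed to test them. Among cells with at least 2000 genes, the E5.5 shares were 55.8% embryonic and 20.1% endoderm and both iETX shares 39.9%, which puts E5.5 endoderm below that of iETX embryos.

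**Figure D1:**
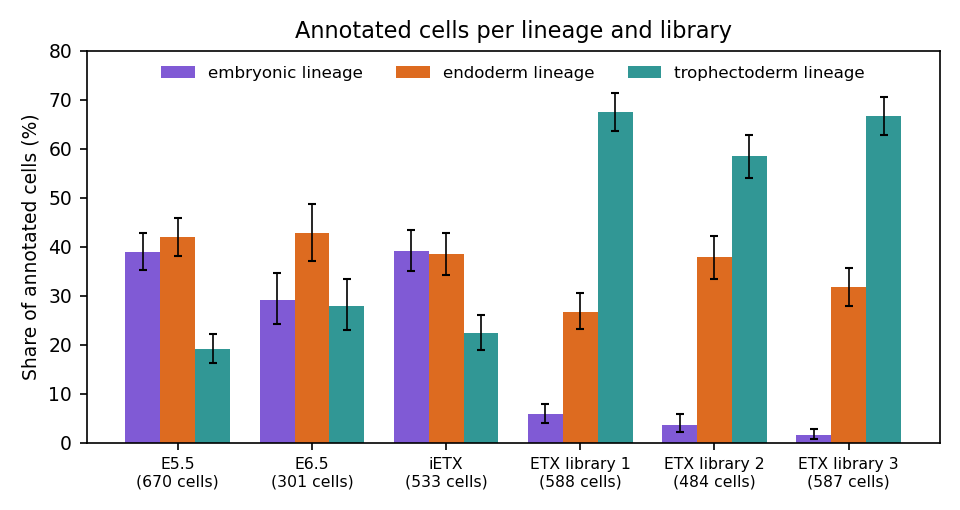
Share of annotated cells (percent, y axis) in the embryonic, endoderm and trophectoderm lineages of each of the 6 libraries; error bars are exact Clopper-Pearson 95% intervals. The embryonic share is 1.53 to 5.78% in the 3 ETX libraries and 39.2% in the iETX library.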

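With equal numbers of cells drawn from each lineage, mean expression in iETX embryos correlated with that in E5.5 embryos at a Pearson r of 0.0717 across genes (SD 0.0187 over 100 draws of cells, range 0.0145 to 0.108). The r with E6.5 embryos was 0.00520 (SD 0.0144, range -0.0401 to 0.0540), and that with the pooled ETX embryos was -0.0211 ± 0.0174. ETX embryos had negative values against both natural stages, -0.212 ± 0.0191 for E5.5 and -0.165 ± 0.0162 for E6.5. The scaling subtracts each gene's mean over all 3163 cells, of which 1659 are ETX cells. This pushes ETX embryos and the other samples towards opposite signs, so the negative sign alone does not show opposed expression. Taken alone, ETX libraries 1, 2 and 3 gave -0.231, -0.283 and -0.355 with E5.5. The natural stages correlated with each other at 0.251, and pairs of ETX libraries at 0.265 to 0.422. Values were normalized, regressed on UMI count, ribosomal share and mitochondrial share, and scaled over 14202 genes, which are not independent replicates, so no p is given. The sign of the iETX value depended on the ETX libraries entering the scaling: without ETX library 1, 2 or 3, r with E5.5 was -0.0561, -0.0187 or -0.0368, and r with E6.5 was -0.126, -0.0539 or -0.0716. With centred log-normalized values, the 2000 most variable genes or all annotated cells, r with E5.5 was 0.155, 0.129 or 0.192.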

Pearson correlation coefficients between all samples indicated that iETX embryos were most similar to E5.5 natural embryos (Figure 7B). 

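Embryonic cells of iETX embryos correlated with E5.5 embryonic cells, all EPI, at a Pearson r of 0.413 ± 0.00940 across genes (SD over the draws) and with E6.5 embryonic cells, PS and nascent mesoderm included, at 0.341 ± 0.0121. For the embryonic cells of ETX embryos these values were 0.315 ± 0.0132 and 0.261 ± 0.0115. Embryonic cells of ETX and iETX embryos correlated with each other at 0.404, close to the 0.429 between the natural stages. Against other natural lineages, iETX embryonic cells lay between -0.0109 (E6.5 endoderm) and 0.0444 (E5.5 trophectoderm). In the trophectoderm, with differentiating cells included, iETX embryos correlated with E5.5 embryos at 0.134 ± 0.0241 and with E6.5 embryos at 0.124 ± 0.0209. ETX trophectoderm gave -0.00740 ± 0.0310 and 0.0247 ± 0.0181, which exceeded its values with natural embryonic cells (-0.196 and -0.135) and natural endoderm (-0.0873 and -0.0560). The trophectoderm of ETX and iETX embryos correlated at 0.114, and that of E5.5 and E6.5 embryos at 0.312. Genes are not independent replicates, and the SD shows only how the draw of cells moves each value.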

We subdivided the natural and ETX/iETX embryos into their constitutive lineages and observed that all TS cells clustered with ExE derivatives and all ESCs clustered with EPI derivatives, irrespective of whether they originated from ETX or iETX embryos. On the other hand, VE, XEN layer, and VE-like layer correlated less. 

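Between the natural stages, the endoderm correlated at a Pearson r of 0.160 ± 0.0190 across genes, the lowest value of the 3 lineages. The XEN layer of ETX embryos and the VE-like layer of iETX embryos, each with their parietal cells, correlated at 0.159 ± 0.0180. Taken alone, ETX libraries 1, 2 and 3 gave 0.114, 0.171 and 0.177 with the VE-like layer. In iETX embryos, endoderm correlated with embryonic cells at 0.0135 and with trophectoderm at -0.0903. In ETX embryos, endoderm correlated with embryonic cells at -0.139 and with trophectoderm at -0.0762.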

The XEN layer showed some similarity with the PrEn of the E4.5 embryo but correlated little with E5.5 and E6.5 VE; the VE-like layer of iETX embryos showed similarities to E4.5 PrEn and to the VE at E6.5 but was most similar to E5.5 VE. This suggests that tetOG4 ESCs may generate an endodermal layer more similar to VE (Figure 7C).

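Among natural endoderm samples, the VE-like layer of iETX embryos had its higher correlation with E5.5 VE, at 0.0981 ± 0.0215 (mean ± SD over the draws), and 0.0679 ± 0.0172 with E6.5 VE. The XEN layer of ETX embryos gave -0.105 ± 0.0214 with E5.5 VE and -0.0346 ± 0.0201 with E6.5 VE. Each ETX library alone lay below the iETX value with E5.5 VE: -0.164, -0.0631 and -0.0982 for libraries 1 to 3. With centred log-normalized values the XEN layer's correlation with E5.5 VE became positive, 0.0374, and that of the VE-like layer was 0.449. The VE-like layer's value with E5.5 VE was 0.254 over the 2000 most variable genes, 0.0577 by Spearman and 0.0500 without ETX library 1. Over the same settings its value with E6.5 VE was 0.227, 0.0432 and 0.0269, below E5.5 in each. The pull of the ETX cells on the scaling applies to the XEN layer's values as well. The E4.5 PrEn was not analysed here.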

**Figure 7:**
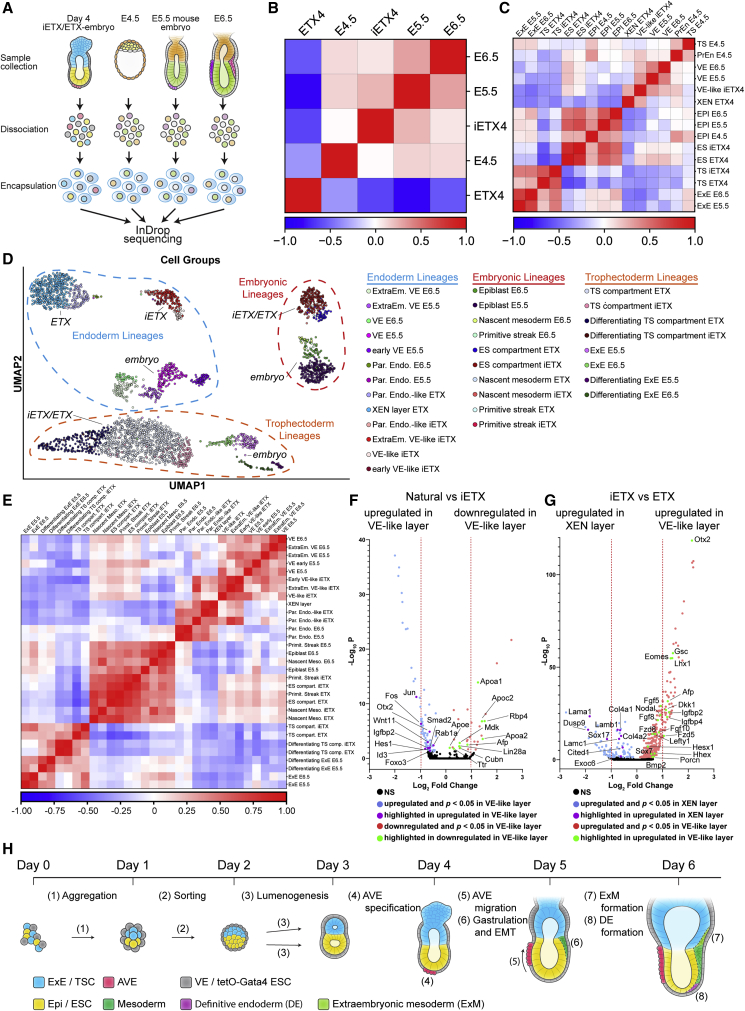
The VE-like Layer Formed by CAG-tetOG4 ES Cells Is More Similar to Natural VE (A) Schematic of inDrop sequencing. (B) Global correlation matrix of natural embryos (E4.5, E5.5, and E6.5) and ETX and iETX embryos (day 4). (C) Correlation matrix with the same samples in (B) subdivided according to their lineage. Natural samples: EPI, ExE, VE, and PrEn; ETX embryos: embryonic stem cell compartment (ES comp), trophoblast stem cell compartment (TS comp), extra-embryonic endoderm stem cell layer (XEN layer), and tetoG4 cell-derived layer (VE-like layer). (D) Single-cell sequencing UMAP and sample separation in subpopulations based on sample type (natural versus ETX), age (E5.5, E6.5, and day 4) and developmental stage. Developmental stage classification was based on leiden clusters and the markers in Figure S7A. (E) Correlation matrix of the single-cell subpopulations in (D). (F and G) Volcano plot of genes downregulated or upregulated in the VE-like layer of iETX embryos versus natural VE (F) or of genes upregulated in the VE-like layer of iETX embryos versus upregulated in the XEN layer of ETX embryos (G). (H) Summary: Dox-treated, induced tetOG4 ESCs combined with wild-type ES and TS cells aggregate and sort to generate structures organized into discreet ES and TS compartments surrounded by a VE-like layer, called induced ETX embryos. iETX embryos open a lumen between day 2 and day 3 and establish the AVE at day 4, which then migrates between day 4 and day 5 to establish the anterior domain. On the opposite side at day 5, Bry and Eomes expression in the ES compartment indicates formation of the posterior domain. On day 5 and onward, the posterior domain undergoes EMT and gastrulation, forming embryonic and extra-embryonic mesoderm and definitive endoderm. See also Figure 7; Table S2.

To identify specific cell subpopulations in this dataset, gene signatures (Figure S7A) and Leiden clustering were utilized for further classifications. 

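The annotation divided the 3163 kept cells into 19 Leiden clusters and named subpopulations per condition. In the endoderm of iETX embryos, 40 cells were named VE-like, 135 extra-embryonic VE-like, 15 early VE-like and 15 parietal endoderm-like. E5.5 endoderm held 135 VE, 69 extra-embryonic VE, 75 early VE and 2 parietal endoderm cells. E6.5 endoderm held 39 VE, 84 extra-embryonic VE and 6 parietal endoderm cells. ETX endoderm was named XEN layer in 427 cells and parietal endoderm-like in 99. Of the 19 clusters, 15 took over 90% of their cells from 1 condition, among them every cluster led by endoderm cells. The iETX library also held 2 cells that carried a name of ETX embryos, which were counted under the matching iETX lineage. Since a cluster drawn from 1 condition can follow the library as well as the cell type, the names were used as the authors gave them.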

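Cdx2, a transcription factor that keeps trophoblast stem cells undifferentiated, lies on chromosome 5 of GRCm38 from 147300805 to 147307270. It stood at 126 (90.2 to 172) UMIs scaled to CPM (with the exact Poisson 95% interval) in the 112 TS cells of iETX embryos and at 168 (132 to 210.1) in E5.5 ExE. In the TS compartment of ETX embryos it was 119 ± 16.8 CPM (mean ± SD, n = 3 libraries) and in their differentiating TS cells 14.7 ± 5.00 CPM. Gata2, a transcription factor of differentiating trophoblast on chromosome 6 of GRCm38 from 88193891 to 88207032, stood at 792 (584 to 1050.0) CPM in E5.5 differentiating ExE and 53.6 (34.4 to 79.8) CPM in E5.5 ExE. In ETX embryos, Gata2 was 953 ± 16.6 CPM in differentiating TS cells and 236 ± 11.1 CPM in TS cells; in iETX TS cells it was 44.2 (24.2 to 74.2) CPM. Only 7 iETX cells were named differentiating TS. Both genes served to name these subpopulations, so their split within a sample follows from the naming. Between iETX and ETX embryos, over the whole trophectoderm lineage, Gata2 had a log2 fold change of -1.94 (standard error 0.25, adjusted p = 4.0e-04 from edgeR's quasi-likelihood test), and Cdx2 one of 0.28 (adjusted p = 0.642 by edgeR).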

The ExE cluster cells were divided into ExE or differentiating ExE based on reciprocal expression of the TS marker Cdx2 and differentiation marker Gata2, and we also observed these signatures in the TS compartment. 

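Otx2, a homeobox gene of primed pluripotency and of the anterior VE on chromosome 14 of GRCm38 from 48657677 to 48673819, stood at 259.5 (229 to 293) CPM in E5.5 EPI and 353 (267 to 458) CPM in E6.5 EPI. ES compartments held 201 (168 to 239) CPM in iETX embryos and 169.8 ± 35.9 CPM in ETX embryos (mean ± SD, n = 3 libraries). ETX TS cells gave no Otx2 UMI in 840 cells, a limit of 0.931 CPM at 3 counts. The nascent mesoderm of E6.5 embryos, 17 cells, was named by Mesp1, an early mesoderm regulator on chromosome 7 of GRCm38 from 79792241 to 79793788, which reached 1048 (783 to 1375) CPM there. E5.5 EPI gave no Mesp1 UMI in 261 cells, a limit of 2.93 CPM. In E6.5 EPI outside the streak, Eomes, a T-box factor of the streak and the anterior VE, stood at 242 (172 to 330.3) CPM and Nanog, a pluripotency factor, at 43.4 (17.4 to 89.4) CPM. E5.5 EPI held 19.5 (11.9 to 30.1) CPM of Eomes and 22.4 (14.2 to 33.7) CPM of Nanog. The 6 E6.5 cells named PS were chosen by Eomes and Nanog themselves, so those levels are no independent result.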

The EPI cluster expressed the primed pluripotency marker Otx2; the E6.5 EPI could be subdivided into nascent mesoderm, based on Mesp1 expression, or into a PS subpopulation, based on Eomes and Nanog (Saga et al., 1996; Pijuan-Sala et al., 2019). Nascent mesoderm and PS signatures were already present in the ES compartment, suggesting that it is primed for gastrulation and may be at a more advanced stage than the E5.5 EPI. Nevertheless, expression of the EMT marker Snail1 mostly in the E6.5 EPI and not in the ES compartment confirmed that EMT in iETX embryos does not occur until day 5. 

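In iETX embryos, 6 cells of 209 in the embryonic lineage were named PS and 5 nascent mesoderm; in ETX embryos these were 5 and 2 of 61 cells. E5.5 EPI held none of either among 261 cells, and E6.5 embryos 6 and 17 of 88. The 5 nascent mesoderm cells of iETX embryos held 6 UMIs of Mesp1, the gene that named them, and their mean expression correlated best with E6.5 nascent mesoderm (r = 0.242 ± 0.0245, SD over resampled cells). The iETX PS cells correlated best with E5.5 EPI (r = 0.230 ± 0.0397). Of 10 measured genes of the primitive streak and mesoderm list, 0 were at least 2-fold higher and 0 lower in the whole embryonic lineage of iETX embryos than in that of both natural stages. Their median log2 ratio was 1.51 against the E5.5 lineage (percentile 100.0 of 10000 random lists matched on expression) and -2.18 against the E6.5 lineage (percentile 0), which holds 6 PS and 17 nascent mesoderm cells. Between ES compartment and EPI cells alone, 4 of the list were measured, with medians of 1.70 (percentile 100.0) and 0.83 (percentile 98.3), and T, the streak gene brachyury, passed as higher with 34 UMIs against 1 in each stage (log2 ratios of 5.71 (3.14 to 11.06) and 3.13 (0.56 to 8.48), 95% intervals). Eomes stood at 37.4 (24.0 to 55.7) CPM in the iETX cells named ES compartment. Nanog was higher in the ES compartment than in EPI of both stages, by log2 ratios of 3.19 (2.54 to 3.90) and 2.32 (1.24 to 3.67). Of 4 Nodal response genes measured in these cells, 2 passed this rule, Lefty1, a Nodal inhibitor (3.98 (2.66 to 5.66) and 2.72 (0.79 to 5.80)), and Tdgf1, a Nodal coreceptor (1.65 (1.37 to 1.94) and 1.31 (0.78 to 1.88)). Of 13 genes of formative and primed pluripotency, Tdgf1 was higher, Lef1, a mediator of Wnt signalling, lower (-2.78 and -2.51) and the others did not pass. Of 6 naive pluripotency genes, Nanog alone passed. These lists were applied to these comparisons after the data had been seen.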

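Snai1, the gene for the Snail1 repressor of E-cadherin, lies on chromosome 2 of GRCm38 from 167538195 to 167542814. It stood at 74.3 (38.4 to 129.9) CPM in the 65 E6.5 EPI cells and 15.6 (7.48 to 28.7) CPM in the 198 ES compartment cells of iETX embryos, intervals that do not overlap. E5.5 EPI held 12.7 (6.75 to 21.7) CPM. The highest Snai1 levels lay in the small mesodermal groups: 486 (195 to 1001) CPM in E6.5 PS, 504 (326 to 744) CPM in E6.5 nascent mesoderm and 472 (216 to 895) CPM in the 5 nascent mesoderm cells of iETX embryos. Between the embryonic lineages of iETX and ETX embryos, Snai1 did not pass edgeR's quasi-likelihood test (log2 fold change 0.50, adjusted p = 0.922). Of 5 measured genes of epithelial-to-mesenchymal transition, 0 were at least 2-fold higher and 0 lower in the whole embryonic lineage of iETX embryos than in that of both natural stages, with median log2 ratios of -0.57 (percentile 3.23) and -0.88 (percentile 0.475) against E5.5 and E6.5. Between ES compartment and EPI cells alone, 4 were measured, Fn1, fibronectin, was lower (-1.21 and -3.06), and the medians were -0.81 (percentile 1.07) and -0.20 (percentile 24.5). The list mixes genes that fall in this transition, Cdh1 and Epcam, with genes that rise, so its medians give no direction of it. Both comparisons were added after the data had been seen. The iETX level of Snai1 rests on 10 UMIs.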

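Gata4, a zinc finger factor of primitive endoderm on chromosome 14 of GRCm38 from 63198922 to 63271692, stood at 419.7 (356 to 491) CPM in E5.5 VE, 551 (512 to 591) CPM in the XEN layer and 264 (181 to 373) CPM in VE-like cells. EPI at E5.5, which should lack it, held 5.85 (2.15 to 12.7) CPM. Lamb1, a laminin chain of basement membranes on chromosome 12 of GRCm38 from 31265234 to 31329644, was highest in the 8 natural parietal endoderm cells of E5.5 and E6.5 together (4389 (3629.8 to 5260.0) CPM) and in the parietal endoderm-like cells of ETX embryos (4368 (4151 to 4594) CPM). E5.5 VE held 285 (233 to 345) CPM of Lamb1, VE-like cells 413 (307 to 545) CPM and extra-embryonic VE-like cells 444 (382 to 513) CPM. The XEN layer held 2124 (2048 to 2203) CPM, a level measured in cells that had not been named parietal endoderm-like. Otx2 reached 404 (342 to 474) CPM in E5.5 VE and 52.5 (21.1 to 108) CPM in E6.5 VE; in iETX embryos it chose the VE-like cells and is no result there. As thresholds on Lamb1 and Otx2 defined these groups in iETX embryos, the levels describe the groups and do not test them.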

The VE cluster was initially identified by Gata4 expression and then subdivided into parietal endoderm based on LamB1 expression, in embryonic VE based on Otx2/Eomes expression, and cells that were Gata4-positive, but LamB1/Otx2/Eomes-negative were classified as extra-embryonic VE. Within the embryonic VE cluster, we identified cells expressing Cerl, Lefty1, Hhex, and Dkk1, indicating the AVE. 

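In the 135 cells of E5.5 VE, Lefty1, a secreted inhibitor of Nodal on chromosome 1 of GRCm38 from 180935022 to 180938400, stood at 175 (135 to 223) CPM. Cer1, which encodes the Nodal and BMP antagonist Cerl on chromosome 4 of GRCm38 from 82881751 to 82885148, reached 191 (149 to 241) CPM. Hhex, a homeobox gene on chromosome 19 of GRCm38 from 37434810 to 37440731, held 126 (92.9 to 168) CPM, and Dkk1, a Wnt antagonist on chromosome 19 of GRCm38 from 30545863 to 30549665, 121 (88.3 to 162) CPM. In the 39 cells of E6.5 VE, Dkk1 stood at 97.4 (51.9 to 167) CPM and Cer1 at 67.5 (30.8 to 128) CPM, while Lefty1 and Hhex held 15.0 (1.82 to 54.2) and 15.0 (1.82 to 54.2) CPM. Lefty1 gave no UMI in E5.5 ExE, a limit of 6.70 CPM. All 4 genes lay above 100 CPM at E5.5, and the intervals of Lefty1, Hhex and Cer1 at E6.5 lie below those at E5.5.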

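The 40 VE-like cells of iETX embryos held 248 (167 to 354) CPM of Dkk1, the Wnt antagonist of the AVE, against 7.93 (3.96 to 14.2) CPM in the XEN layer. Hhex stood at 198 (127 to 295) CPM in VE-like cells and 57.7 (45.7 to 71.8) CPM in the XEN layer. The iETX ES compartment gave no Hhex UMI in 198 cells, a limit of 4.68 CPM. Lefty1 in VE-like cells was 82.6 (39.6 to 152) CPM, in the range of the iETX ES compartment (79.6 (59.2 to 105) CPM). Cer1 reached 16.5 (2.00 to 59.7) CPM, from 2 UMIs in 1 of 40 cells. Over the summed VE-like layer, Cer1 was lower than in VE by a ratio of 33.5-fold (95% interval 9.02 to 281) against E5.5 and 8.84-fold (95% interval 1.97 to 81.3) against E6.5, from 94 and 12 UMIs in VE. These sums mix embryonic and extra-embryonic cells in unlike shares, which can enter the Cer1 ratios. Median depth was 2890.5 UMIs per cell in VE-like cells and 2478 in E5.5 VE.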

In iETX embryos, AVE-like cells expressed Dkk1, Lefty1, and Hhex1 but low Cerl, suggesting an earlier stage of AVE development, more similar to E5.25 (Hoshino et al., 2015). 

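The 15 cells named early VE-like in iETX embryos held 115 (42.1 to 249.6) CPM of Hhex and 134 (53.8 to 276) CPM of Lefty1. Otx2 in them rested on 1 UMI, or 19.1 (0.484 to 106) CPM. The 75 natural cells named early VE, all from E5.5 embryos, held 25.8 (8.37 to 60.2) CPM of Hhex, 5.16 (0.131 to 28.7) CPM of Lefty1 and 149.5 (100.1 to 215) CPM of Otx2. Across genes, the early VE-like cells correlated with E5.5 extra-embryonic VE at 0.294 ± 0.0246 and with E5.5 early VE at 0.266 ± 0.0178 (Pearson r ± SD over resampled cells). The early VE-like cells hold 52330 UMIs in all, which leaves their interval of Otx2 wide and overlapping that of natural early VE.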

We could detect an additional, small subpopulation of cells expressing Hhex, Lefty1, and low Otx2, similar to the expression of these markers in the E4.5 PrEn (Hoshino et al., 2015), we termed these “early VE-like layer” (Figure 7D).

With these classifications, TS cells from ETX and iETX embryos clustered together with ExE as a group, although differentiating TS cells were most different from ExE at E5.5 and E6.5. 

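TS cells of iETX embryos correlated with E5.5 ExE at 0.286 ± 0.0160 (Pearson r across genes ± SD over resampled cells) and with E6.5 ExE at 0.261 ± 0.0174. TS cells of ETX embryos correlated with E5.5 differentiating ExE at 0.158 ± 0.0128 and with E5.5 ExE at -0.0160 ± 0.0149. Differentiating TS cells had their highest natural correlation with E6.5 differentiating ExE, 0.213 ± 0.0130 in ETX and 0.182 ± 0.0223 in iETX embryos. Of 12 trophoblast stem and ExE genes, 4 rose in the trophectoderm of iETX against ETX embryos and 8 did not pass edgeR's quasi-likelihood test (7 rose when adjusted over the list alone). The 4 were Esrrb (log2 fold change 1.98), Sox2 (1.46) and Eomes (1.01), regulators of trophoblast stem cells, and Spry4 (2.29), an inhibitor of FGF signalling. As a list they gave an adjusted p = 8.7e-06 by camera, and adjusted p = 0.27 with an estimated correlation. Of 10 genes of differentiating trophoblast, 2 fell, Gata2 and Phlda2 (-0.93), an imprinted gene that limits placental growth; 4 fell when adjusted over the list alone, and camera gave an adjusted p = 0.0052 (adjusted p = 0.27 with an estimated correlation). Of 9 naive pluripotency genes, Esrrb, Sox2 and Nr0b1 (2.88) rose and Tfcp2l1 (-1.33) fell. Of 7 genes of formative and primed pluripotency, genes of the epiblast, Sox3 (2.72), Pou3f1 (1.09) and Utf1 (0.80) rose in the same comparison (adjusted p = 4.1e-04 by camera, and adjusted p = 0.27 with an estimated correlation), and embryonic cells made up 39.2% of the iETX library and 3.68 ± 2.12% of the ETX libraries. DESeq2, upper-quartile scaling and TS compartment and ExE cells alone each ended the call of Utf1 (adjusted p = 0.156 by DESeq2; 0.0099 to 0.156 over its alternatives). In the iETX trophectoderm, Tdgf1, abundant in embryonic cells, stood at 0.573% (0.0145 to 3.21%) of its level there (95% interval; 14 of 586 such genes lay under 5%, and Tdgf1 was chosen after its value was seen), Sox3 at 32.9% (22.1 to 47.4%), Utf1 at 72.3% (59.5 to 87.5%), Pou3f1 at 128% (103 to 159%) and Sox2 at 484% (319 to 749%). In a comparison added after the data were seen, Pou3f1, Sox3 and Utf1 were at least 2-fold lower in iETX TS compartment cells than in ExE of both stages. Natural ExE thus held these genes at higher levels. Over the 4 list genes measured there, the median log2 ratios were -1.13 against E5.5 ExE and -1.39 against E6.5 ExE. Differentiating TS cells made up 7 of 119 trophectoderm cells in iETX and 232 of 1072 in ETX embryos. Over TS compartment and ExE cells alone, a setting added after the data were seen, 351 genes passed and Eomes did not (adjusted p = 0.0623 by edgeR), while Esrrb, Sox2, Spry4, Gata2 and Phlda2 did. In all, 195 genes rose and 117 fell of 9995 tested; without a filter on low counts 46.6% of calls rose in place of 62.5%, where the median of all genes shifted to -0.38. DESeq2 ended the call of Eomes (adjusted p = 0.255; 0.0044 to 0.255 over its alternatives) and of Sox2 (adjusted p = 0.0691; 1.9e-07 to 0.0691); 1 of the 4 stem cell genes passed under every alternative. Thinned cells ended the calls of Spry4 and Tfcp2l1 (adjusted p = 0.0994 and 0.101 by edgeR, each the highest of its alternatives). DESeq2 called 69 genes in all and thinned cells 184. Without ETX library 2 or 3, 678 or 504 genes passed.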

ESCs from the ETX and iETX embryos clustered together with EPI. 

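ES compartment cells of iETX embryos correlated with E5.5 EPI at 0.617 ± 0.00590 and with E6.5 EPI at 0.487 ± 0.0136 (Pearson r ± SD over resampled cells). ETX embryos, with 54 such cells in 3 libraries, gave 0.423 ± 0.0162 and 0.329 ± 0.0153. Between the embryonic lineages of iETX and ETX embryos, 47 genes rose and 24 fell of 5659 tested. Of 13 genes of formative and primed pluripotency, 3 rose in iETX embryos (8 when adjusted over the list alone): Sox3, a neural and epiblast factor, with a log2 fold change of 2.15 (standard error 0.42, adjusted p = 1.2e-04 by edgeR's quasi-likelihood test; 2.4e-06 to 0.232 over its alternatives), Dnmt3b, a DNA methyltransferase (1.15), and Utf1, a chromatin factor of EPI (1.16). As a list they gave an adjusted p = 1.5e-08 by camera and adjusted p = 0.293 with an estimated correlation. Otx2 (0.25, adjusted p = 0.917 by edgeR) and Nanog (-0.63, adjusted p = 0.479 by edgeR) did not pass. These calls rest on 34, 18 and 9 embryonic cells per ETX library: 8 calls were left with upper-quartile scaling and 13 with DESeq2, and 0 of the 3 list genes passed under every alternative. Utf1 did not pass without ETX library 1 (adjusted p = 0.439 by edgeR) or 2 (0.353; 3.9e-06 to 0.761 over its alternatives), and 41 genes passed in all without library 1. Without a filter on low counts 91.7% of calls rose, and with at least 10 counts in every library of a group 81.0%, in place of 66.2%.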

Subdivision of the endodermal lineages into these subpopulations shed further light on the relationship between the XEN layer, the VE-like layer, and the VE. 

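Of all natural endoderm groups, parietal endoderm had the highest correlation with the XEN layer of ETX embryos, at a Pearson r of 0.0913 ± 0.0206 across genes (SD over resampled cells). The next values were -0.00740 ± 0.0184 with E6.5 VE and -0.0215 ± 0.0144 with E5.5 extra-embryonic VE, and the value with E5.5 VE was -0.186 ± 0.0102. Parietal endoderm ranked first in ETX libraries 1, 2 and 3 alone, at 0.0601, 0.102 and 0.0863. Genes of parietal endoderm and basement membrane stood higher in the XEN layer than in VE. Lama1, a laminin chain, held 3206 (3112 to 3302) CPM in the XEN layer, 8965 (7865 to 10177) CPM in natural parietal endoderm and 99.5 (70.1 to 137) CPM in E5.5 VE. Col4a1, a collagen IV chain, held 3129, 7352 and 809.8 CPM in the same order, and Sparc, a matrix protein, 8432, 12567 and 1445 CPM. Of 17 measured genes of this list, 15 fell in E5.5 VE against the XEN layer, 1 (Nid1, a basement membrane linker) rose and 1 did not pass edgeR's quasi-likelihood test, with the same counts when adjusted over the list alone. Camera gave an adjusted p = 5.5e-15, and adjusted p = 0.281 with an estimated correlation. At E6.5, 16 of 17 fell, and 11 of those falling at E5.5 passed under every alternative. Nid1 did not pass with DESeq2 (adjusted p = 0.351; 1.1e-04 to 0.351 over its alternatives), and natural parietal endoderm was 8 cells. The correlation was 0.264 with centred log-normalized values, 0.0368 by Spearman and 0.0560 over 50 principal components.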

The XEN layer samples were most similar to the parietal endoderm of embryos. By contrast, the VE-like layer correlated with the VE and differed from E5.5 and E6.5 parietal endoderm. This suggests that while induced ESCs are not identical to the natural VE, they are a marked improvement over standard XEN cells in recapitulating the natural gene-expression signature (Figure 7E).

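VE-like cells of iETX embryos correlated with E5.5 VE at a Pearson r of 0.330 ± 0.0152 (SD over resampled cells), with E6.5 VE at 0.127 ± 0.0142 and with natural parietal endoderm at -0.0528 ± 0.0117. Extra-embryonic VE-like cells correlated best with E5.5 extra-embryonic VE (0.245 ± 0.0139). The VE-like layer taken whole, without its parietal endoderm-like cells, gave 0.257 ± 0.0148 with E5.5 extra-embryonic VE and 0.169 ± 0.0149 with E5.5 VE. Against the XEN layer, 14 of 17 genes of parietal endoderm and basement membrane fell in the VE-like layer, 1 (Srgn, a secretory granule proteoglycan) rose and 2 did not pass edgeR's quasi-likelihood test, with the same counts when adjusted over the list alone. The list gave an adjusted p = 5.8e-10 by camera and adjusted p = 0.347 with an estimated correlation. Lama1 changed most among the laminins, with a log2 fold change of -3.00 (standard error 0.23, adjusted p = 8.7e-13 by edgeR), followed by Lamc1 (-2.52) and Lamb1 (-2.27). Collagen IV chains Col4a1 (-1.65) and Col4a2 (-1.36) and Sparc (-1.67) fell as well. Against natural VE, 0 of 12 measured genes of this list were at least 2-fold higher than at both stages and 0 lower. Their median log2 ratio was 0.82 against E5.5 and 0.89 against E6.5, at percentiles 100.0 and 99.8 of random lists, with Lama1 at 1.78 (1.42 to 2.15) and 0.98 (0.60 to 1.38). Of 11 pan endoderm genes, 5 rose and 4 fell against the XEN layer (5 and 4 when adjusted over the list alone), among them Sox7 (2.48), Sox17 (-2.18) and Gata4 (-0.79), endoderm transcription factors. DESeq2 ended the Gata4 call (adjusted p = 0.131; 0.0016 to 0.131 over its alternatives), as did leaving out ETX library 2 (adjusted p = 0.0609 by edgeR); 11 of the 14 falling parietal genes passed under every alternative. Otx2 selected the VE-like cells, and r with E5.5 VE was 0.182 by Spearman and 0.584 with centred log-normalized values.

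**Figure D2:**
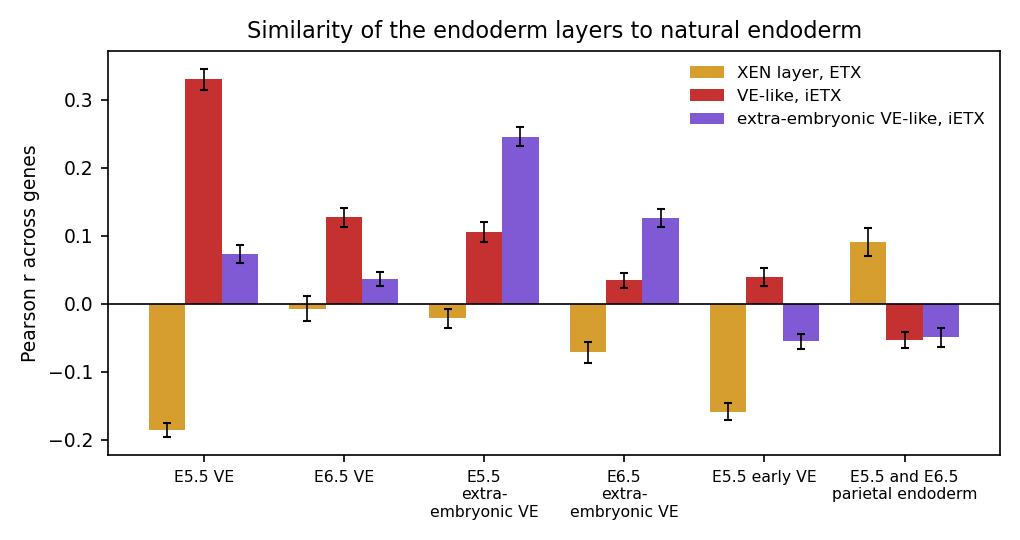
Pearson r across genes (y axis) of the XEN layer, the VE-like cells and the extra-embryonic VE-like cells with 6 natural endoderm groups; bars give r and error bars the SD over resampled cells. VE-like cells reach 0.330 with E5.5 VE, and the XEN layer 0.0913 with parietal endoderm.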

Differential gene-expression analysis using Wilcoxon rank sum test between the VE-like layer and the VE indicated that 25 genes were downregulated and 71 genes were expressed at higher levels in the VE-like layer of iETX embryos in comparison with the VE (Figure 7F). 

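Of 24 measured genes of VE nutrient transport, 7 were at least 2-fold lower in the VE-like layer of iETX embryos than in natural VE of both stages, 1 (S100g, a calcium binding protein) was higher and 16 did not pass. Apoa2, an apolipoprotein, had log2 ratios of -4.30 (-5.63 to -3.23) against E5.5 and -4.28 (-5.63 to -3.17) against E6.5 (95% counting intervals). Rbp4, the retinol carrier, had -3.52 and -4.67, Apoa1 -3.43 and -3.89, and Afp, the fetal serum protein of VE, -2.05 and -3.61. The list's median was -0.23 against E5.5 (percentile 1.30 of random lists matched on expression) and -0.88 against E6.5 (percentile 0). Apoe (-0.24 and -0.44), Ttr (-0.22 and -1.06), Cubn (-0.31 and -1.14) and Mdk (-1.24 and -0.94; it shares 3' sequence with another gene) did not pass. Lin28a, an RNA-binding protein of early embryos, was lower (-1.18 and -1.20). Higher genes included Cdkn1a, the cell cycle inhibitor p21 (3.92 (3.16 to 4.79) and 4.20 (3.04 to 5.66)), and Phlda3 (3.89 and 5.17), both targets of p53. Thy1, a surface protein, had 110 UMIs in the VE-like layer against 1 at E5.5 and 0 at E6.5, which is at least 24.9-fold above E6.5 against a floor of 3 counts. Jun (3.03 and 2.01) and Fos (1.40 and 1.84), immediate early factors, Hes1, a Notch target (1.94 and 1.86), and Foxo3 (2.56 and 3.42), a forkhead factor, were higher as well. Slc13a4, a sulfate transporter, was lower (-3.48 and -5.15). Xist, the RNA that silences 1 X chromosome in female cells, was lower by 159.7-fold (95% interval 28.4 to 6337) against E5.5. Cdkn1a, Thy1 and Xist changed at least 4-fold in the same direction in the embryonic cells of iETX embryos too. There Xist stood at 0 CPM, against 750 at E5.5 and 388 at E6.5. These differences are therefore not particular to the endoderm, and the paper states that the sex of its cell lines was not determined. Natural embryos came from CD-1 mice, while the CAG-GFP ES line was derived from reporter mice whose strain the paper does not name. Genetic background was therefore not matched in any ratio of iETX to natural embryos. Some differences lie in genes that share 3' sequence with others and are uncertain, among them Hspa8, Rpl29, Rpsa-ps10, Rps2, Rps15a-ps8 and Rpl34 (higher) and Trf, Gm15772, Gm11942, Rpl30 and Gm7324 (lower). Otx2 (0.07 and 3.71) and Rab1a (1.17 and 0.92) did not pass.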

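In all, 277 of 6952 measured genes were higher and 205 lower in the VE-like layer than in E5.5 VE and E6.5 VE, by at least 2-fold in the same direction, with both counting intervals excluding 0 and at least 20 UMIs on the higher side. With the size rule applied to 1 pair of libraries, E6.5 VE differed from E5.5 VE in 807 genes (300 higher, 507 lower). The like counts for the VE-like layer are larger, 1129 against E5.5 VE alone and 1274 against E6.5 VE alone. Pairs of ETX libraries differed in 136 to 202 genes, and ETX library 1 differed from both others in 49. Leaving out genes that share 3' sequence, 227 genes were higher and 159 lower. In simulated counts for this comparison, the rule passed 98.0% of 100 genes changed 4-fold among 6750. The count stood at 91 with a 4-fold rule and 973 with a 1.5-fold rule, 1129 against E5.5 VE alone, 1274 against E6.5 VE alone and 286 with cells thinned to 1500 UMIs. Scaling by library totals gave 220 higher and 248 lower genes. The summed layers differed in makeup. The iETX layer held 40 VE-like and 135 extra-embryonic VE-like cells. E5.5 embryos held 135 VE and 69 extra-embryonic VE cells, and E6.5 embryos 39 and 84. Differences between these groups can enter the counts here and the ratios of genes and lists above, since no comparison matched the groups.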

Genes with higher expression in iETX embryos included Smad2, Wnt11, and Id3, suggesting differences in Nodal, Wnt, and Bmp signaling, and Igfbp2, which may indicate differences in metabolic pathways. 

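Wnt11, a secreted ligand of the Wnt family on chromosome 7 of GRCm38 from 98835112 to 98855195, was higher in the VE-like layer than in VE, by log2 ratios of 3.86 (2.82 to 5.12) against E5.5 and 3.01 (1.90 to 4.37) against E6.5 (95% counting intervals). Id3, a target of BMP signalling on chromosome 4 of GRCm38 from 136143497 to 136145755, was higher by 1.49 (1.25 to 1.74) and 1.90 (1.54 to 2.27). Smad2, a transducer of Nodal and activin signals on chromosome 18 of GRCm38 from 76241580 to 76310963, was higher by 1.03 (0.63 to 1.44) and 1.14 (0.62 to 1.69). Igfbp2, an insulin-like growth factor binding protein on chromosome 1 of GRCm38 from 72824503 to 72852474, had ratios of 0.14 (-0.34 to 0.62) and -0.60 (-1.11 to -0.10), so its intervals exclude a 2-fold rise against either stage. Of 8 BMP response genes, 1 (Id3) was at least 2-fold higher and 1 (Id2, -1.14 and -1.22) lower than at both stages. Their median log2 ratios were 0.18 and 0.25, at percentiles 79.4 and 78.2 of random lists. Of 5 Nodal response genes, 0 were higher and 0 lower, with medians of -0.20 and 0.86 (percentiles 34.8 and 98.0). Wnt genes of Table S2 split by stage: 0 of 14 were higher and 0 lower than at both, with a median of -0.97 against E5.5 (percentile 0.0100) and 0.69 against E6.5 (percentile 99.5). The study chose that list on these samples. Smad2 lay near the 2-fold bound and did not pass with scaling by library totals or with thinned cells (log2 ratios against E5.5 of 0.96 and 0.84).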

Comparison of the VE-like layer to the XEN layer (Figure 7G) revealed that the former expressed several regulators of AVE and embryonic VE formation, including Hhex, Hexs1, Gsc, Lhx1, and Afp. 

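Of 15 measured regulators of the AVE and embryonic VE, 12 rose in the VE-like layer of iETX embryos against the XEN layer, none fell and 3 did not pass edgeR's quasi-likelihood test (13 rose when adjusted over the list alone). Gsc, a homeobox gene of the AVE and the organizer on chromosome 12 of GRCm38 from 104471209 to 104473330, had 39 UMIs in the VE-like layer and 0 in the 3 ETX libraries, at least 32.4-fold higher against a floor of 3 counts over the group (adjusted p = 4.7e-09 by edgeR). Lhx1, a LIM homeobox gene on chromosome 11 of GRCm38 from 84518284 to 84525535, was higher by a count ratio of 147-fold (95% interval 25.4 to 5904) (adjusted p = 8.3e-11 by edgeR), and Otx2 by 336-fold (95% interval 59.4 to 13383) (adjusted p = 2.0e-15 by edgeR). Afp, on chromosome 5 of GRCm38 from 90490737 to 90508907, had 85 UMIs against 0, at least 70.6-fold higher (adjusted p = 2.8e-13 by edgeR). Fgf5, an epiblast FGF, was at least 36.5-fold higher and Fgf8, an FGF of the streak, higher by 47.3-fold (95% interval 7.53 to 1967). Hhex stood at 80.4 scaled CPM in the VE-like layer and 59.0 ± 11.0 in the XEN layer (mean ± SD, n = 3 libraries), a log2 fold change of 0.48 (standard error 0.31, adjusted p = 0.265 by edgeR), and did not pass. In VE-like cells alone, the counting interval of Hhex lay above that of the XEN layer. Hesx1, another homeobox gene of the AVE, fell below the minimum count of the test. Its 9 UMIs against 2 make a count ratio of 11.2-fold (95% interval 2.32 to 107). Cer1 had 2 UMIs in the VE-like layer and none in the XEN layer (adjusted p = 0.096 by edgeR). Some genes of the epiblast were higher in the same comparison: Utf1 had 133 UMIs in the VE-like layer against none (at least 110.5-fold) and Sox2 7 against none (at least 5.81-fold), and Fgf5 and Otx2 stand in the formative list as well. Embryonic cells made up 39.2% of the iETX library and 3.68 ± 2.12% of the ETX libraries. Natural VE held Utf1 as well, at 514.5 scaled CPM at E5.5 and 139 at E6.5, in libraries that also contain embryonic cells. Free RNA of embryonic cells would bring all their abundant transcripts. Of 586 genes abundant there, 9 lay under 5% of that level in the VE-like layer of iETX embryos, and the median was 67.6%. Slc7a3 and Tdgf1, chosen after their values were seen because they are among these, stood at 1.05% (0.216 to 3.10%) and 1.34% (0.362 to 3.45%) of their level in its embryonic cells (95% interval), Utf1 at 37.6% (30.7 to 45.9%), and the 12 AVE genes at 10.8% (Fgf8) or more, with the intervals of 12 above both of the first. The list gave an adjusted p = 5.8e-10 by camera and adjusted p = 0.347 with an estimated correlation. Over all genes, 1320 rose and 1163 fell of 9279 tested, with 293586 to 596577 summed UMIs in each of these 4 libraries. Simulated counts for this comparison gave back 89.0% of genes changed 4-fold among 8071, with 3.62% false calls. They gave the iETX library the spread of the ETX libraries, so they cannot show the rate of false calls if it varies more. DESeq2 called 560 genes, thinned cells 1311 and edgeR without ETX library 2 1249. Of the 12 AVE genes, 10 passed under every alternative that tested them. With thinned cells, 15 of 150 named genes in this comparison were not tested.

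**Figure D3:**
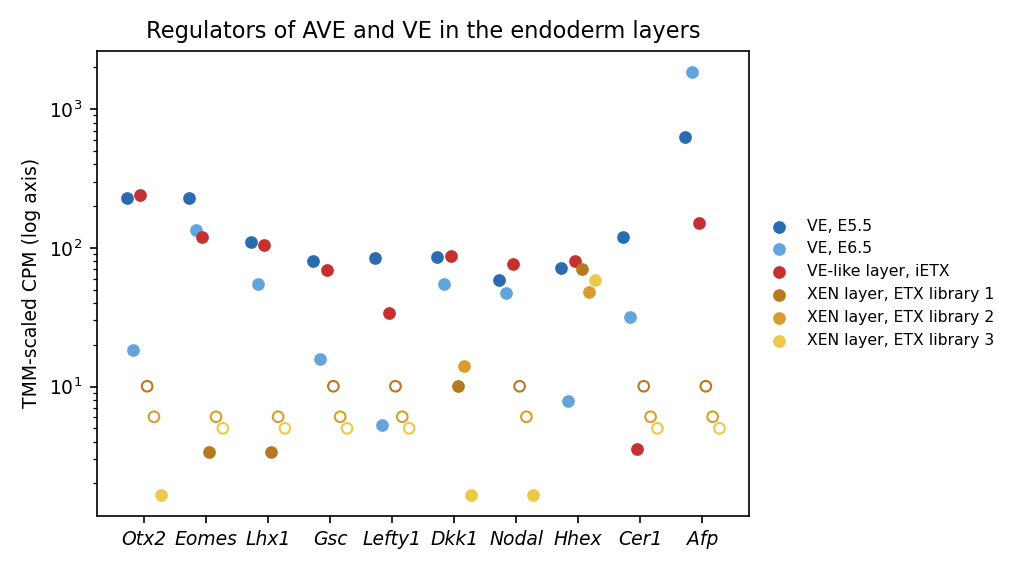
TMM-scaled CPM (log axis) of 10 genes in the summed VE of E5.5 and E6.5 embryos, the VE-like layer of iETX embryos and the XEN layer of the 3 ETX libraries, 1 point per library; open circles mark the floor of 3 counts for a library with no UMI. Hhex lies at 80.4 in the VE-like layer and 59.0 ± 11.0 in the XEN layer, while Otx2 lies at 241 and 0.555 ± 0.961.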

Consistent with our previous observations, we also detected Eomes, Lefty1, and Dkk1. 

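Eomes, on chromosome 9 of GRCm38 from 118478212 to 118486132, stood at 119.7 scaled CPM in the VE-like layer and 1.12 ± 1.93 in the XEN layer (mean ± SD, n = 3 libraries). Its count ratio was 167-fold (95% interval 29.0 to 6691) (adjusted p = 1.0e-11 by edgeR's quasi-likelihood test). Lefty1 had 19 UMIs in the VE-like layer and none in the XEN layer, at least 15.8-fold higher against a floor of 3 counts over the 3 ETX libraries (adjusted p = 4.4e-06 by edgeR). Dkk1 stood at 87.5 scaled CPM in the VE-like layer and 8.61 ± 6.35 in the XEN layer, a log2 fold change of 3.43 (standard error 0.46, adjusted p = 3.2e-07 by edgeR). All 3 were higher in the iETX library than in each ETX library. Natural VE at E5.5 exceeded the XEN layer in the same genes, with Lefty1 at least 39.1-fold higher and Dkk1 at a log2 fold change of 3.39.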

The VE-like layer expressed a higher level of Nodal than the XEN layer. 

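Nodal, the TGFβ family ligand that patterns the AVE and the streak, lies on chromosome 10 of GRCm38 from 61417972 to 61425338. It stood at 76.8 scaled CPM in the VE-like layer and 0.555 ± 0.961 in the XEN layer (mean ± SD, n = 3 libraries), a count ratio of 107-fold (95% interval 18.2 to 4329) (adjusted p = 2.6e-09 by edgeR's quasi-likelihood test). E5.5 VE was higher than the XEN layer by 81.7-fold (95% interval 14.0 to 3297) and E6.5 VE by 66.1-fold (95% interval 10.4 to 2753). Of 5 Nodal response genes, Nodal, Lefty1 and Gsc rose in the VE-like layer and 2 did not pass (4 rose and 1 fell when adjusted over the list alone). Pitx2, a target of Nodal in left-right patterning, had a log2 fold change of -0.65 (adjusted p = 0.123 by edgeR). The list gave an adjusted p = 0.0065 by camera, and adjusted p = 0.347 with an estimated correlation.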

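Of 17 measured genes of the Wnt pathway that Table S2 lists, 12 rose in the VE-like layer against the XEN layer, none fell and 5 did not pass edgeR's quasi-likelihood test (14 rose when adjusted over the list alone). The study chose this list on these samples, so its direction is not independent evidence. Secreted antagonists rose: Sfrp1, a Wnt-binding protein on chromosome 8 of GRCm38 from 23411502 to 23449632, had 199 UMIs in the VE-like layer and none in the XEN layer, at least 165-fold higher against a floor of 3 counts over the ETX libraries (adjusted p = 1.5e-16 by edgeR). Receptors rose too, Fzd8 at least 13.3-fold and Fzd5 with a log2 fold change of 1.55 (standard error 0.31, adjusted p = 2.4e-04 by edgeR). Porcn, which lipidates Wnt ligands for secretion, had a log2 fold change of 2.02, and Sfrp5, an antagonist of the AVE, one of 1.19. Cthrc1 and Rspo3, modulators of Wnt receptors, were at least 5.81-fold and 4.15-fold higher. The Wnt antagonist Dkk1 was also among the 12, and Hhex did not pass. Wnt11 had a log2 fold change of 0.58 (adjusted p = 0.0868 by edgeR). As a list the genes gave an adjusted p = 2.5e-08 by camera and adjusted p = 0.347 with an estimated correlation. Under every alternative 5 of the 12 passed; DESeq2 ended the call of Fzd5 (adjusted p = 0.181; 1.6e-05 to 0.181 over its alternatives) and of Porcn (adjusted p = 0.162; 6.0e-05 to 0.162). Sfrp5 did not pass without ETX library 2 (adjusted p = 0.0911 by edgeR) or 3 (0.0751; 5.8e-04 to 0.408), and Cthrc1 and Rspo3 did not without library 2 (adjusted p = 0.0667 and 0.0919 by edgeR; up to 0.163 and 0.163).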

Gene ontology analysis of the genes upregulated in the VE-like layer of iETX embryos also indicated the presence of regulators of the Wnt pathway (Figures S7B–S7E; Table S2). Comparison of the VE with the XEN layer of ETX embryos showed differences in the same genes identified when we compared the VE-like layer with the XEN layer (Figures S7F–S7H), once again indicating the high degree of similarity between VE and VE-like layer. 

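E5.5 VE exceeded the XEN layer in the regulators of the AVE and in nutrient carriers. Of 15 AVE and embryonic VE genes, 13 rose at E5.5 and 1 (Foxa2, a forkhead factor of endoderm) fell by edgeR's quasi-likelihood test, with the same counts when adjusted over the list alone; at E6.5, 9 rose and 2 (Foxa2 and Hhex) fell (10 and 2 over the list alone). Otx2 was higher by 319.8-fold (95% interval 56.7 to 12701) at E5.5 and 25.7-fold (95% interval 3.30 to 1158) at E6.5, and Gsc at least 37.3-fold and 7.34-fold. Cer1 was at least 55.7-fold higher at E5.5. Hhex was lower in E6.5 VE than in the XEN layer by 7.26-fold (95% interval 2.40 to 36.0). Of 25 genes of VE nutrient transport and lipoproteins, 21 rose and 3 fell at E5.5, and 22 rose and 2 fell at E6.5, in both cases also when adjusted over the list alone. Afp was at least 293-fold higher at E5.5 and 863-fold at E6.5. Camera gave an adjusted p = 1.1e-17 for the AVE list at E5.5 and 2.5e-20 for the nutrient list (adjusted p = 0.281 for each with an estimated correlation). Of 17 Wnt genes of Table S2, 14 rose at E5.5; that list is not independent evidence. Cryab, a small heat shock protein, and Fxyd3, an ion transport regulator, were lower in E5.5 VE, at least 105-fold and 91.9-fold. Thinned cells ended the calls of Otx2 (adjusted p = 0.186 by edgeR; 5.9e-04 to 0.186 over its alternatives) and Gsc (0.231; 3.7e-04 to 0.231) at E6.5. DESeq2 and thinned cells ended that of Hhex (adjusted p = 0.0668 and 0.0512; 1.9e-04 to 0.0668 over its alternatives).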

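Against the XEN layer, 1886 genes rose and 1670 fell in E5.5 VE, 1568 rose and 1470 fell in E6.5 VE, of 9279 tested. Of the 2483 genes that changed in the VE-like layer, 1720 (69.3%) changed in the same direction in E5.5 VE, 891 higher and 829 lower, where independent lists of these sizes would share 268 and 209. In the opposite direction 34 changed. For E6.5 VE, 1430 (57.6%) were shared in direction, 716 higher and 714 lower, against 223 and 184. Log2 fold changes correlated across genes at 0.765 for E5.5 and 0.690 for E6.5. In 40 simulations all 6 libraries, the ETX ones included, were drawn unchanged from the ETX means. The correlations then had means of 0.302 (highest 0.335) and 0.226 (highest 0.258), with at most 1 shared call. The covariance was 2.07 and 2.00, against simulated means of 0.0499 and 0.0502. Both comparisons use the same ETX libraries, which are too few to split, so part of the excess may come from the shared controls, and genes are not independent replicates. Shared calls numbered 419 and 386 with DESeq2, 912 and 727 with thinned cells, and 943 and 772 without ETX library 2. Single comparisons with VE had 871 and 844 calls with DESeq2 and 2157 and 1684 with thinned cells, and E6.5 VE had 1905 without ETX library 2.

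**Figure D4:**
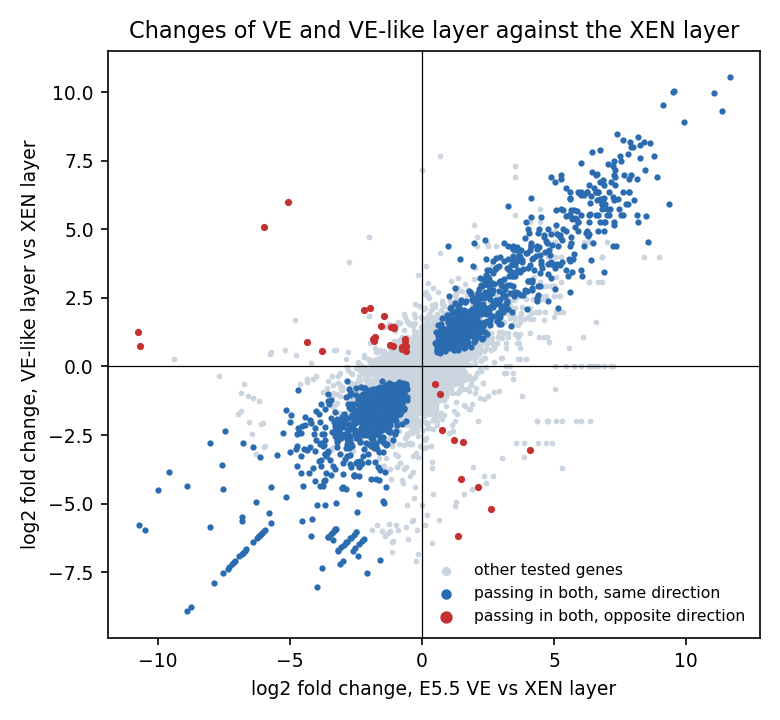
Log2 fold change of each of 9279 genes in E5.5 VE against the XEN layer (x axis) and in the VE-like layer against the XEN layer (y axis). Blue points are the 1720 genes called in both with the same direction and red points the 34 called with opposite directions.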

In summary, the VE-like layer of iETX embryos expresses a number of crucial regulators of VE identity, AVE specification, as well as factors regulating mesoderm formation and gastrulation, which could increase the developmental potential of iETX embryos (Figure 7H).

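Most genes of the VE nutrient transport list rose in the VE-like layer against the XEN layer, while Apoa2, Ihh, Rbp4 and S100g fell. Of 25 genes of VE nutrient transport and lipoproteins, 17 rose, 4 fell and 4 did not pass edgeR's quasi-likelihood test (17 rose and 5 fell when adjusted over the list alone). Apoa1 was higher by a count ratio of 66.4-fold (95% interval 21.9 to 329), and Ttr, a thyroid hormone carrier, had a log2 fold change of 1.83 (standard error 0.19, adjusted p = 8.3e-10 by edgeR). Apoe (1.40) and Cubn, the endocytic receptor cubilin (1.64), rose, whereas Rbp4 (-3.84) and Apoa2 (-2.74) fell. Camera gave an adjusted p = 1.6e-07, and adjusted p = 0.347 with an estimated correlation. Of 9 genes of the primitive streak and mesoderm, 7 rose and none fell (7 over the list alone), among them Mixl1, a homeobox gene of the streak, with 17 UMIs against none (adjusted p = 1.4e-05 by edgeR), and Sp5, a target of Wnt signalling (4.04). Of this list, 5 genes stand in the AVE list as well: Eomes, Fgf8, Gsc, Lhx1 and Nodal. Camera gave an adjusted p = 1.6e-07 for the streak list, and adjusted p = 0.347 with an estimated correlation. Of 9 genes of formative and primed pluripotency, 7 rose (7 over the list alone), among them Dnmt3b (3.69) and Utf1, which was at least 110.5-fold higher. Of 6 naive pluripotency genes, Klf2 (-2.08) and Klf4 (-2.02) fell. Among 7 genes of epithelial-to-mesenchymal transition, Cdh1 (1.11), Cdh2 and Twist1 rose while Fn1 (-1.07) and Snai1 (-1.50) fell. Of 9 trophoblast stem genes 3 rose and 1 fell, of 6 differentiating trophoblast genes 3 fell, and of 8 BMP response genes 1 rose and 2 fell. Bmp2, a BMP ligand, did not pass (0.65, adjusted p = 0.341 by edgeR), and Gata6, a primitive endoderm factor, had -0.04 (adjusted p = 0.925 by edgeR).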

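Other rises against the XEN layer included Mest, an imprinted gene of mesoderm (at least 118-fold), Col23a1, a transmembrane collagen (at least 54.0-fold), and Meg3 and Rian, imprinted noncoding RNAs that share 3' sequence with another gene. Fstl1 and Bin2, which share 3' sequence with others, rose as well and are uncertain. Genes with no UMI in the VE-like layer included Smarcd3, a chromatin remodelling subunit (at least 21.7-fold lower), Robo2 (at least 19.0-fold) and Ephb2 (at least 11.8-fold), both guidance receptors, and Ahnak2 (at least 10.6-fold). Myof, lower by 85.5-fold (95% interval 23.5 to 708), Pitx1, a homeobox gene, lower by 52.7-fold (95% interval 17.9 to 257), Fxyd3, lower by 65.6-fold (95% interval 22.3 to 319), and Cryab (log2 fold change -5.78) also fell. Among other genes that Figure 7G labels, Igfbp2 had a log2 fold change of 1.65 (standard error 0.29, adjusted p = 3.7e-05 by edgeR, 0.0654 by DESeq2; 1.6e-06 to 0.0654 over its alternatives), Fgf10 one of 3.18, Dusp9, a MAP kinase phosphatase, one of -2.84 and Exoc6 one of -1.93. Cited1 did not pass (-0.45, adjusted p = 0.0855 by edgeR), and Igfbp4 shares 3' sequence with other genes. Under every alternative 14 of the 17 rising nutrient genes, 6 of the 7 streak genes and 4 of the 7 formative genes passed. Without ETX library 2, Cdh1 did not pass (adjusted p = 0.0511 by edgeR; 3.4e-07 to 0.0511 over its alternatives), nor did Snai1 (0.096 and, without library 3, 0.131; 0.0011 to 0.544) or Twist1 (0.0813; 0.0066 to 0.281). DESeq2 ended the calls of Cdh2, Fn1 and Klf2 (adjusted p = 0.126, 0.291 and 0.236, each the highest of its alternatives), and thinned cells that of Mixl1 (adjusted p = 0.0642 by edgeR; 2.8e-08 to 0.0642). From the presence of regulators of VE identity, of AVE specification and of mesoderm formation in the VE-like layer, the paper proposes that they could increase the developmental potential of iETX embryos (Figure 7H).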

## Discussion

Stem cell models of embryo development hold the promise to streamline the study of uncharacterized genes, novel drugs, and developmental pathways because of their modular design and ease of separately manipulating each compartment (Brassard and Lutolf, 2019). Here, we have developed a model of mouse embryo development using iETX embryos, which builds upon, and significantly improves, our previously reported ETX embryos (Sozen et al., 2018).

Morphologically, iETX embryos are very similar at days 4 and 5 to natural embryos at E5.5 and E6.5 and express the canonical markers of post-implantation development at these stages. Importantly, iETX embryos can induce formation of AVE, as indicated by the expression of Cerl, Lefty1, and Dkk1, and this AVE is able to migrate asymmetrically toward the boundary of ES- and TS-derived compartments. Anterior and posterior domains are specified on opposite sides and the embryo-like structure then undertakes gastrulation with formation of embryonic and extra-embryonic mesoderm and definitive endoderm. These processes occur reproducibly in the great majority of the structures examined and make this a valuable system to study AVE induction and gastrulation *in vitro*.

At a technical level, iETX embryos are easier to generate because they grow in standard, nonconditioned tissue-culture media and do not require the establishment of novel XEN lines, but existing ES lines can be modified for this assay. Our single-cell sequencing data show that replacing XEN cells with tetOG4 ESCs is beneficial because they make a VE-like layer, which is more similar to the natural VE and expresses several regulators of AVE development, potentially accounting for the broader developmental potential of iETX embryos.

### Limitations

One current limitation is the observed downregulation of Lefty1 at day 5. Since Lefty1 is a direct Nodal target (Takaoka et al., 2017), this may mean that Nodal signaling is not sustained enough at that point. Our data also suggest that expression of Cerl, Lefty1, and Dkk1 in the AVE may be differentially regulated, but this needs to be tested in the future. Second, when the AVE is not positioned correctly, posteriorizing signals from the TS compartment induce mesoderm formation on both sides of the ES compartment. One of the two sides is consistently more advanced than the other, suggesting that even incomplete migration of the AVE is sufficient to set up an asymmetry that favors one posterior domain over the other. Finally, iETX embryos cannot be cultured beyond 6 days; thus, improved culture conditions will be needed to test their developmental potential further.

We conclude that the state of the VE precursor cells plays a considerable part in defining the extent of development of synthetic embryo structures. Here, by expressing Gata4 in ESCs, we generate VE-like cells that are able to undertake considerably more extensive AVE development and PS formation at gastrulation in iETX embryos and, therefore, provide a better building block for these post-implantation structures. We show that this is a consequence of the greater similarity of these cells to natural VE than XEN cells, since they express important regulators of VE as well as crucial regulators of mesoderm formation and gastrulation. These different genetic signatures can account for the different developmental potential of these two stem-cell-based systems.

## STAR★Methods

### Key Resources Table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

Goat polyclonal anti-AP-2 gamma	R&D Systems	Cat# AF5059; RRID: AB_2255891
Mouse monoclonal anti-AP-2 gamma	Santa Cruz Biotechnology	Cat# sc-12762; RRID: AB_667770
Goat polyclonal anti-Brachyury	R&D Systems	Cat# AF2085; RRID: AB_2200235
Mouse monoclonal anti-Cdx2	BioGenex	Cat# MU392-UC; RRID: AB_2335627
Rabbit monoclonal anti-Cdx2	Abcam	Cat# ab76541; RRID: AB_1523334
Rat monoclonal anti-Cerberus 1	R&D Systems	Cat# MAB1986; RRID: AB_2275974
Goat polyclonal anti-Dkk1	R&D Systems	Cat# AF1096; RRID: AB_354597
Rabbit polyclonal anti-TBR2 / Eomes	Abcam	Cat# ab23345; RRID: AB_778267
Rabbit monoclonal anti-FoxA2 / HNF3	Cell Signaling Technology	Cat# 8186; RRID: AB_10891055
Mouse monoclonal anti-GATA-4	Santa Cruz Biotechnology	Cat# sc-25310; RRID: AB_627667
Goat polyclonal anti-GATA-6	R&D Systems	Cat# AF1700; RRID: AB_2108901
Rat monoclonal anti-GFP	Nacalai Tesque	Cat# GF090R; RRID: AB_2314545
Rabbit polyclonal anti-laminin	Sigma-Aldrich	Cat# L9393; RRID: AB_477163
Goat polyclonal anti-Lefty	R&D Systems	Cat# AF746; RRID: AB_355566
Mouse monoclonal anti-N-Cadherin	BD Biosciences	Cat# 610920; RRID: AB_2077527
Mouse monoclonal anti-Oct-3/4	Santa Cruz Biotechnology	Cat# sc-5279; RRID: AB_628051
Goat polyclonal anti-Otx2	R&D Systems	Cat# AF1979; RRID: AB_2157172
Rat monoclonal anti-Podocalyxin	R&D Systems	Cat# MAB1556; RRID: AB_2166010
Rabbit monoclonal anti-RUNX1 / AML1	Abcam	Cat# ab92336; RRID: AB_2049267
Goat polyclonal anti-Sox17	R&D Systems	Cat# AF1924; RRID: AB_355060
Donkey anti-Mouse IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor 488	Thermo Fisher Scientific	Cat# A-21202; RRID: AB_141607
Donkey anti-Rabbit IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor 488	Thermo Fisher Scientific	Cat# A-21206; RRID: AB_2535792
Donkey anti-Goat IgG (H+L) Cross-Adsorbed Secondary Antibody, Alexa Fluor 488	Thermo Fisher Scientific	Cat# A-11055; RRID: AB_2534102
Donkey anti-Mouse IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor 568	Thermo Fisher Scientific	Cat# A10037; RRID: AB_2534013
Donkey anti-Rabbit IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor 568	Thermo Fisher Scientific	Cat# A10042; RRID: AB_2534017
Donkey anti-Goat IgG (H+L) Cross-Adsorbed Secondary Antibody, Alexa Fluor 568	Thermo Fisher Scientific	Cat# A-11057; RRID: AB_2534104
Donkey anti-Mouse IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor 647	Thermo Fisher Scientific	Cat# A-31571; RRID: AB_162542
Donkey anti-Rabbit IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor 647	Thermo Fisher Scientific	Cat# A-31573; RRID: AB_2536183
Donkey anti-Goat IgG (H+L) Cross-Adsorbed Secondary Antibody, Alexa Fluor 647	Thermo Fisher Scientific	Cat# A-21447; RRID: AB_2535864
Donkey Anti-Rat IgG H&L (Alexa Fluor® 647) preadsorbed antibody	Abcam	Cat# ab150155; RRID: AB_2813835

**Bacterial and Virus Strains**		

5α-competent *E.coli*	New England Biolabs	C2987I

**Chemicals, Peptides, and Recombinant Proteins**		

CHIR99021	Cambridge Stem Cell Institute	N/A
PD0325901	Cambridge Stem Cell Institute	N/A
Leukaemia inhibitory factor	Cambridge Stem Cell Institute	N/A
FGF2	Cambridge Stem Cell Institute	N/A
Recombinant Mouse FGF-4 (aa 67-202)	R&D Systems	Cat# 7486-F4-025
SB431542	STEMCELL Technologies	Cat# 72234
Y-27632	STEMCELL Technologies	Cat# 72304
inDrops v3 barcoding oligonucleotides	Briggs et al., 2018	N/A

**Critical Commercial Assays**		

QuantiTect Reverse Transcription Kit	Qiagen	Cat# 205310
SYBR Green PCR Master Mix	Applied Biosystems	Cat# 4368708
Gateway BP Clonase II Enzyme mix	Invitrogen	Cat# 11789-100
Gateway LR Clonase II Enzyme mix	Invitrogen	Cat# 11791-100
Lipofectamine 3000 Transfection Reagent	Invitrogen	Cat# L3000001

**Deposited Data**		

E4.5 blastocysts single-cell RNA sequencing data	Sozen et al., 2019	GSE134240
E5.5, E6.5 embryo; day 4 ETX and iETX-embryos	This paper	GSE161947
Code for analysis of single-cell RNA sequencing data	This paper	https://github.com/fhlab/scRNAseq_inducedETX

**Experimental Models: Cell Lines**		

Mouse: CAG-GFP/tetO-mCherry/tetO-Gata4 ESCs	This paper	N/A
Mouse: Cerl-GFP mouse ESCs	Mesnard et al., 2004	N/A
Mouse: Cerl-GFP/tetO-Gata4 ESCs	This paper	N/A
Mouse: Bry-GFP ESCs	Lacaud et al., 2004	N/A
Mouse: Snail-YFP ESCs	Dr. Robert Weinberg (Whitehead Institute for Biomedical Research, USA) Dr. Michaela Frye (Stem Cell Institute, University of Cambridge, UK)	N/A
Mouse: Confetti TS cells	Prof. Jenny Nichols (Stem Cell Institute, University of Cambridge, UK)	N/A
Mouse: Wildtype TS cells	Sozen et al., 2019	N/A

**Experimental Models: Organisms/Strains**		

Mouse: CD-1	Charles River	N/A
Mouse: F1	Charles River	N/A

**Oligonucleotides**		

PCR primer: Gata4-AttB Forward: GGGGACAAGTTTGTACAAAAA AGCAGGCT	This paper	N/A
PCR primer: Gata4-AttB Reverse: GGGGACCACTTTGTACAAGA AAGCTGGGT	This paper	N/A
PCR Primer: M13 Forward: GTAAAACGACGGCCAG	Gateway Cloning Manual	tools.thermofisher.com
PCR Primer: M13 Reverse: CAGGAAACAGCTATGAC	Gateway Cloning Manual	tools.thermofisher.com
qPCR primer: *Gapdh* Forward: CGTATTGGGCGCCTGGTCAC	This paper	N/A
qPCR primer: *Gapdh* Reverse: ATGATGACCCTTTTGGCTCC	This paper	N/A
qPCR primer: *Gata4* Forward: ATGGGCACAGCAGCTCCATGTC	Boroviak et al., 2014	N/A
qPCR primer: *Gata4* Reverse: TGCATAGCCTTGTGGGGACAGC	Boroviak et al., 2014	N/A
P7 reverse PCR primer :CAAGCAGAAGACGGCAT ACGAGATGGGTGTCGGGTGCAG	Briggs et al., 2018	N/A
P5 primer ETX4_rep1:AATGATA CGGCGACCACCGAGATCTA CACAACTTGACTCGTCGGCAGCGTC	This study	N/A
P5 primer ETX4_rep2:AATGATA CGGCGACCACCGAGATCTACA CCCTATGCCTCGTCGGCAGCGTC	This study	N/A
P5 primer ETX4_rep3:AATGAT ACGGCGACCACCGAGATCTAC ACTCTGCAAGTCGTCGGCAGCGTC	This study	N/A
P5 primer ETX4_rep3:AATGAT ACGGCGACCACCGAGATCTACA CTCTGCAAGTCGTCGGCAGCGTC	This study	N/A
P5 primer iETX4:AATGATACG GCGACCACCGAGATCTACACT TGAATAGTCGTCGGCAGCGTC	This study	N/A
P5 primer E5.5:AATGATA CGGCGACCACCGAGATCTACAC CGTTACCATCGTCGGCAGCGTC	This study	N/A
P5 primer E6.5_rep1:AATGAT ACGGCGACCACCGAGATCTACAC CCTATGCCTCGTCGGCAGCGTC	This study	N/A
P5 primer E6.5_rep2:AATGATAC GGCGACCACCGAGATCTAC ACTCTGCAAGTCGTCGGCAGCGTC	This study	N/A

**Recombinant DNA**		

pSAM2-mCherry-Gata4	Lalit et al., 2016; Timothy Kamp (Stem Cell and Regenerative Medicine Centre, University of Wisconsin – Madison, USA)	Addgene plasmid # 72690
PB-tetO-hygro	Dr. José Silva (Stem Cell Institute, University of Cambridge, UK)	N/A
pBAse	Dr. José Silva (Stem Cell Institute, University of Cambridge, UK)	N/A
rtTA-zeocyin	Dr. José Silva (Stem Cell Institute, University of Cambridge, UK)	N/A

**Software and Algorithms**		

Imaris	Oxford Instruments	https://imaris.oxinst.com/
Fiji	Schindelin et al., 2012	https://imagej.net/Fiji
NDSAFIR 3.0	Boulanger et al., 2010	https://gitlab.inria.fr/serpico
Smart Denoise	Gurdon Institute	N/A
StackReg (ImageJ/Fiji plugin)	Thévenaz et al., 1998	http://bigwww.epfl.ch/thevenaz/stackreg/
MultiStackReg (ImageJ/Fiji plugin)	Brad Busse (Division of Program Coordination, Planning and Strategic Initiatives, NIH - USA)	https://github.com/miura/MultiStackRegistration
Template Matching and Slice Alignment (ImageJ/Fiji plugin)	Qingzong Tseng (Aix-Marseille Université, France	https://sites.google.com/site/qingzongtseng/template-matching-ij-plugin
Chemotaxis and Migration Tool	ibidi	https://ibidi.com/chemotaxis-analysis/171-chemotaxis-and-migration-tool.html
Prism 8	GraphPad	https://www.graphpad.com/scientific-software/prism/
Bcl2fastq	Illumina	N/A
FastQC tool	Andrews, 2010	https://www.bioinformatics.babraham.ac.uk/projects/fastqc/
Pheniqs	Biosails	https://github.com/biosails/pheniqs
zUMIs	Parekh et al., 2018	https://github.com/sdparekh/zUMIs
Scanpy	Wolf et al., 2018	https://github.com/theislab/scanpy
Scrublet	Wolock et al., 2019	https://github.com/AllonKleinLab/scrublet
SciPy	Virtanen et al., 2020	N/A
Seurat v3	Stuart et al., 2019	https://github.com/satijalab/seurat
DAVID Gene Ontology	Huang et al., 2009b, 2009a	https://david.ncifcrf.gov/

**Other**		

AggreWell400	STEMCELL Technologies	Cat# 34415
Anti-Adherence Rinsing Solution	STEMCELL Technologies	Cat# 07010
Gri3D PEG-hydrogel dishes	SunBioscience	https://sunbioscience.ch/products/
Leica SP5	Leica Microsystems	N/A
Leica SP8	Leica Microsystems	N/A
Zeiss Axiovert 200M	Zeiss	N/A

### Resource availability

#### Lead Contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the Lead Contact, Magdalena Zernicka-Goetz ().

#### Materials Availability

All unique/stable reagents generated in this study are available from and will be provided by the Lead Contact with a completed Materials Transfer Agreement.

#### Data and Code Availability

The accession number for the single-cell sequencing data reported in this paper is Gene Expression Omnibus: GSE134240 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE161947).The code used in these analyses is available at https://github.com/fhlab/scRNAseq_inducedETX.

### Experimental Model and Subject Details

#### Cell Lines and Culture Conditions

Cell lines used in this study include:

- CAG-GFP/tetO-mCherry mouse ESCs (constitutive GFP expression in the membrane; transient mCherry expression upon Dox treatment). The parent CAG-GFP/tetO-mCherry ESC line was derived from an existing mouse line with constitutive CAG-GFP expression and Dox-induced transient mCherry expression. This line was generated by breeding CAG-GFP (Rhee et al., 2006) reporter mice and tetO-mCherry Histone mice (Egli et al., 2007). For the purpose of this study, an independent Dox-inducible Gata4-expressing cassette was introduced into the CAG-GFP/tetO-mCherry ES lines by piggyBac-based transposition, as described below, thus mCherry and Gata4 are regulated by two, independent Dox-responsive promoters.
- CAG-GFP/tetO-mCherry/tetO-Gata4 ESCs generated in-house.
- Cerl-GFP mouse ESCs (GFP expression under the control of the Cerl-promoter) were derived from a published Cerl-GFP mouse line (Mesnard et al., 2004).
- Cerl-GFP/tetO-Gata4 ESCs generated in-house.
- Bry-GFP ESCs (Lacaud et al., 2004).
- Snail-YFP ESCs were derived from Snail-YFP transgenic mice (Ye et al., 2015), which were a generous gift of Dr. Robert Weinberg (Whitehead Institute for Biomedical Research USA) and Dr. Michaela Frye (University of Cambridge, UK).
- Mouse Confetti TS cells were a generous gift of Prof. Jenny Nichols (Stem Cell Institute, Cambridge, UK). Because they were not treated with Tamoxifen, they did not express any reporter.
- Wildtype TS cells were generated in house from CD1 mice (Sozen et al., 2019).

The sex of the cell lines is not known because we did not genotype them to determine it.

All cell lines were routinely tested every two weeks to ensure that they were not contaminated with mycoplasma.

Mouse embryonic stem cells were cultured on gelatinised plates at 37°C, 5% CO2, 21% O2 in N2B27 which is comprised of 50% Neurobasal-A (Gibco 10888022), 50% DMEM/F-12 (Gibco 21331020), 0.5% N2 (in-house), 1% B27 (Gibco 10889038), 2mM GlutaMAX (Gibco 35050038), 0.1mM 2-mercaptoethanol (Gibco 31350010) and 1% penicillin/streptomycin (Gibco 15140122). N2B27 was supplemented with 3μM CHIR99021 (Cambridge Stem Cell Institute), 1μM PD0325901 (Cambridge Stem Cell Institute) and 10 ng ml^-1^ leukaemia inhibitory factor (Cambridge Stem Cell Institute). Mouse trophoblast stem (TS) cells were cultured on mitotically inactivated mouse embryonic fibroblasts (MEFs, Insight Biotechnology, ASF-1201) in feeder cell (FC) medium which contained Dulbecco’s modified essential medium (Gibco 41966052), 15% foetal bovine serum (Cambridge Stem Cell Institute), 1mM sodium pyruvate (Gibco 11360039), 2mM GlutaMAX (Gibco 35050038), 1% MEM non-essential amino acids (Gibco 11140035), 0.1mM 2-mercaptoethanol (Gibco 31350010) and 1% penicillin/streptomycin (Gibco 15140122). FC medium was supplemented with 1 μg ml^-1^ heparin (Sigma-Aldrich H3149-25KU), 25 ng ml^-1^ FGF2 (Cambridge Stem Cell Institute) and 25 ng ml^-1^ FGF4 (R&D Systems 7486-F4-025) (FC F42H). Passaging of ES and TS cells was performed when they were at 70% confluency as follows: cells were washed once in 1x PBS (Life Technologies 10010056) and trypsinised (Trypsin-EDTA 0.05% Life Technologies 25300054) for 4 minutes at 37°C. The reaction was stopped by adding 2 mL of FC, cells were dissociated by pipetting gently 4-5 times and centrifuged for 4 minutes at 200 x g. TS cells were then resuspended in FC F42H culture media and plated onto MEF-coated plates in 1:20 dilution. ESCs were washed once with 1 mL of 1x PBS, centrifuged again, resuspended in N2B27 2iLIF and plated at 1:10 or 1:20 onto gelatine-coated plates.

#### Mouse Model

Mice were handled following national and international guidelines. All experiments performed were under the regulation of the Animals (Scientific Procedures) Act 1986 Amendment Regulations 2012 and were reviewed by the University of Cambridge Animal Welfare and Ethical Review Body (AWERB). Experiments were approved by the Home Office. Animals were inspected daily and those showing signs of any health concern or condition were promptly culled by cervical dislocation. All experimental mice were free of pathogens and were on a 12-12 hour light-dark cycle, with unlimited access to water and food. Temperature in the facility was controlled and maintained at 21°C. Mice for post-implantation embryo recovery (CD-1 females and males from Charles River, acclimatised for 1 week prior to use) were utilised from 6 weeks of age. Female and males were naturally mated and kept together for up to five days or until a plug was found; females were inspected daily for plugs. Females were culled by cervical dislocation 5.5, 5.75, 6.5, 6.75 or 7.5 days after a plug was found. Embryos were dissected out of the deciduae in M2 medium (Sigma M7167). For chimera experiments, F1 females (Charles River, 1 week of acclimatisation prior to use) at 5-6 weeks of age were super-ovulated by injection of 7.5 IU of pregnant mares’ serum gonadotropin (Intervet) and 7.5 IU of human chorionic gonadotropin (Intervet) after 48 hours and were mated with F1 males (Charles River, 1 week of acclimatisation prior to use). Pregnant F1 females were culled at E2.5 by cervical dislocation to recover embryos by uterine and oviduct flushing in M2 medium.

### Method details

#### Formation of ES Cell Aggregates and iETX embryos

To prepare the AggreWell plate (STEMCELL Technologies 34415), 500μl of anti-adherence rinsing solution (STEMCELL Technologies 07010) was added to each well. The plate was then centrifuged at 2,000 x g for 5 minutes and was incubated for 20 minutes at room temperature. Rinsing solution was then aspirated from the well and 1ml of PBS was added to wash each well. 500μl of FC medium was added to each well after aspirating the PBS.

To prepare ESCs for generating ES aggregates, Doxycycline (1 μg/mL) (Sigma-Aldrich D9891-5G) was added to CAG-GFP tetO-Gata4 ESCs 6 hours prior to plating in AggreWell. ESCs were washed once with 1x PBS, and trypsinised with 0.05% trypsin-EDTA (ThermoFisher Scientific) for 4 minutes at 37°C. The reaction was stopped by adding 2 mL of FC. Cells were dissociated gently by pipetting for 4-5 times and centrifuged at 200 x g for 4 minutes. The cell pellet was washed once with 1x PBS, centrifuged again and resuspended in 1-2 mL of FC. Cell suspensions containing 1) 12,000 Doxycycline-treated CAG-GFP tetO-Gata4 ESCs, or 2) 12,000 untreated CAG-GFP tetO-Gata4 ESCs, or 3) a mixture of 6,000 Doxycycline-treated and 6,000 untreated CAG-GFP tetO-Gata4 ESCs were pelleted again by centrifugation. After resuspending in 1ml of FC medium, the cell suspension was added dropwise to the AggreWell and the plate was centrifuged at 100 x g for 3 minutes. 1ml of fresh FC medium was added each day after removing 1ml of medium from the well. ES aggregates were collected and fixed after 1 day or 3 days.

To generate iETX embryos, Doxycycline was added to CAG-GFP tetO-Gata4 ESCs for 6 hours. TS cells were trypsinised and were added to a gelatinised plate to deplete the MEFs for 20 minutes at 37°C. CAG-GFP WT ESCs and CAG-GFP tetO-Gata4 ESCs were subsequently trypsinised. Cell suspensions with 19,200 TS cells, 6,000 CAG-GFP WT ESCs and 6,000 CAG-GFP tetO-Gata4 ESCs were mixed and pelleted by centrifugation. The cell pellet was resuspended in 1ml of FC medium with 7.5 nM ROCK inhibitor (Y27632, STEMCELL Technologies 72304). After adding the cell mixture dropwise to the AggreWell, the plate was centrifuged at 100 x g for 3 minutes. On the next day, media change was performed twice by removing 1ml of medium from each well and adding 1ml of fresh FC medium without ROCK inhibitor. On day 2, media change was performed once to replace 1ml of medium with 1ml of fresh FC medium. On day 3, 1.2 ml of medium was removed from each well and 1.5ml of IVC1 was added, after equilibrating for 20 minutes in the incubator. IVC1 (Bedzhov et al., 2014) is made of advanced DMEM/F12 (Gibco, 21331-020) supplemented with 20% (v/v) FBS, 2 mM GlutaMax, 1% v/v penicillin–streptomycin, 1X ITS-X Thermo Fisher Scientific, 51500-056), 8 nM β-estradiol, 200 ng/ml progesterone and 25 μM N-acetyl-L-cysteine. On day 4, iETX embryos in the AggreWell were transferred to CELLSTAR 6 well multiwell plate for suspension culture (Greiner Bio-One 657185) with 5ml of IVC1 (with FBS at 30% v/v) per well. On day 5 IVC1 was replaced with fresh IVC2 (30% Knockout Serum Replacement instead of FBS, Thermo Fisher 10828010).

#### Chimera

To generate chimeras using CAG-GFP tetO-Gata4 ESCs and mouse embryos, Doxycycline was first added to CAG-GFP tetO-Gata4 ESCs 6 hours prior to the experiment. Mouse embryos at E2.5 before compaction were recovered from F1 females that were super-ovulated by injection of 7.5 IU of pregnant mares’ serum gonadotropin (Intervet) and 7.5 IU of human chorionic gonadotropin (Intervet) after 48 hours and were mated with F1 males. Embryos were recovered in M2 medium by flushing the oviducts. After transferring to KSOM (Millipore MR-020P-5F), the embryos were cultured in the incubator at 37°C in 5% CO_2_. Meanwhile, CAG-GFP tetO-Gata4 ESCs were dissociated by 2 minutes of trypsinisation at 37°C and the resulting cell clumps were aggregated with the recovered embryos in KSOM. The chimeras were cultured for 48 hours until E4.5.

#### Nodal Inhibitory Treatment

iETX embryos were collected at day 4 and incubated in SB431542 (STEMCELL Technologies 72234) for 24 hours at a concentration of 10 μM (Kyprianou et al., 2020). Following Nodal inhibitor treatment, they were fixed and processed for immunofluorescence (below).

#### Live Imaging

Live imaging was performed using an SP8 scanning confocal microscope with a 25X objective. iETX embryos were imaged on a glass-bottom dish and were kept in a humidified chamber with 5.6% CO_2_ and 21% O_2_ during the imaging. Images were captured every 20 minutes (AVE migration and gastrulation movies) with a z-step of 2 μm. For self-organization movies, cells were imaged after seeding on Gri3D PEG-hydrogel dishes provided by SunBioscience (Geneva, Switzerland), set up according to the manufacturer’s guidelines and samples were imaged every 60 minutes. Samples were imaged on a Zeiss Axiovert 200M connected to a 3i CSU-W Spinning Disk Confocal system with an OBIS 488nm and an OBIS 561-nm LS laser and exported using Slidebook.

#### Plasmids and Transfection

Gata4 cDNA was PCR-amplified from pSAM2-mCherry-Gata4 using the Gata4/AttB primers (see Key Resources Table). The primers were designed as outlined in the Gateway cloning manual. Because the plasmid already contained attB sites, there was no need to incorporate parts of the Gata4 open reading frame in the primer design. pSAM2-mCherry-Gata4 was a gift from Timothy Kamp (Stem Cell and Regenerative Medicine Centre, University of Wisconsin – Madison, USA; Addgene plasmid # 72690; http://n2t.net/addgene:72690; RRID:Addgene_72690, (Lalit et al., 2016)). It was subsequently cloned into PB-tetO-hygromycin by Gateway technology (Thermo Fisher Scientific), according to the manufacturer’s instructions. Clones were verified by sequencing. Transformations were performed using 5α-competent *E.coli* following the manufacturer’s guidelines (New England Biolabs C2987I). To generate ESCs with Doxycycline inducible Gata4, PB-tetO-hygro-Gata4, pBAse and rtTA-zeocyin (0.25 μg/each/reaction) were transfected into 12,000 CAG-GFP ESCs using Lipofectamine 3000 Transfection Reagent (Invitrogen L3000001), followed by antibiotics selection for 7 days with hygromycin (1:250; Gibco 10687010) and zeocyin (1:1000; InvivoGen ant-zn-1). The PB-tetO-hygro, pBAse and rtTA-zeocyin were generously gifted by Dr. José Silva (Stem Cell Institute, Cambridge, UK).

#### RNA Extraction and qRT-PCR

Total RNA from cell pellet was extracted using Trizol Reagent (Invitrogen 15596-026) and reverse transcribed into cDNA using QuantiTect Reverse Transcription Kit (Qiagen 205310) according to the manufacturer’s instructions. qRT-PCR was performed using SYBR Green PCR Master Mix (Applied Biosystems 4368708) and StepOnePlus Real-Time PCR System (Applied Biosystems). Fold change in *Gata4* mRNA expression was determined by ΔΔCt method using *Gapdh* as endogenous control. See Table for *Gapdh* and *Gata4* (Boroviak et al., 2014) primer sequences.

#### Immunofluorescence

iETX embryos and natural mouse embryos were fixed with 4% paraformaldehyde at room temperature for 20 minutes and washed with PBST (PBS with 0.1% Tween 20) for three times for 5 minutes each. Samples were then permeabilised in permeabilization buffer (0.1 M glycine and 0.3% Triton X-100 in PBS) for 30 minutes at room temperature, followed by three washes with PBST for 5 minutes. Samples were incubated with primary antibodies diluted in blocking buffer (10% FBS and 0.1% Tween 20 in PBS) at 4°C overnight. After washing with PBST for three times for 5 minutes, samples were incubated with secondary antibodies at 4°C overnight or for 2 hours at room temperature followed by another three washes with PBST for 5 minutes before imaging.

#### scRNA-seq Sample Preparation and Dissociation

After recovery, natural embryos and iETX embryos were cut to pieces, transferred to a Falcon tube, centrifuged, washed in PBS and incubated in Tryple Express (Gibco 12604013) for 15 minutes at 37°C, with vigorous pipetting every 5 minutes to dissociate to single cells. If there were clumps left, the incubation was extended for an additional 5 minutes at 37°C and the sample was pipetted further. Samples were filtered to remove large clumps, centrifuged at 200 x g for 5 minutes and resuspended in PBST (PBS with 0.02% Tween20) and then processed for incapsulation (see below). For E5.5 and E6.5, 1 full litter was dissociated (12 embryos). For ETX embryos and iETX embryos, 15 samples each were dissociated. Single cell sequencing data from 20 E4.5 blastocysts was obtained from (Sozen et al., 2019, GEO: GSE134240).

#### scRNA-seq Library Preparation and Sequencing

Libraries were prepared according to the inDrops workflow (Klein et al., 2015; Zilionis et al., 2017) with v3 barcoding scheme (Briggs et al., 2018). Briefly, polyacrylamide beads were generated and barcoded to obtain a diversity of 147,456 barcodes. Single-cell suspensions were diluted to a concentration of 120,000 cells per ml and co-encapsulated with the barcoded beads and reverse transcriptase and lysis mix. Fractions of ∼2,900 cells were collected in 1.5 ml Eppendorf tubes pre-filled with 200 μl of mineral oil and incubated at 50°C for 2 hours and 70°C for 20 minutes. The droplets were then de-emulsified and further amplified using second-strand synthesis and *in vitro* transcription. The libraries were then fragmented and reverse transcribed. The final libraries were amplified using limited-cycle PCR and quantified using a Qubit High sensitivity and Bioanalyzer High sensitivity DNA kits. Libraries were pooled at equi-molar ratios and purified using a 1.5x volumetric ratio of AmpureXP beads. The libraries were sequenced on a Nextseq 75 cycle 400M read High Output kit with 5% PhiX spike-in as an internal control. The read cycle distribution was the following: Read1: 61 cycles; Index1: 8 cycles; Index2: 8 cycles; Read2: 14 cycles.

### Quantification and statistical analysis

#### Inclusion Criteria of iETX embryos

All iETX embryos were collected from AggreWell for analysis at 3, 4 or 5 days of development and analysed under a stereo microscope. In all instances, we selected iETX embryos with cylindrical morphology, an epithelialized ES compartment with a lumen and two clearly defined cellular compartments surrounded by an outer cell layer. The TS compartment is more variable in appearance and therefore, even though one would also want an epithelial-looking TS compartment similar to the extra-embryonic ectoderm of natural embryos, we select a wider range of appearances for the TS compartment. After this initial selection, structures containing the appropriate fluorophores were quickly checked under a microscope to ensure the presence of an epithelialized CAG-GFP-positive ES compartment. iETX embryos with the correct body plan of ES and TS compartments surrounded by a visceral endoderm-like layer are then transferred to equilibrated media to continue their culture. When selecting at day 5, however, we expect the lumen of the ES and TS compartment to be merged. We provide visual examples of what we consider good iETX embryos at day 4 in Figure 2B.

#### iETX embryo Cell Lineage Quantification

Cell lineage quantifications were performed using the “Spot” function in Imaris (Bitplane). For the VE-like layer, the spots were set at a diameter of 9 μm. For ESCs and TS cells the spots were set at a diameter of 6 μm. Following automatic detection, the spots were manually curated to remove erroneous cell calls and to include cells that were missed. Because of the loss of resolution past the midpoint of the iETX embryos, cells were only quantified up to the midpoint of each iETX embryo and then the number of cells obtained was multiplied by 2 to obtain the total number of cells.

#### Image Acquisition, Processing and Analysis

Images were acquired using Leica SP5 and SP8 confocal microscopes (Leica Microsystems) with 40× oil objective and 25× water objective, respectively. A 405 nm diode laser (DAPI), a 488 nm argon laser (Alexa Fluor 488), a 543 nm HeNe laser (Alexa Fluor 568) and a 633 nm HeNe laser (Alexa Fluor 647) were used to excite the fluorophores. Images were taken with a z-step of 1.2-5μm. Fiji (Schindelin et al., 2012) and NDSAFIR 3.0 (Boulanger et al., 2010), Photoshop and the Smart Denoise (Gurdon Institute) were used to process and analyse the images. In Figure 4A, the Bry antibody in the natural embryo shown had strong non-specific membrane signal, which has been reported elsewhere (Morgani et al., 2018). To reduce the background signal, we used the Oct4 signal in that image to create a mask of the epiblast and subtract the Bry background from the nuclear signal. This is the only case in which we have edited an image this way.

#### Tracking of AVE Migration

Images from time lapse video were processed with Fiji. To correct for the drifting of iETX-embryo during imaging, images were first aligned using StackReg plugin (Thévenaz et al., 1998), MultiStackReg (Brad Busse, Division of Program Coordination, Planning and Strategic Initiatives, NIH - USA) and Template Matching and Slice Alignment plugin (Qingzong Tseng, Aix-Marseille Université, France). The movements of individual Cerl-GFP-positive cells were then tracked with Manual Tracking plugin which generated the migration trajectories. The plugin also produced a table of the coordinates of the tracked cells in each time frame which was later imported to Chemotaxis and Migration Tool (iBidi) to calculate the migration directionality and migration speed. The polar histogram of migration directionality was generated using R.

#### Quantification of Cerl-GFP Fluorescence

In Fiji, a rectangle encompassing the length of the ES compartment and wide enough to contain all the Cerl-GFP positive cells was drawn over a day 5 iETX embryo. Using the plot function, signal intensity as a function of distance was obtained and exported. The same area was sequentially used to export Cerl-GFP, Eomes, Phalloidin and DAPI intensities for each iETX embryo. If a single Cerl-GFP peak was observed on one side of the iETX embryo, the Cerl-GFP signal was considered asymmetric, otherwise it was considered symmetric. To normalize the length of the structure, each point of the length was divided by the total length of the ES compartment. To normalize the fluorescence, each fluorescence value was divided by the highest fluorescence value. Normalised samples were combined (asymmetric with asymmetric and symmetric with symmetric) and displayed as a Lowess curve generated in Prism.

#### scRNA-seq Bioinformatic Analysis

The BCL files were converted to Fastq files using Illumina’s bcl2fastq software. The sequenced libraries were quality-inspected using the FastQC tool (Andrews, 2010) and de-multiplexed using the Pheniqs tool from biosails. The fastq files were further filtered, mapped to a mouse GRCm38 reference genome with GRCm38.99 gtf annotation and deduplicated using the zUMIs pipeline (Parekh et al., 2018). The count matrices were then imported in Scanpy (Wolf et al., 2018) using the scanpy.read() function. The Scrublet module (Wolock et al., 2019) was used to predict doublet scores. 

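Of all barcodes in the deposited counts, 833 in the E5.5 library, 364 in the E6.5 library and 797 in the iETX library held more than 1200 genes. In ETX libraries 1, 2 and 3 these numbered 977, 936 and 1195. With the bounds on ribosomal share (2.5 to 10%) and mitochondrial share (2 to 12%) as well, 779, 286 and 565 barcodes remained for E5.5, E6.5 and iETX, and 635, 503 and 649 for the ETX libraries. Among the 3163 cells that the authors named, 62 held 1200 genes or fewer in the deposited counts, 45 of them from E6.5 embryos. Doublet scores were not computed again.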

Cells with predicted doublet scores lower than 0.2 and with gene counts higher than 1,200 were then selected. The filtered matrices were then concatenated after being converted to a sparse format using the csr_matrix() function from SciPy (Virtanen et al., 2020). Cells were further filtered on ribosomal RNA (percentage of reads mapping to ribosomal RNA between 2.5% and 10%) and mitochondrial RNA content (percentage of reads mapping to mitochondrial RNA between 2% and 12%). The matrix was then normalized, regressed out for number of UMI counts, ribosomal RNA and mitochondrial RNA content using the scanpy.pp.regress_out() function, scaled and a UMAP dimensional reduction was computed. To plot the correlation between ETX, iETX, E4.5, E5.5 and E6.5 and to match the sample size and number of cells per lineage of E4.5 (E4.5 dataset was from (Sozen et al., 2019)), each sample was downsampled to randomly contain 41 cells from the endoderm lineage, 33 cells from the embryo lineage and 22 cells from the trophectoderm lineage. 

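Pooled over libraries, ETX embryos offered 526 endoderm, 61 embryonic and 1072 trophectoderm cells to draw from, and iETX embryos 205, 209 and 119. Taken alone, ETX libraries 2 and 3 held only 18 and 9 embryonic cells, so all of them entered where single ETX libraries were correlated.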

Correlation matrices were computed with scanpy.pl.correlation_matrix function using Pearson correlation. For cell type annotation, a combination of leiden clustering (obtained using scanpy.tl.leiden) and a marker-based approach based on Pijuan-Sala et al.’s (Pijuan-Sala et al., 2019) annotations was utilised with the following normalized marker expression levels: 1) parietal endoderm annotation for iETX cells of the endoderm compartment with Lamb1 expression higher than 3.5, 2) primitive streak annotation for cells of the embryo compartment with Nanog and Eomes expression level higher than 1.5, 3) nascent mesoderm annotation for cells of the embryo compartment with Mesp1 expression level higher than 1.5, 4) Visceral endoderm cells from iETX embryos with Otx2 expression level higher than 1.5, 5) ExE and differentiating ExE annotations were given according to the resulting leiden clustering and also using Cdx2 for the trophoblast stem cells/extraembryonic ectoderm cells and Gata2 for the differentiated trophoblast cell types (see Figure S7A).

To perform pairwise analysis of differentially expressed genes, the matrices and annotations were loaded into Seurat v3 (Stuart et al., 2019) and pairwise marker comparisons were obtained with a Wilcoxon Rank Sum test using the FindMarkers function. Differentially expressed genes were then plotted in Prism GraphPad to generate volcano plots. Single-cell sequencing data are available on GEO (Gene Expression Omnibus) under accession GSE161947 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE161947) and the code used in these analyses is available at https://github.com/fhlab/scRNAseq_inducedETX.

#### Gene Ontology

Gene Ontology was performed using the online platform DAVID (Huang et al., 2009b, 2009a). Differentially expressed genes from pairwise comparisons were selected by choosing genes with an adjusted p value < 0.05 and enriched in one sample or the other of the pairwise comparison. The list was then uploaded in the DAVID user interface and analysed with the Gene Functional Annotation Clustering tool and the Gene Functional Annotation Table. The first 10 clusters with the highest Enrichment Score (-log p value) were graphed. For the Wnt signalling category identified as enriched in the VE-like layer in comparison with the XEN layer, Wnt-related function of the genes in the list was found using the annotations of the Uniprot database (2019) and provided in Table S2.

#### Statistics

All statistical analyses were performed with GraphPad Prism 8 software. Quantitative data were presented as mean ± SD or SEM as indicated in figure legends or as violin plots with median and quartiles. Prior to statistical significance testing, data were tested for normal distribution with the Shapiro-Wilk test. For normally distributed data, the unpaired or paired Student’s t test was used for 2 groups and One-Way ANOVA with Tukey’s multiple comparison post-hoc test for more than 2 groups. For data that did not follow a normal distribution, Mann-Whitney non-parametric test was used for 2 groups and One-Way ANOVA followed by Kruskal-Wellis non-parametric post-hoc test for more than 2 groups. Wilcoxon matched pairs signed rank test was used for non-parametric paired analysis. A p value < 0.05 was considered significant. Sample size and the number of experimental replicates (n) is indicated in the relevant figure legend. Sample size was not predetermined. For the supplemental figure, the statistical test utilised and the exact p values are in the relevant figure legend. For the main figures, the statistical test utilised and the exact p values are shown below:

Figure 1: A. Unpaired Student’s t test: N2B27 2iLIF: p = 0.0218, FC 2iLIF: p < 0.0001, IDG 2iLIF: p = 0.0020. B. One-way ANOVA, Kruskal-Wallis post-hoc test, p < 0.0001. D. Unpaired Student’s t test, p < 0.0001

Figure 2**: C.** Unpaired Student’s t test p=0.0052. J. One-Way ANOVA; ES compartment, Epiblast (ES/EPI): Tukey post-hoc. ^∗∗∗∗^ p < 0.0001. TS compartment, Extraembryonic ectoderm (TS/ExE): Tukey post-hoc.^∗^ p = 0.0236. XEN layer, VE-like layer and visceral endoderm (XEN/VE): Kruskal-Wallis post-hoc.^∗∗^ p = 0.0077, ^∗∗∗∗^ p < 0.0001.

Figure 3**: E.** Unpaired Student’s t test p = 0.0071. **F.** Unpaired Student’s t test p = 0.0478. **G.** Unpaired Student’s t test p = 0.0079. **H.** Mann-Whitney test p = 0.0003. **I.** Mann-Whitney test p = ns. J. Student’s t test p = 0.0407. L. One-Way ANOVA p < 0.0001, Kruskal-Wallis post-hoc test. ^∗∗∗∗^ p < 0.0001, ^∗∗^ p = 0.0033. **N.** Unpaired Student’s t test p = 0.033. **O.** Unpaired Student’s t test p = ns. **P.** Unpaired Student’s t test p = 0.0194.

Figure 4**: D.** One-way ANOVA, p < 0.0001; Tukey’s multiple comparison post-hoc test: opposite vs Same and Distal, p < 0.0001; Distal vs Same p = ns. F. One-Way ANOVA p<0.0001; Tukey’s multiple comparison post-hoc test: opposite vs Same and Opposite vs Distal p < 0.0001, Same vs Distal p = ns. H. One-Way ANOVA p < 0.0001; Tukey’s multiple comparison post-hoc test: opposite vs Same and Opposite vs Distal p < 0.0001, Same vs Distal p = ns. J. One-Way ANOVA p = 0.0002; Tukey’s multiple comparison post-hoc test: ectopic vs non-ectopic p = 0.0011; ectopic vs. distal p = 0.0007.

Figure 5**: E.** Multiple t tests, p < 0.000001. **H.** Unpaired t test: Bry p < 0.0001, N-Cad p = 0.0049, E-Cad p = 0.0207. **I.** (left) One-Way ANOVA and Tukey multiple comparison, ^∗∗∗∗^ p < 0.0001, ^∗∗^ p = 0.0022. (right) Wilcoxon matched pairs signed rank test, ^∗^ p = 0.0178.

## Supplemental Information

Document S1. Figures S1–S7 and Tables S1 and S2

Document S2. Article plus Supplemental Information

# Supplementary material for: Inducible Stem-Cell-Derived Embryos Capture Mouse Morphogenetic Events In Vitro
**Source:** Dev Cell. 2021 Feb 8;56(3):366–382.e9. doi: 10.1016/j.devcel.2020.12.004
**Supplement:** Document S2. Article plus Supplemental Information

Developmental Cell

Inducible Stem-Cell-Derived Embryos Capture Mouse Morphogenetic Events *In Vitro*

Graphical Abstract

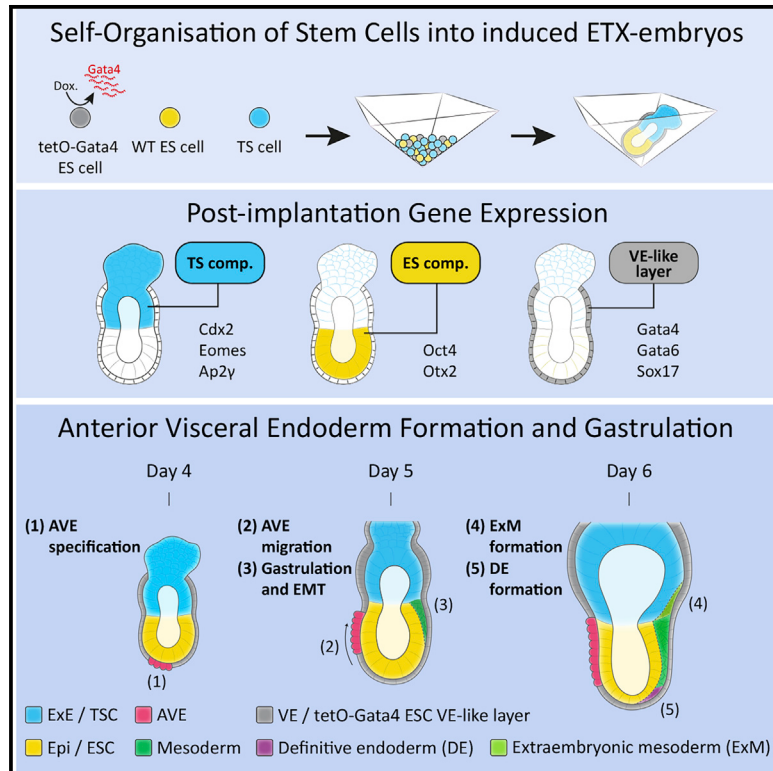

Authors

Gianluca Amadei, Kasey Y.C. Lau, Joachim De Jonghe, ..., Christos Kyprianou, Florian Hollfelder, Magdalena Zernicka-Goetz

In Brief

Amadei et al. have generated stem-cell-based structures that resemble mouse post-implantation embryos and have the potential to form the anterior-posterior axis and undergo gastrulation *in vitro*. Single-cell sequencing shows gene-expression patterns similar to those of the natural embryo at a comparable stage of development.

Highlights

- Stem cells generate mouse-embryo-like structures with improved potential
- These structures undertake anterior visceral endoderm formation and gastrulation
- Single-cell sequencing shows improved resemblance to mouse embryo

Technology

Inducible Stem-Cell-Derived Embryos Capture Mouse Morphogenetic Events *In Vitro*

Gianluca Amadei,¹ Kasey Y.C. Lau,¹ Joachim De Jonghe,² Carlos W. Gantner,¹ Berna Sozen,^{3,4} Christopher Chan,¹ Meng Zhu,^{1,5} Christos Kyprianou,¹ Florian Hollfelder,² and Magdalena Zernicka-Goetz^{1,3,6,*}

⁶Lead Contact

<https://doi.org/10.1016/j.devcel.2020.12.004>

SUMMARY

The development of mouse embryos can be partially recapitulated by combining embryonic stem cells (ESCs), trophoblast stem cells (TS), and extra-embryonic endoderm (XEN) stem cells to generate embryo-like structures called ETX embryos. Although ETX embryos transcriptionally capture the mouse gastrula, their ability to recapitulate complex morphogenetic events such as gastrulation is limited, possibly due to the limited potential of XEN cells. To address this, we generated ESCs transiently expressing transcription factor Gata4, which drives the extra-embryonic endoderm fate, and combined them with ESCs and TS cells to generate induced ETX embryos (iETX embryos). We show that iETX embryos establish a robust anterior signaling center that migrates unilaterally to break embryo symmetry. Furthermore, iETX embryos gastrulate generating embryonic and extra-embryonic mesoderm and definitive endoderm. Our findings reveal that replacement of XEN cells with ESCs transiently expressing Gata4 endows iETX embryos with greater developmental potential, thus enabling the study of the establishment of anterior-posterior patterning and gastrulation in an *in vitro* system.

INTRODUCTION

Mouse embryo development relies on interactions between the epiblast (EPI), the extra-embryonic ectoderm (ExE), and the visceral endoderm (VE), which are the respective precursors of the embryo proper, the placenta, and the yolk sac. These tissue interactions transform the embryo from the blastocyst into the egg cylinder: the EPI and the ExE polarize and open two luminal cavities, which, eventually, fuse to form the proamniotic cavity (Tam and Loebel, 2007; Bedzhov and Zernicka-Goetz, 2014; Christodoulou et al., 2018), while VE grows to envelop embryonic and extra-embryonic tissues (Christodoulou et al., 2019). The anterior-posterior axis is established by a group of VE cells that migrates unilaterally to protect anterior EPI from posteriorizing signals by secreting Dkk1, Cerl, and Lefty1, which antagonize Wnt, Bmp4, and Nodal signaling (Thomas et al., 1998; Weber et al., 1999; Stower and Srinivas, 2017). The anterior EPI later upregulates the expression of Sox1 and commits to become neuroectoderm and surface ectoderm (Bylund et al., 2003; Kan et al., 2004; Zhao et al., 2004). Mesodermal identity in the EPI is marked by the upregulation of Brachyury (Bry) at the EPI/ExE boundary, followed by the epithelial-to-mesenchymal transition of cells that egress through the primitive streak (PS) to form all three germ layers (Riviera-Pérez and Magnuson, 2005; Tam and Loebel, 2007).

Over recent years, stem cell lines derived from mouse embryonic and extra-embryonic tissues have become powerful tools to complement embryological studies (Evans and Kaufman, 1981; Tanaka et al., 1998; Kunath et al., 2005). Their ability to capture embryogenesis, however, is limited since each cell type is cultured in isolation and on their own do not acquire the morphology of embryos, hindering the modeling of the tissue-tissue interactions and signaling that are crucial for embryo patterning and morphogenesis *in vivo*.

To address this, we have developed a stem-cell-based model of embryonic development by combining ES, TS, and extra-embryonic endoderm (XEN) stem cells into structures called ETX embryos (Sozen et al., 2018), and our results have been independently validated (Zhang et al., 2019). These ETX embryos closely resemble egg-cylinder-stage embryos at the morphological and transcriptional level. Yet, complex developmental events such as gastrulation occur only to a limited extent in this system, thus suggesting the need to improve it in order to capture the morphogenetic events occurring during natural embryo development.

Design

To explain the limits of the ETX-embryo system, we reasoned that one or more cell types used for ETXembryo generation do

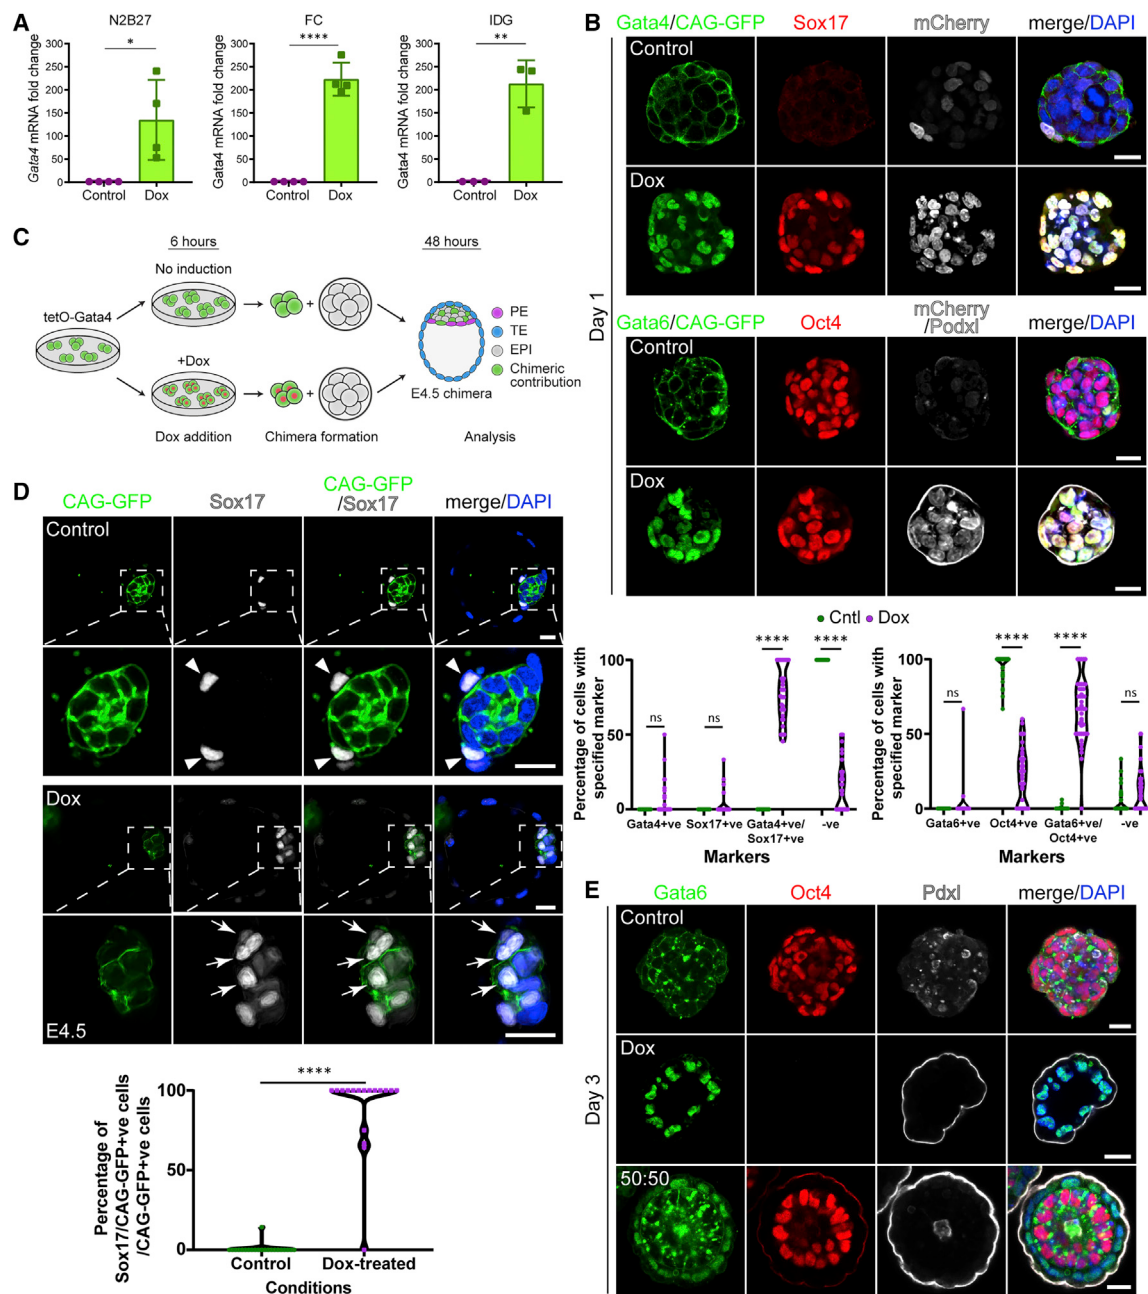

Figure 1. Treated CAG-tetOG4 ESCs Express Endodermal Markers and Contribute to Primitive Endoderm (PrEn) in Chimeras

(A) *Gata4* mRNA expression in CAG-tetOG4 ESCs in N2B27 2iLIF (left, n = 4), FC 2iLIF (center, n = 4), and IDG 2iLIF (right, n = 3) after 6 h Dox treatment or control. Error bars, SD.

(B) Top panel: CAG-tetOG4 ESC aggregates in control condition (top row) or Dox (bottom row), analyzed after 24 h for *Gata4* (green, Alexa488), *Sox17* (red, Alexa647), mCherry (gray), and DAPI (blue) (control, 49/49 structures; Dox, 37/37 structures; n = 3 each). Scale bar, 20 μ m. Bottom panel: same as top, analyzed for *Gata6* (green, Alexa488), *Oct4* (red, Alexa647), mCherry and *Podxl* (gray, Alexa568), and DAPI (blue) (control, 49/52 structures; Dox, 45/45 structures; n = 3 each). Scale bar, 20 μ m control and 15 μ m Dox. Endogenous CAG-GFP in the green channel of control but downregulated in Dox (see Figure S1A). Below, quantification of the percentage of cells with the specified marker combinations in control and Dox aggregates. In the graphs, each dot is an aggregate.

(C) Schematic of chimera aggregation: CAG-tetOG4 ESCs treated with Dox for 6 h or untreated and aggregated with E2.5 wild-type embryos. Contribution to either EPI or PrEn was assessed at E4.5. TE, trophectoderm.

(D) Chimeras as in (C) analyzed for *Sox17* (gray), CAG-GFP (green, with α GFP), and DAPI (blue). Contribution to PrEn with Dox-treated cells (bottom rows): 17/43 embryos from 3 females, 39%. Contribution to EPI of control cells (top rows): 22/22 embryos from 3 females. Scale and zoomed scale: 20 μ m. Arrows, *Sox17*/CAG-GFP+ve cells; arrowhead, *Sox17*+ve/CAG-GFP-ve cells. In the graph, percentage of inner cell mass cells with PrEn identity was quantified. Each dot is an embryo.

(legend continued on next page)

not have the correct developmental potential to recapitulate embryo development. Indeed, XEN cells were reported to be more similar to parietal endoderm than to primitive endoderm (PrEn) or VE (Paca et al., 2012; Moerkamp et al., 2013), pointing to a need to replace XEN cells as a partner in the ETX embryo.

As induction of two transcription factors Gata4 or Gata6 in ESCs is sufficient to differentiate them toward endoderm (Shimosato et al., 2007; Schröter et al., 2015; Mathew et al., 2019), we hypothesized that such “induced” endodermal cells could functionally replace XEN cells. Here, we test this hypothesis by combining ES and TS cells with ESCs transiently expressing Gata4 in response to Doxycycline (Dox). The resulting *induced ETX embryos* (iETX embryos), in addition to expressing canonical post-implantation markers, can recapitulate complex morphogenetic events leading to formation and migration of the anterior signaling center and gastrulation.

RESULTS

Induction of Gata4 in ES Cells Leads to Formation of Primitive Endoderm (PrEn) Lineage

To test whether replacing XEN cells with a cell type more similar to PrEn or VE could increase the developmental potential of ETX embryos, we modified our CAG-GFP/tetO-mCherry ES line (showing constitutive membrane GFP and transient mCherry expression following Dox-treatment) to transiently express Gata4 in response to Dox (CAG-GFP/tetO-mCherry/tetO-Gata4 ESCs, CAG-tetOG4 hereafter). We confirmed robust expression of *Gata4* mRNA after 6 h of Dox-treatment, independently of the ES culture medium (Figure 1A). Gata4 induction was necessary and sufficient for expression of endodermal proteins Gata4, Sox17, and Gata6 1 day after cell seeding, but Oct4 expression was retained at this time (Figure 1B); also note the CAG-GFP downregulation upon Gata4 induction, Figure S1A).

To test the effect of Gata4 overexpression on cell fate, we aggregated 8-cell stage embryos with ESCs and found that untreated CAG-tetOG4 ESCs contributed exclusively to the EPI, while Dox-treated CAG-tetOG4 ESCs could contribute to the PrEn (Figures 1C and 1D, 63 embryos). These results indicate that transient Gata4 expression is sufficient to change the potential of ESCs from EPI to PrEn lineage.

As an additional test to determine whether the CAG-tetOG4 ESCs could function as “building blocks” for ETX embryos, we generated ES aggregates using CAG-tetOG4 ESCs by combining (1) solely ESCs in control conditions (no Dox), (2) solely ESCs treated with Dox, or (3) Dox-treated and untreated ESCs in a 50:50 ratio and assessed cell fate after 3 days *in vitro*. In untreated aggregates, the ESCs maintained their identity and expressed Oct4 with a few exceptions (2/43 structures scored). We did not observe expression of Gata6 (Figure 1E), indicating that without Dox-treatment, upregulation of endodermal markers was extremely rare. Podxl distribution was scat-

tered, indicating a lack of polarization and lumenogenesis (Shahbazi et al., 2017). In contrast, aggregates of Dox-treated ESCs completely downregulated Oct4 and induced Gata6 (55/56 structures scored). Podxl was on the outside of these aggregates in a continuous layer, suggesting that these structures were polarized but they did not undertake lumenogenesis (Figure 1E). Lack of Oct4 indicated that all cells failed to retain an ESC identity. Finally, aggregates generated by combining treated and untreated cells in a 50:50 ratio had an outer layer of Gata6-expressing cells and an inner compartment of Oct4-expressing ESCs. These aggregates underwent polarization and lumenogenesis and their morphology was reminiscent of the post-implantation EPI surrounded by VE (VE-like layer) (60/65 structures scored) (Figure 1E).

A lineage-tracing experiment with Dox-treated CAG-tetOG4 ESCs and unlabeled ESCs showed that the VE-like layer expressed CAG-GFP, confirming that it was generated by the Dox-treated cells with the Gata4 transgene (Figures S1B and S1C). These results suggest that combining Dox-treated and untreated CAG-tetOG4 ESCs leads to the generation of self-organising aggregates containing VE-like and EPI-like compartments, a crucial building block in ETX embryogenesis.

iETX Embryos Self-Assemble and Express Canonical Markers of Post-implantation Embryos

To test whether XEN cells could be functionally replaced by CAG-tetOG4 ESCs to generate ETX embryos, we combined wild-type CAG-GFP ESCs, Dox-treated CAG-tetOG4 cells, and TS cells in AggreWells (Figure 2A). After 24 h, cells had aggregated but no clear organization could be discerned. After 48 h, aggregates had fully compacted and increased in size. At 72 h, aggregates began elongation and developed an egg-cylinder-like morphology reminiscent of ETX and natural post-implantation embryos (Sozen et al., 2018). At 96 and 120 h, the structures outgrew the microwells, requiring transfer to a bigger culture vessel. From 72-h onward, we could observe formation of the VE-like layer, encompassing the ES and the TS cells, which had formed distinct abutting compartments. Lumen formation in ES and TS cells was observed at 72 h, and at 96 h the lumens merged. Because these ETX embryos were generated by replacing XEN cells with Dox-treated “induced” CAG-tetOG4 cells, we termed them iETX embryos.

To calculate the formation efficiency of iETX embryos, we collected the whole contents of several wells 3 days and 4 days after cell seeding and counted the number of structures containing an epithelial, GFP-expressing ES compartment, segregated from an unlabeled TS compartment, both surrounded by a layer of cells, over the total number of structures (Figures 2B and S2A). At day 3, over 30% of the structures showed correct morphology, but at day 4, this fraction had decreased to 20% (Figure 2C), likely because some structures failed to develop properly between days 3 and 4 (Figure 2B). CAG-GFP expression was downregulated after Dox-treatment

(E) CAG-tetOG4 ESC aggregates generated by combining cells either grown in control (top row), or Dox-treated cells for 6 hr (middle) or a 50:50 mixture of control and Dox-treated cells (bottom) and analyzed after 72 h for Gata6 (green), Oct4 (red), Podxl (gray), and DAPI (blue). Control: 41/43 aggregates, Dox: 55/56, 50:50: 60/65; n = 3 each. Scale bar, 20 μ m. *p < 0.05, **p < 0.01, ****p < 0.0001, ns, nonsignificant. See also Figure S1.

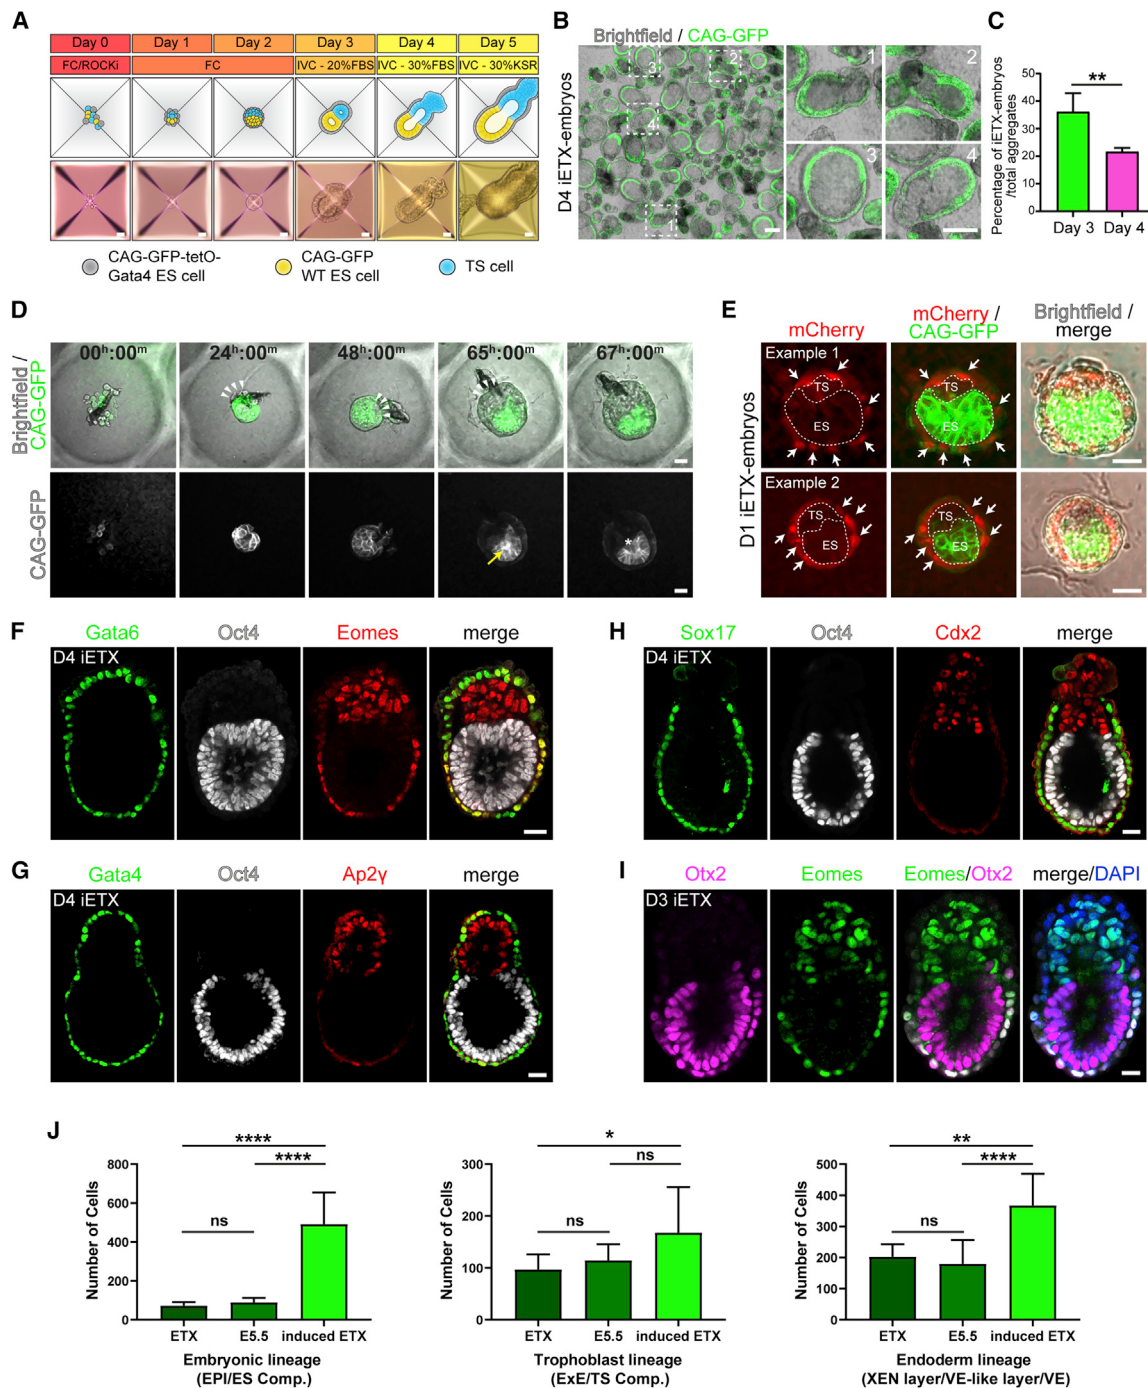

Figure 2. iETX Embryos Express Canonical Post-implantation Embryo Markers

(A) Top: Time course and schematic of iETX embryo generation from cell seeding on day 0 to day 5. Bottom: Images of a representative iETX embryos at specific time points. Scale bar, 100 μ m.

(B) The contents of a single AggreWell were collected at day 4 to quantify formation efficiency of iETX embryos. ES compartment and VE-like layer express CAG-GFP; the TS compartment is unlabeled. Scale bar, 200 μ m. Panels (right) highlight representative structures such as well-formed iETX embryos (1 and 2); an inflated iETX embryo (3); a well-formed iETX embryo in the process of inflating (4). Scale bar, 150 μ m.

(C) Quantification of iETX embryo formation at either 3 or 4 days. Day 3 = 1,542/4,187 structures (n = 4); day 4 = 960/4,410 structures (n = 4). Error bar: SD.

(D) Time-lapse still images of iETX embryo formation over the course of 67 h. Top: The ES compartment and VE-like layer express CAG-GFP; TS compartment is unlabeled. Bottom, CAG-GFP ESCs alone (gray). White arrowheads highlight TS cells, yellow arrow and asterisk the forming ES lumen. Six examples. Scale bar, 30 μ m.

(legend continued on next page)

of the CAG-tetOG4 ESCs in the VE-like layer (Figure S2B), as in natural embryos (Bedzhov and Zernicka-Goetz, 2014). For the remaining experiments, we restricted our analyses to iETX embryos with correct morphology.

To follow iETX development, we seeded our cells in PEG-hydrogel plates to monitor iETX embryogenesis by live imaging (Figures 2D and S2C). After 24 h, cells compacted and formed an aggregate. Between 24 and 48 h, a CAG-GFP ES compartment became surrounded by a thin layer of cells; at 24 h the TS cells formed a very small layer or clump in the structure. The TS compartment emerged between 48 and 72 h, and the layer surrounding both ES and TS compartments became thicker and more prominent. The ES compartment underwent lumenogenesis between 60 to 67 h. At 72 h and onward the structure elongated until it grew larger than the diameter of the well. Similar to our observations with ETX embryos (Sozen et al., 2018), iETX embryos developed to strongly resemble mouse post-implantation embryos. The VE-like layer, unlike the ES compartment, was mCherry positive for the first 24 h, indicating that it had been generated by Dox-treated CAG-tetOG4 cells (Figures 2E and S2D). Transient mCherry disappeared by 72 h (Figure S2E).

To ascertain whether iETX embryos expressed the appropriate post-implantation markers, we analyzed canonical lineage markers 4 days after cell plating. The VE-like layer expressed VE markers Gata6, Gata4, and Sox17 (Figures 2F–2H and S2F); the TS compartment expressed the ExE markers Eomes, Ap2 γ and Cdx2 (Figures 2F–2H and S2F); and the ES compartment expressed EPI markers Oct4 and Otx2 (Figures 2F–2H, 80/82 structures; Figure S2F). Finally, the VE-like layer adjacent to the ES compartment expressed Eomes and Otx2 in nearly all the cases examined (Figures 2F and 2I, 68/73; Figure S2F), in agreement with Eomes and Otx2 expression in the embryonic part of the VE. In comparison, the XEN layer of ETX embryos expressed Otx2 and Eomes in 40% of cases (Sozen et al., 2018). iETX embryos at day 4 had a higher number of cells in each lineage in comparison with ETX embryos at day 4 (Figure 2J).

iETX Embryos Form the Anterior Signaling Center

Since ETX embryos have a limited ability to form the anterior VE (AVE) signaling center, we wondered whether iETX embryos could better capture this process. We found that iETX embryos at 4 days of development expressed three canonical AVE markers, Cerl, Lefty1, and Dkk1 (Figures 3A, 3B, S3A, and S3B). Cells expressing Cerl, Lefty1, and Dkk1 were either at the distal tip of the iETX embryo, as at the time of AVE formation in E5.5 embryos (Figures 3A and S3A) or were positioned asymmetrically on one side of the iETX embryo, like their expression at

E5.75 as the AVE begins its migration toward the future anterior (Figures 3B and S3B).

Expression of these markers was maintained at day 5 (Figures 3C and 3D). At day 4, 65% of iETX embryos expressed Lefty1, 50% expressed Dkk1, and 36% expressed Cerl (Figures 3E–3G, Cerl, 38/106; Lefty1, 58/89; Dkk1, 46/89). At day 5, 80% of iETX embryos expressed Cerl (Figure 3E, 133/171) and Dkk1 expression increased to 70% (Figure 3F, 52/73). In contrast, the proportion of iETX embryos expressing Lefty1 decreased from 65% to 40% between days 4 and 5 (Figure 3G, 32/87). We hypothesized that these differences at day 4 might relate to differences in the size of the iETX embryos, because Cerl is repressed by BMP4 signaling from the ExE (Rodriguez et al., 2005; Richardson et al., 2006; Soares et al., 2008), and Cerl is expressed only when the EPI has extended beyond a specific length (Mesnard et al., 2006). We, therefore, measured the length of the ES and TS compartments and correlated it to Cerl expression. iETX embryos with an ES compartment longer than the TS compartment consistently expressed Cerl; in contrast, when the TS compartment was longer than the ES compartment, there was no Cerl expression (Figure 3H). We did not observe this relationship for Dkk1 (Figure 3I) and it was much weaker for Lefty1 (Figure 3J), suggesting that Cerl expression might be regulated differently than Lefty1 and Dkk1. Analysis of the aspect ratio of Cerl-positive and Cerl-negative cells indicated that Cerl-positive cells were very similar in their morphology to AVE cells in embryos (Stower and Srinivas, 2017) (Figures 3K and 3L).

In embryos, the distribution of Cerl-, Lefty1-, and Dkk1-expressing cells varies between E5.5 and E6.0 because the AVE migrates toward the EPI/ExE boundary. At day 4, the AVE was either distal or lateral (52% and 41% of the cases, Figures 3N and 3O) and very rarely proximal (6%, Figure 3P). In contrast, at day 5, 22% of iETX embryos had proximal AVE and 33% had distal AVE, but there was no change in lateral AVE (Figures 3N–3P). Thus, at day 4, iETX embryos resemble E5.5/E5.75 embryos in terms of AVE specification and position. At day 5, the increase in the proportion of proximal AVE could either suggest AVE migration or localized *de novo* upregulation of AVE markers instead of cell migration.

To distinguish between these possibilities and investigate the dynamics of AVE induction and migration, we generated iETX embryos with a Cerl-GFP reporter/tetO-Gata4 line derived from our transgenic Cerl-GFP mouse line (Mesnard et al., 2004), in which GFP expression is under the control of the Cerl promoter. We began live imaging at day 3, when the reporter was not yet active (Figures 3Q and S3C). Reporter expression commenced in a single cell at the tip, expanded from a single cell to several, and initially resulted in the formation of a GFP-positive domain. Following consolidation of GFP expression at

(E) iETX embryos at 1 day of development. ES and TS compartment are enclosed with a dashed line. Dox-treated CAG-tetOG4 ESCs transiently express mCherry and downregulate CAG-GFP (arrows). 91/109 structures from 2 independent experiments. Scale bar, 30 μ m.

(F–I) iETX embryo at day 4 stained for (F) Gata6 (green), Oct4 (gray), and Eomes (red) (41/42 structures).

(G) Gata4 (green), Oct4 (gray), and Ap2 γ (red) (18/19 structures).

(H) iETX embryo at day 4 stained for Sox17 (green), Oct4 (gray), and Cdx2 (red) (21/21).

(I) iETX embryo at day 3 stained for Otx2 (purple), Eomes (green), and DAPI (blue) (27/31). (F–H) n = 3 each; scale, 30 μ m. (I) n = 3; scale bar, 20 μ m.

(J) Lineage quantification in iETX embryos in comparison with E5.5 and ETX embryos. 15 iETX, n = 3; 10 ETX and 10 E5.5 embryos, n = 3; from (Sozen et al., 2018).

Error bars: SD. *p < 0.05, **p < 0.01, ****p < 0.0001, ns, nonsignificant.

See also Figure S2.

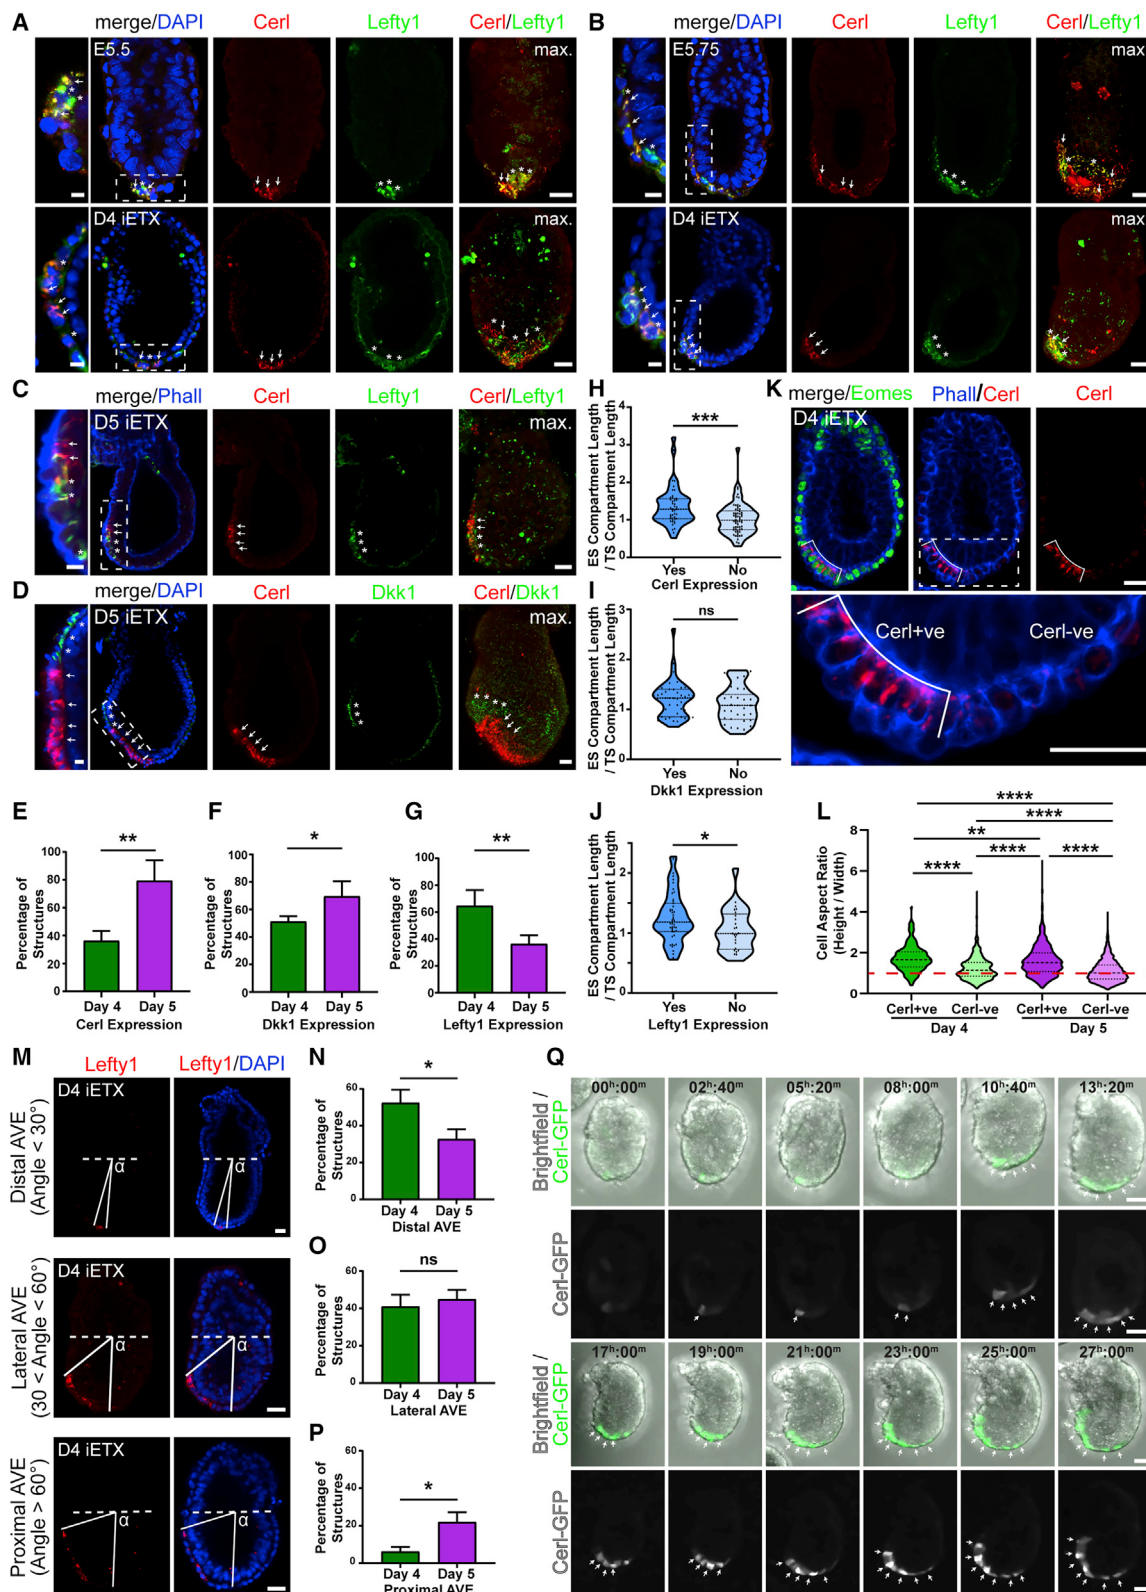

(legend on next page)

the iETX embryo's tip, the AVE began its migration until it reached the boundary with the TS compartment after an average of 18 h (Figures 3Q, S3D, and S3E; Videos S1 and S2), which is slower than AVE migration in the embryo (Stower and Srinivas, 2017).

Tracking the migration trajectories of individual Cerl-GFP cells showed they migrated directionally toward the proximal end of iETX embryos (Figure S3F; Videos S3 and S4), consistent with AVE migration in embryos. When compared with the speed of AVE cells in embryos ($0.23 \pm 0.07 \mu\text{m}/\text{min}$; mean $\pm$ SD) (Omelchenko et al., 2014), AVE in iETX embryos migrated at a similar albeit slightly reduced speed ($0.198 \pm 0.040 \mu\text{m}/\text{min}$, 26 cells from 7 iETX embryos). Immunofluorescence confirmed the asymmetric localization of the Cerl-GFP cells in the majority (26/36) of iETX embryos examined (Figures S3G and S3H). This is an important improvement over the ETX embryos, in which we could observe neither the Cerl and Dkk1 proteins nor the AVE migration.

iETX Embryos Specify Anterior and Posterior Domains

We next sought to determine whether the formation of the anterior domain was accompanied by the establishment of a posterior one. Embryos at E6.5 express Cerl and mesoderm marker Bry (Wilkinson et al., 1990; Tosic et al., 2019) on opposite sides (Figures 4A and S4A). iETX embryos displaying Bry on only one side of the ES compartment on the fifth day of development comprised 55% of the total Bry- and Cerl-expressing structures (Figures 4B and S4B, 38/69 structures). In this subset, 87% of iETX embryos expressed Cerl on the side opposite to Bry (Figures 4C and 4D), whereas in 13% of iETX embryos, Cerl was at the distal tip. Importantly, we could not observe any instance in which Cerl and Bry were expressed on the same side (Figures 4C and 4D). We examined the expression of two other anterior markers, Dkk1 and Lefty1, in relation to Eomes, which is expressed in the PS (Tosic et al., 2019) and in iETX embryos at day 5 (Figure S4C), which confirmed that formation of anterior

and posterior domains occur on opposite sides in 80%–90% (Cerl/Dkk1, 28/31; Cerl/Lefty1, 19/21) of the iETX embryos examined (Figures 4E–4H).

Formation of anterior and posterior domains on opposite sides was also conserved in iETX embryos expressing Bry around the ES/TS boundary (45%, 31/69) (Figure 4I). In most cases, one posterior domain was more expanded than the other, hence we considered the more expanded domain as the “true” posterior and the less expanded one as an ectopic posterior. In 50% of cases, the Cerl domain was on the side of the less expanded, ectopic posterior domain and opposite the large domain (Figures S4D and 4J); in only 8% of cases was the Cerl domain on the same side of the more expanded domain; in 7% of cases the posterior domains were equal and, thus, the position of the Cerl domain could not be assigned; and in 33% of the cases, the Cerl domain was distal (Figures S4D and 4J).

To determine whether the position and the size of the AVE could influence the likelihood that an iETX embryo would develop an ectopic posterior domain, we measured the angle of displacement of the Cerl domain away from the distal tip and toward the ES/TS boundary and the angle of extension of the Cerl domain. Structures without an ectopic Bry domain had a more extended Cerl domain, which was closer to the ES/TS boundary than structures with an ectopic Bry domain (Figures S4E and S4F). Location of the Lefty1 domain was not significantly different, but its extension was (Figures S4G and S4H). On the other hand, the Dkk1 domain was significantly closer to the ES/TS boundary in structures without ectopic Bry but the extension of the domain itself was no different (Figures S4I and S4J). These results suggest that the position and extension of the Cerl domain are important factors in preventing the expression of ectopic Bry in iETX embryos, whereas Lefty1 and Dkk1 may contribute to a lesser extent.

Out of the iETX embryos without Cerl, 65% displayed ectopic expression of Bry, suggesting that a subset of iETX embryos can break symmetry without Cerl (Figures S4K and S4L). Since a

Figure 3. iETX Embryos Form a Migrating Anterior VE (AVE)

(A and B) Wild-type embryos (top) at E5.5 (A) or E5.75 (B) and representative iETX embryo at day 4 (bottom) analyzed for Cerl (red, arrows), Lefty1 (green, asterisks), and DAPI (blue); max, maximum projection. Embryos: (A and B) 1 example each. iETX embryo: (A) 8/16 examples; (B) 8/16 examples, $n = 3$ each; scale bar, 20 μm .

(C and D) Representative iETX embryo at day 5 analyzed for Cerl (red, arrows), Lefty1 (C, green, asterisks), Dkk1 (D, green, asterisks), and DAPI or Phalloidin (blue). (C) 23/63 structures. (D) 46/73 structures, $n = 3$ each; max., maximum projection; scale bar, 30 μm . (A–D) Dashed rectangles are magnified on the left. Scale bar, 10 μm .

(E–G) Expression of Cerl (E), Dkk1 (F), and Lefty1 (G) at 4 and 5 days in iETX embryos (Cerl: 38/106 [day 4, $n = 3$] and 133/171 [day 5, $n = 4$]; Dkk1: 46/89 [day 4, $n = 5$] and 52/73 [day 5, $n = 3$]; and Lefty1: 58/89 [day 4, $n = 3$] and 32/87 [day 5, $n = 4$] structures). Error bars, SD.

(H–J) Plot of ES/TS length ratio of iETX embryos at day 4 with or without Cerl (H), Dkk1 (I), and Lefty1. (J) Cerl: yes, 38; no, 68; $n = 3$. Dkk1: yes, 43; no, 34 structures; $n = 5$. Lefty1: yes, 47; no, 25; $n = 3$.

(K) Representative iETX embryo at day 4 analyzed for Cerl (red), Phalloidin (blue) and Eomes (green). Rectangle below shows Cerl+ve and –ve domains. Scale bar, 30 μm .

(L) Cell aspect ratio quantification of the Cerl+ve and Cerl–ve domain in iETX embryos at days 4 and 5. Day 4 = 31 iETX embryos, $n = 3$. Cerl+ve group: 206 cells; Cerl–ve group: 779 cells. Day 5 = 128 iETX embryos, $n = 3$; Cerl+ve domain: 1,656 cells; Cerl–ve domain: 3,856 cells. In all violin plots, median and quartiles are shown. Line at 1 separates cuboidal/columnar shape ratio.

(M) iETX embryos at day 4 analyzed for Lefty1 (red) and DAPI (blue); the AVE angle was traced as the Lefty1+ve cell closest to the ES/TS boundary and the distal tip. Scale bar, 30 μm .

(N–P) iETX embryos at 4 and 5 days scored according to the position of the AVE: distal (N), lateral (O), and proximal (P) as described in (M). (N) day 4: 67/142 $n = 11$. day 5: 79/217 $n = 11$. (O) day 4: 63/142 $n = 11$. day 5: 93/217 $n = 11$. (P) day 4: 12/142 $n = 11$. day 5: 45/217 $n = 11$. Error bars: SEM.

(Q) Time-lapse stills of AVE formation and migration in a Cerl-GFP reporter iETX embryo filmed from day 3 of development. Top and third row: Cerl-GFP+ve cells are green, every other cell is gray. Second and bottom row: Cerl-GFP+ve cells in gray (arrows). For DVE induction, 34 structures, $n = 3$, 12/34: induction at the distal tip; 8/34: Cer-GFP was already present; 12/34: no GFP upregulation; 2/34: signal was not induced at the tip. For AVE migration, 32 structures, $n = 3$, 11/32: migration, 10/32: no migration. 11/32: no signal. Scale bar, 30 μm . * $p < 0.05$, ** $p < 0.01$, *** $p < 0.001$, **** $p < 0.0001$, ns, nonsignificant.

See also Figure S3.

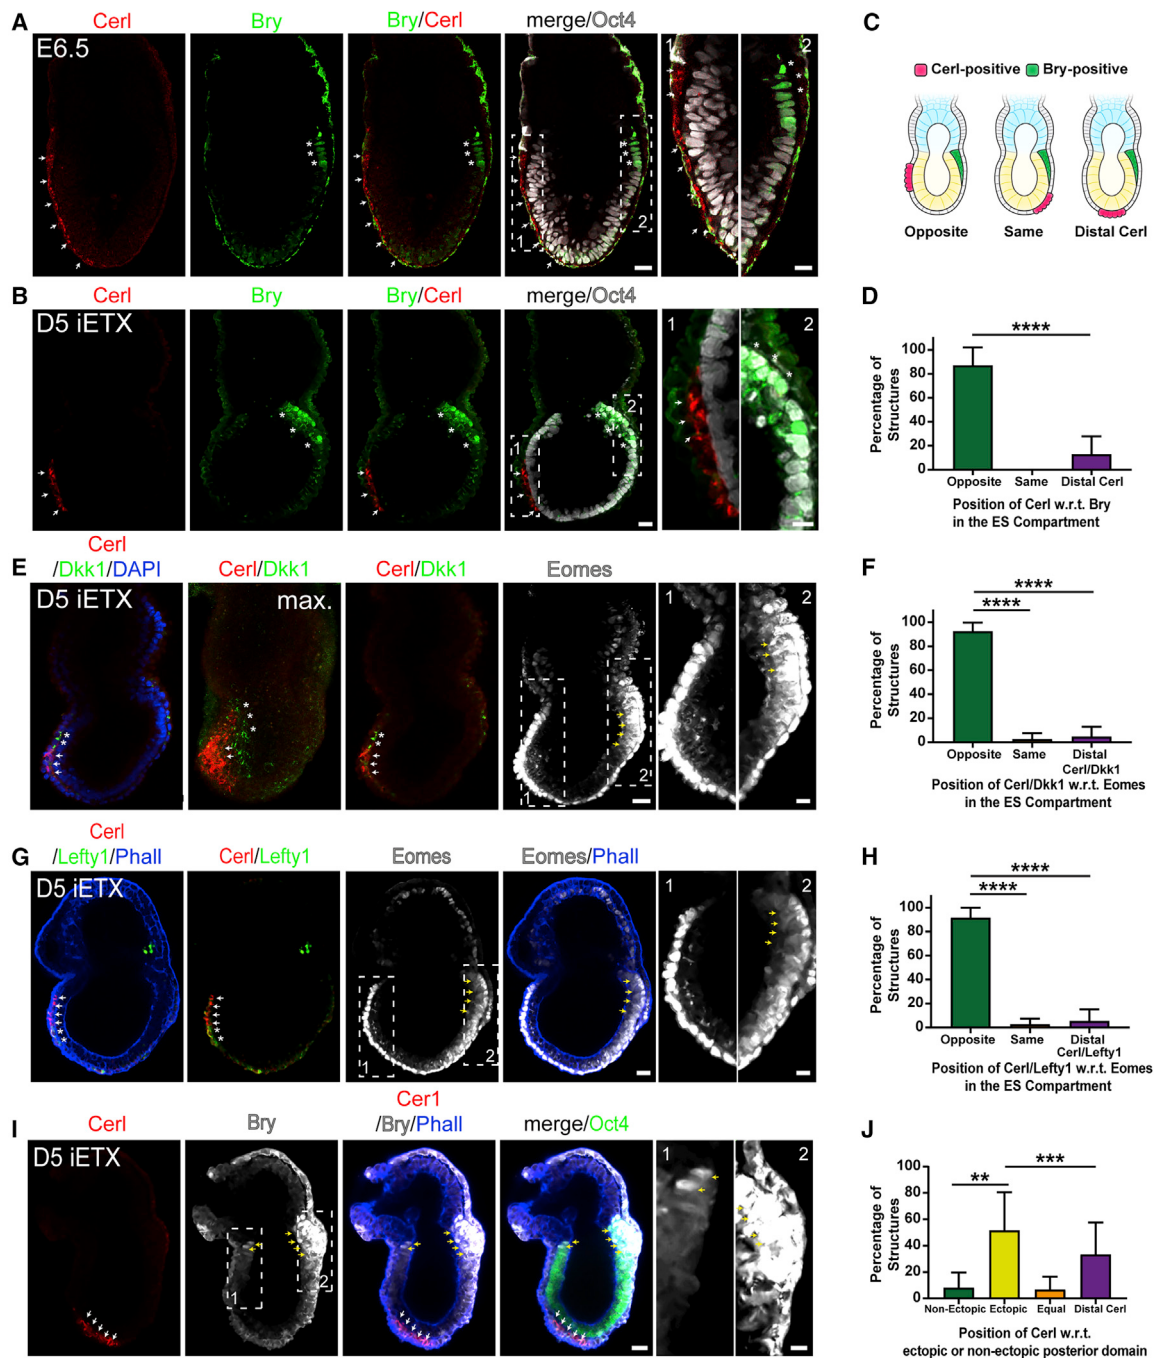

Figure 4. iETX Embryos Specify Anterior and Posterior Domains on Opposite Sides

(A) E6.5 embryo with Cerl (red, arrows), Bry (green, asterisks), and Oct4 (gray). Natural embryo: 2 examples.
 (B) iETX embryo at day 5 analyzed for Cerl (red, arrows), Bry (green, asterisks), and Oct4 (gray). iETX embryos: 38/69 structures, n = 4. Scale bar, 30 μ m.
 (C) Schematic of possible Bry/Cerl position combinations: opposite sides, same side, or Cerl is at the distal tip.
 (D) Scoring iETX embryos at day 5 of development according to (C). Opposite = 33 structures, same side = 0, distal = 4, n = 4.
 (E) iETX embryo at day 5 analyzed for Cerl (red, white arrows), Dkk1 (green, asterisk), Eomes (gray, yellow arrows), and DAPI (blue); max., maximum projection; 29/69, n = 3. Scale bar, 30 μ m.
 (F) Scoring iETX embryos at day 5 according to the position of Cerl+ve/Dkk1+ve domain in relation to Eomes. Opposite = 28, same side = 1, distal = 2, n = 3.
 (G) Same as (E) but with Lefty1 (green, asterisks) and Phalloidin (blue). 18/54 examples, n = 3. Scale bar, 30 μ m.
 (H) Same as (F) but with Cerl/Lefty1 in relation to Eomes. Opposite = 19, same side = 1, distal = 1, n = 3.
 (I) Representative iETX embryo at day 5 with ectopic Bry and analyzed for Cerl (red, white arrows), Bry (gray, yellow arrows), Oct4 (green), and Phalloidin (blue). Scale bar, 30 μ m. 11/31, n = 4.

(legend continued on next page)

decrease in Nodal levels can rescue ectopic Bry expression in the absence of AVE (Perea-Gomez et al., 2002), we tested whether altering Nodal signaling levels can affect mesoderm formation. Culturing iETX embryos from day 4 to day 5 in Nodal inhibitor completely abrogated expression of Bry and Eomes (Figures S4M and S4N) in agreement with what was reported in natural embryos (Brennan et al., 2001). These results indicate that establishment of anterior and posterior domains occurs on opposite sides of the ES compartment in iETX embryos and Nodal is involved in this process as in natural embryos.

iETX Embryos Undergo Epithelial-to-Mesenchymal Transition and Gastrulation

Having observed robust formation of anterior and posterior domains in the iETX embryo, we wished to determine whether the posterior side could also establish a PS to undertake gastrulation. Gastrulation is evident in embryos at E6.75 when Bry-positive cells near the EPI/ExE boundary undergo the epithelial-to-mesenchymal transition (EMT) and egress to form a mesoderm layer between the EPI and the VE. We found that iETX embryos also developed Bry-expressing cells between the ES compartment and the VE-like layer between days 5 and 6 (Figures 5A–5C) but not on the opposite side of the structure where Cerl was expressed.

To understand the dynamics of this process, we performed time-lapse imaging of iETX embryos from day 4 (Figures 5D and S5A; Video S5). At the onset of imaging, cells on all sides of the GFP-expressing ES compartment were epithelial and columnar, but at 13 h, the cells on one side of the ES and TS compartment boundary began to change their shape from columnar to rounded and positioned themselves between the ES compartment and the VE-like layer (Figure 5D). Between 13 and 16 h, the layer formed by the egressing cells had almost extended to the distal tip, similar to PS formation in embryos (Arnold and Robertson, 2009). Throughout this process, the opposite, putative anterior side remained epithelial and did not undergo EMT. PS extension continued until 27 h, with the streak reaching the distal tip of the iETX embryo (Figure 5D). During gastrulation, the thickness of the posterior side progressively increased relative to the anterior side, which remained constant and the streak steadily increased in length (Figures 5E and 5F).

On day 6, iETX embryos showed a large, Bry-positive domain on the side of the ES compartment undertaking gastrulation (Figure 5G). In most of the structures examined, 40% of Bry-positive cells expressed N-cadherin (Figure S5B), and there was downregulation of laminin in the basement membrane at the point of EMT, in contrast to other parts of the iETX embryo not undergoing EMT (Figures 5G and S5C). Egressed cells were Bry-positive and expressed laminin; formation of a laminin layer could be detected between the mesoderm and the VE-like layer (Figure 5G). The PS of iETX embryos expressed higher levels of Bry (Figure 5H), which was accompanied by downregulation of E-cadherin and upregulation of N-cadherin (Figure 5H). Finally, egressed cells co-expressed Bry and the EMT marker Snail (Fig-

ure 5I), suggesting that gastrulation in iETX embryos follows the same process as the natural embryo (Ramkumar et al., 2016; Punovuori et al., 2019; Kyprianou et al., 2020). Based on Snail-YFP expression, 64% of the structures were undergoing EMT at day 5 (27/42, see also Figure S5D).

Gastrulation sees not only the formation of embryonic mesoderm but also the proximal migration of mesodermal cells to form extra-embryonic mesoderm (Sutherland, 2016; Saykali et al., 2019). In 45% of day 5 iETX embryos undergoing EMT, Bry/Oct4-expressing cells were observed between the VE-like layer and the TS compartment (Figures S5E and S5F) and either formed patches above the ES/TS boundary or were arranged as a line of cells between the TS compartment and the VE-like layer overlaying the TS compartment (Figure S5F, orange asterisks). In 20% of the examined iETX embryos, Bry was co-expressed with Runx1, which marks extra-embryonic mesoderm cells committing to the hematopoietic lineage (Tanaka et al., 2014) (Figure S5G). This represents an important improvement over ETX embryos, in which we did not observe formation of extra-embryonic mesoderm.

iETX Embryos Generate Heterogeneity in the Primitive Streak and Form Definitive Endoderm

During gastrulation, the developing streak generates multiple mesodermal and endodermal cell types required for subsequent development and secretes Cerl, Lefty1, and Dkk1 (Robb and Tam, 2004) leading us to ask whether similar changes take place in gastrulating iETX embryos. Analysis of gastrulating iETX embryos at day 5 indicated that, similar to natural embryos (Figures 6A, 6C, and 6E), we identified expression of Cerl, Dkk1, and Lefty1 in the AVE and also in the developing PS (Figures 6B, 6D, and 6F). Posterior expression of Cerl, Lefty1, and Dkk1, respectively, was present in 51% (17/33), 79% (27/34), and 37% (21/56) of the examined iETX embryos, indicating gastrulation processes further than in ETX embryos.

We also observed co-expression of Bry and FoxA2 at day 6 in the distal part of the PS (71%, 37/52) similar to E7.5 natural embryos (Figures 6G and 6H), which is indicative of axial mesoderm formation, and FoxA2 and Sox17 expression, indicative of definitive endoderm (Figures 6I and 6J) (Nowotschin et al., 2019). Bry and Sox17 were co-expressed in the ES compartment, suggesting that a subset of cells express mesodermal markers before acquiring definitive endoderm identity (Figure S6A), similar to the embryo (Nowotschin et al., 2019).

We could not determine whether expression of neuroectoderm markers would occur, because after day 6, iETX embryos became dark and lost their cylindrical appearance, suggesting that 6 days of culture is the current limit for our system. Developmental milestones of iETX embryos are presented in Figure S6B and Table S1.

To understand further the developmental potential of iETX embryos, we performed inDrop single-cell RNA sequencing on iETX embryos and ETX embryos at day 4 and compared them with embryos at E4.5 (GEO: GSE134240, Sozen et al., 2019), E5.5,

(J) Scoring iETX embryo at 5 days according to the position of Cerl in relation to the posterior domain (Bry or Eomes) as described in Figure S4D. Non-ectopic = 5, ectopic = 28, equal sides = 3, distal Cerl = 25, n = 8. (A, B, E, G, and I) Dashed rectangles are magnified on the right. Scale bar, 10 μ m. (D, F, H, J) Error bars, SD. **p < 0.01, ***p < 0.001, ****p < 0.0001. See also Figure S4.

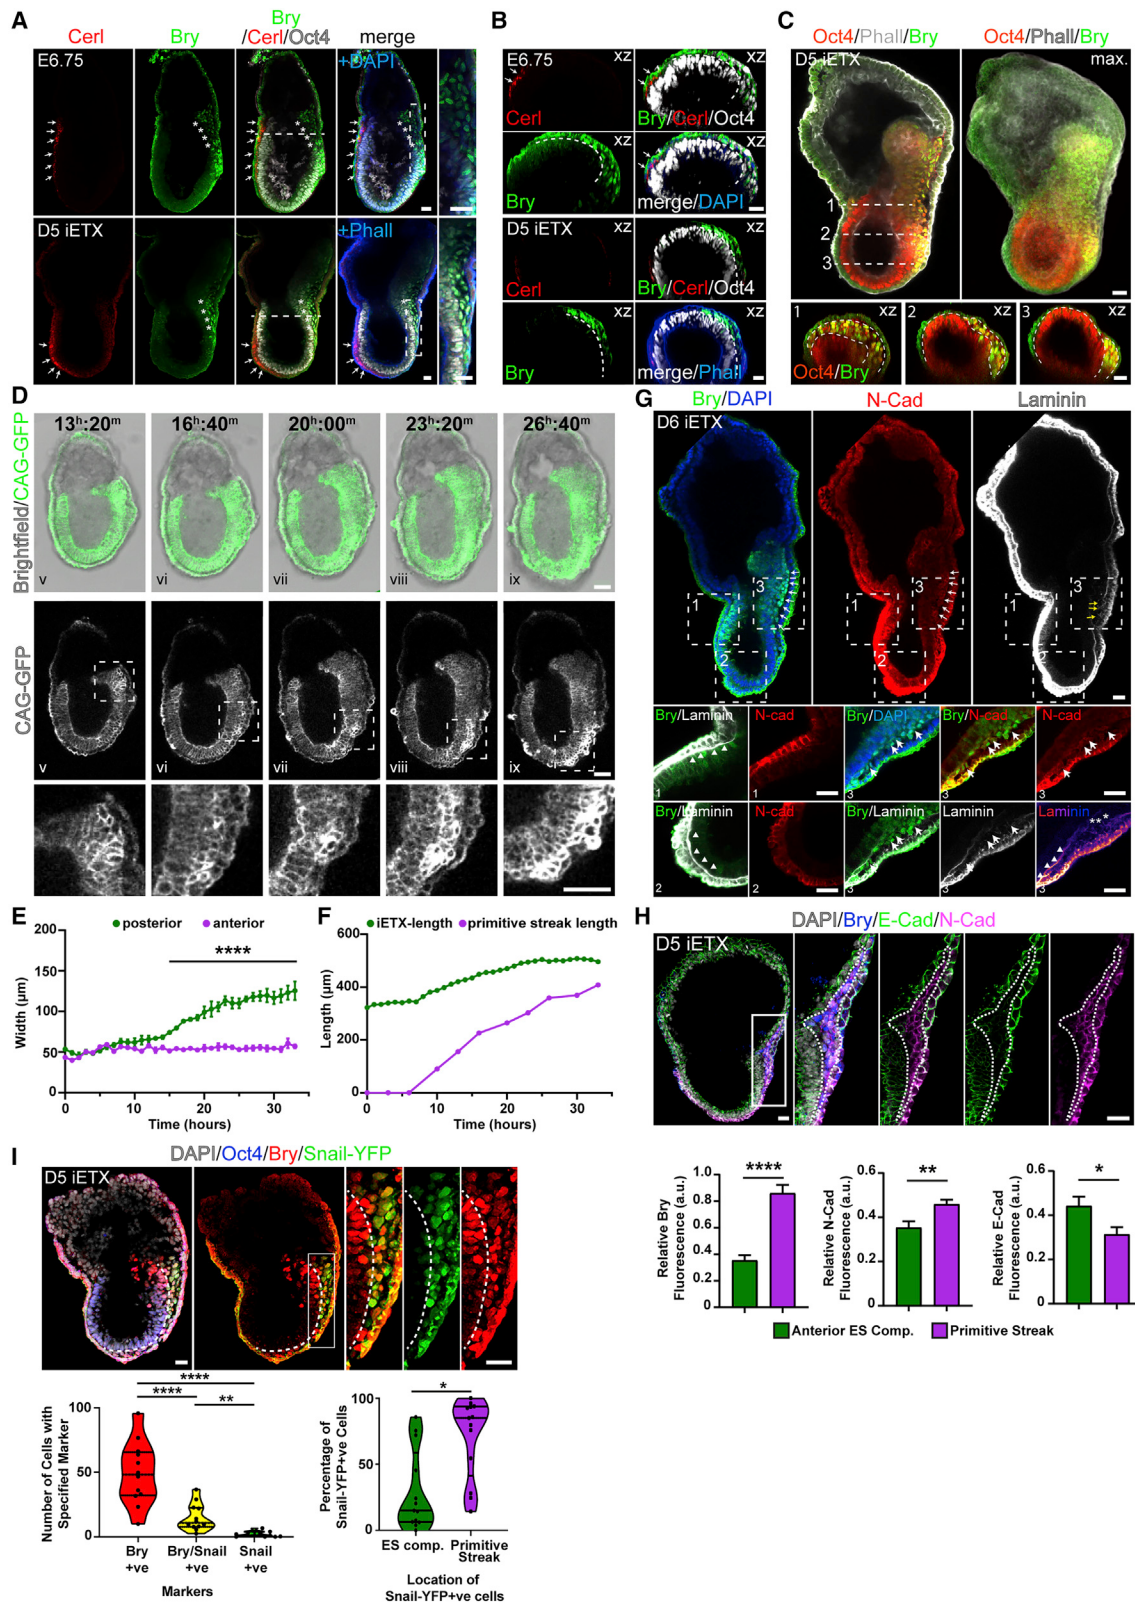

Figure 5. iETX Embryos Undergo EMT and Gastrulation at Day 5

(A) (Top) E6.75 mouse embryo (1 example) and (bottom) iETX embryo at day 5 (21/31 examples, $n = 3$) analyzed for Cerl (red, arrows), Bry (green, asterisks), Oct4 (gray), and DAPI (embryo, blue) or Phalloidin (iETX embryo, blue). Rectangles are on the right. Scale bar, 30 μm .

(legend continued on next page)

and E6.5 (Figure 7A). Pearson correlation coefficients between all samples indicated that iETX embryos were most similar to E5.5 natural embryos (Figure 7B). We subdivided the natural and ETX/iETX embryos into their constitutive lineages and observed that all TS cells clustered with ExE derivatives and all ESCs clustered with EPI derivatives, irrespective of whether they originated from ETX or iETX embryos. On the other hand, VE, XEN layer, and VE-like layer correlated less. The XEN layer showed some similarity with the PrEn of the E4.5 embryo but correlated little with E5.5 and E6.5 VE; the VE-like layer of iETX embryos showed similarities to E4.5 PrEn and to the VE at E6.5 but was most similar to E5.5 VE. This suggests that tetOG4 ESCs may generate an endodermal layer more similar to VE (Figure 7C).

To identify specific cell subpopulations in this dataset, gene signatures (Figure S7A) and Leiden clustering were utilized for further classifications. The ExE cluster cells were divided into ExE or differentiating ExE based on reciprocal expression of the TS marker *Cdx2* and differentiation marker *Gata2*, and we also observed these signatures in the TS compartment. The EPI cluster expressed the primed pluripotency marker *Otx2*; the E6.5 EPI could be subdivided into nascent mesoderm, based on *Mesp1* expression, or into a PS subpopulation, based on *Eomes* and *Nanog* (Saga et al., 1996; Pijuan-Sala et al., 2019). Nascent mesoderm and PS signatures were already present in the ES compartment, suggesting that it is primed for gastrulation and may be at a more advanced stage than the E5.5 EPI. Nevertheless, expression of the EMT marker *Snail1* mostly in the E6.5 EPI and not in the ES compartment confirmed that EMT in iETX embryos does not occur until day 5. The VE cluster was initially identified by *Gata4* expression and then subdivided into parietal endoderm based on *LamB1* expression, in embryonic VE based on *Otx2*/*Eomes* expression, and cells that were *Gata4*-positive, but *LamB1*/*Otx2*/*Eomes*-negative were classified as extra-embryonic VE. Within the embryonic VE cluster, we identified cells expressing *Cer1*, *Lefty1*, *Hhex*, and *Dkk1*, indicating the AVE. In iETX embryos, AVE-like cells expressed *Dkk1*, *Lefty1*, and *Hhex1* but low *Cer1*, suggesting an earlier stage of AVE development, more similar to E5.25 (Hoshino et al., 2015). We could

detect an additional, small subpopulation of cells expressing *Hhex*, *Lefty1*, and low *Otx2*, similar to the expression of these markers in the E4.5 PrEn (Hoshino et al., 2015), we termed these “early VE-like layer” (Figure 7D).

With these classifications, TS cells from ETX and iETX embryos clustered together with ExE as a group, although differentiating TS cells were most different from ExE at E5.5 and E6.5. ESCs from the ETX and iETX embryos clustered together with EPI. Subdivision of the endodermal lineages into these subpopulations shed further light on the relationship between the XEN layer, the VE-like layer, and the VE. The XEN layer samples were most similar to the parietal endoderm of embryos. By contrast, the VE-like layer correlated with the VE and differed from E5.5 and E6.5 parietal endoderm. This suggests that while induced ESCs are not identical to the natural VE, they are a marked improvement over standard XEN cells in recapitulating the natural gene-expression signature (Figure 7E).

Differential gene-expression analysis using Wilcoxon rank sum test between the VE-like layer and the VE indicated that 25 genes were downregulated and 71 genes were expressed at higher levels in the VE-like layer of iETX embryos in comparison with the VE (Figure 7F). Genes with higher expression in iETX embryos included *Smad2*, *Wnt11*, and *Id3*, suggesting differences in *Nodal*, *Wnt*, and *Bmp* signaling, and *Igfbp2*, which may indicate differences in metabolic pathways. Comparison of the VE-like layer to the XEN layer (Figure 7G) revealed that the former expressed several regulators of AVE and embryonic VE formation, including *Hhex*, *Hexs1*, *Gsc*, *Lhx1*, and *Afp*. Consistent with our previous observations, we also detected *Eomes*, *Lefty1*, and *Dkk1*. The VE-like layer expressed a higher level of *Nodal* than the XEN layer. Gene ontology analysis of the genes upregulated in the VE-like layer of iETX embryos also indicated the presence of regulators of the *Wnt* pathway (Figures S7B–S7E; Table S2). Comparison of the VE with the XEN layer of ETX embryos showed differences in the same genes identified when we compared the VE-like layer with the XEN layer (Figures S7F–S7H), once again indicating the high degree of similarity between VE and VE-like layer. In summary, the VE-like layer of iETX embryos expresses a number of

(B) Orthogonal sections along the dashed lines in (A) to show mesodermal wings. Markers are same as (A). Scale bar, 30 μ m.

(C) iETX embryo at 5 days of development analyzed for *Bry* (green), *Oct4* (red), and Phalloidin (gray). Orthogonal sections in the xz from indicated dashed lines are at the bottom (1, 2, 3) to highlight mesodermal wings and EMT in the structure (28 examples, $n = 3$). Scale bar, 30 μ m.

(D) Time-lapse stills of an iETX embryo imaged from day 4 to day 5. Top row: TS cells are in gray, wild-type CAG-GFP and induced CAG-tetOG4 are in green. Center row: CAG-GFP cells are displayed in gray. Dashed squares are magnified at the bottom and highlight the prospective posterior side. 6/13 structures with comparable EMT, $n = 3$. Scale bar, 50 μ m.

(E) Measurement of the thickness of the anterior, nongastrulating side (purple dots), and the posterior, gastrulating side (green dots) over time in the iETX embryo in (D). Error bars, SD.

(F) Measurement of iETX embryo length (green dots) and extending PS length over time for the iETX embryo in (D).

(G) iETX embryo at day 6 analyzed for *Bry* (green), *N-Cad* (red), *laminin* (gray), and DAPI (blue). PS (white arrows) and breached basement membrane (yellow arrows) at the posterior are highlighted. Squares below highlight (3) the gastrulating posterior, analyzed with *Bry* (green), *N-Cad* (red) and *laminin* (gray), and *laminin* (fire). Arrows: *Bry*/*N-Cad*+ve cells undergoing EMT; arrowheads: intact *laminin*; asterisks: ruptured *laminin* tract. Panels (1) and (2) show anterior and distal tip without *N-Cad* and with intact *laminin* tract (arrowheads). 21/24 examples, $n = 4$. Scale bar, 30 μ m.

(H) iETX embryo at day 5 analyzed for DAPI (gray), *Bry* (blue), *E-Cad* (green), and *N-Cad* (magenta); rectangle is shown on the right. Scale bar, 30 μ m. Below, quantification of *Bry*, *E-Cad*, and *N-Cad* expression in the anterior EPI and PS. Mean fluorescent intensities of the markers were normalized to DAPI intensity. 20 examples, $n = 3$. Error bars, SEM.

(I) iETX embryo at day 5 generated with a *Snail*-YFP reporter line and analyzed for DAPI (gray), *Oct4* (blue), *Bry* (red), and *Snail*-YFP (green, α GFP). Dashed line marks the PS. White rectangle is on the right. Scale bar, 30 μ m. 27/42, $n = 3$. Bottom, left: quantification of *Bry*+ve, *Snail*/*Bry*+ve, and *Snail*+ve cells in iETX embryos. Each dot is an iETX embryo. Bottom, right: percentage of *Snail*+ve cells found in the ES comp. or PS. Each dot is an iETX embryo, 13 examples, $n = 3$. In all violin plots, median and quartiles are shown. * $p < 0.05$, ** $p < 0.01$, **** $p < 0.0001$, ns, nonsignificant.

See also Figure S5.

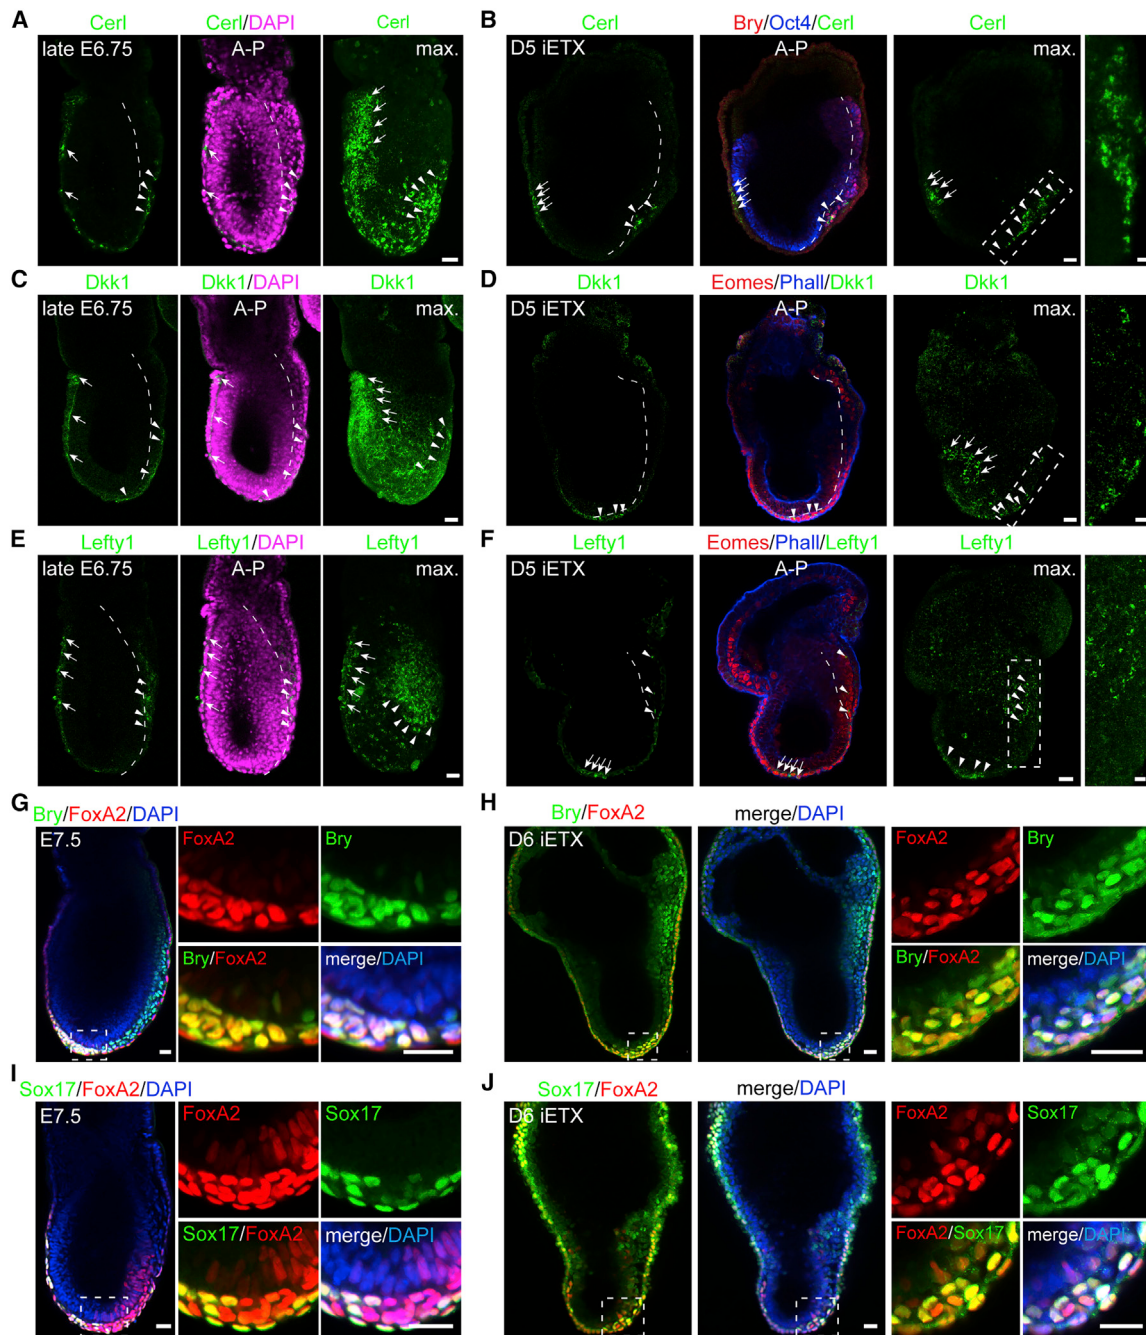

Figure 6. iETX Embryos Generate Heterogeneity in the Primitive Streak and Form Definitive Endoderm

(A, C, and E) Natural embryos at late E6.75 analyzed for DAPI (magenta) and (A) Cerl (green), (C) Dkk1 (green), and (E) Lefty1 (green). The maximum projection of Cerl, Dkk1, and Lefty1 is in the right panels. Dashed line marks the PS. (Cerl, Dkk1, and Lefty1: 3 embryo examples each) Scale bar, 30 μ m.

(B, D, and F) iETX embryos collected at 5 days of development and analyzed for (B) Bry (red), (D and F) Eomes (red) and (B) Cerl (green), (D) Dkk1 (green), and (F) Lefty1 (green). (B) Oct4 (blue), and (D and F) Phalloidin (blue). Cerl, Dkk1, and Lefty1 maximum projection is in the right panels. Dashed rectangles are magnified on the right. (Cerl: 17/33, n = 3; Dkk1: 21/56, n = 3; Lefty1: 27/34, n = 3) (A–F): white arrows indicate the AVE and white arrowheads posterior expression of the AVE marker; (A–P) indicates the anterior-posterior axis. Scale bar, 30 μ m. Cerl, Lefty1 and Dkk1 in these panels were visualized using Alexa-568 or Alexa-647 secondary. Dashed rectangles scale bar, 10 μ m.

(G and H) E7.5 mouse embryo (G) and iETX embryo at day 6 of development (H) analyzed for FoxA2 (red), Bry (green), and DAPI (blue); dashed squares are magnified on the right (Embryo: 2 examples; iETX embryo: correct patterning: 45/52; extended streak: 37/52, n = 6). Scale bar, 30 μ m.

(I and J) E7.5 mouse embryo (I) and iETX embryo at day 6 of development (J) analyzed for FoxA2 (red), Sox17 (green), and DAPI (blue); dashed squares are on the right (Embryo: 3 examples; iETX embryo: extended streak with Sox17/FoxA2 in 17/31 examples, n = 3). Scale bar, 30 μ m.

See also Figure S6 and Table S1.

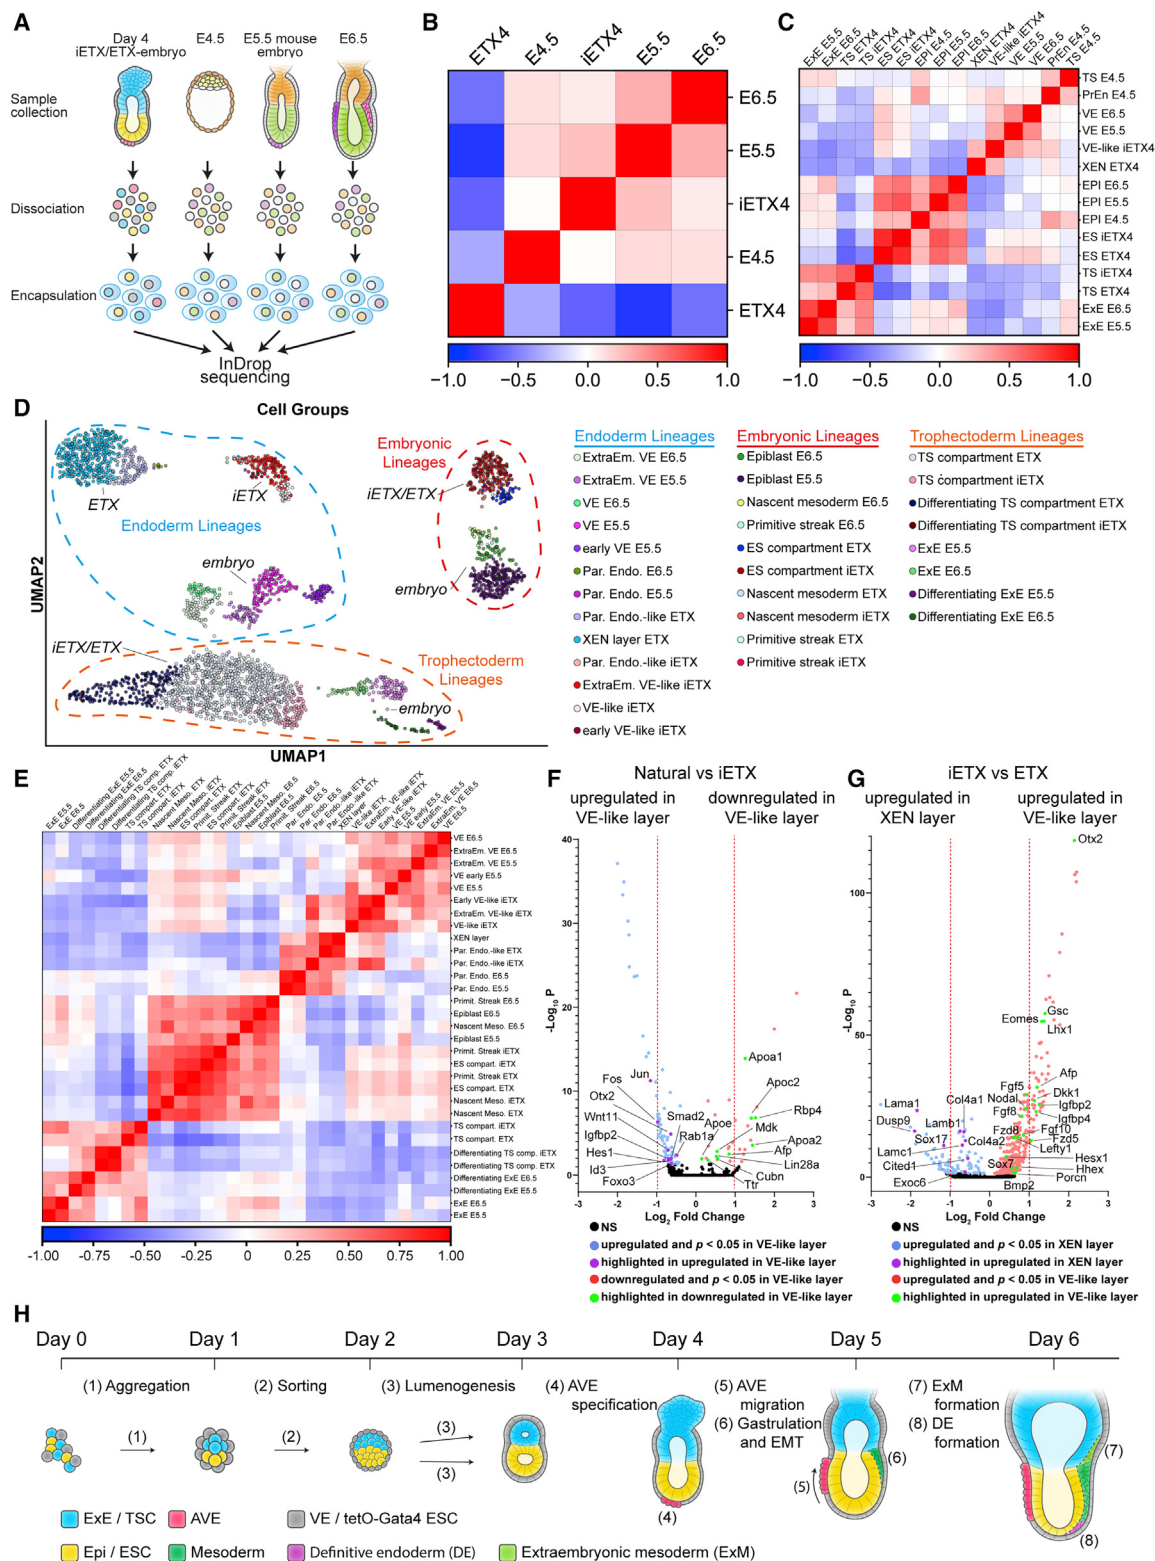

Figure 7. The VE-like Layer Formed by CAG-tetOG4 ES Cells Is More Similar to Natural VE

(A) Schematic of inDrop sequencing.

(B) Global correlation matrix of natural embryos (E4.5, E5.5, and E6.5) and ETX and iETX embryos (day 4).

(legend continued on next page)

crucial regulators of VE identity, AVE specification, as well as factors regulating mesoderm formation and gastrulation, which could increase the developmental potential of iETX embryos (Figure 7H).

DISCUSSION

Stem cell models of embryo development hold the promise to streamline the study of uncharacterized genes, novel drugs, and developmental pathways because of their modular design and ease of separately manipulating each compartment (Brasard and Lutolf, 2019). Here, we have developed a model of mouse embryo development using iETX embryos, which builds upon, and significantly improves, our previously reported ETX embryos (Sozen et al., 2018).

Morphologically, iETX embryos are very similar at days 4 and 5 to natural embryos at E5.5 and E6.5 and express the canonical markers of post-implantation development at these stages. Importantly, iETX embryos can induce formation of AVE, as indicated by the expression of *Cer1*, *Lefty1*, and *Dkk1*, and this AVE is able to migrate asymmetrically toward the boundary of ES- and TS-derived compartments. Anterior and posterior domains are specified on opposite sides and the embryo-like structure then undertakes gastrulation with formation of embryonic and extra-embryonic mesoderm and definitive endoderm. These processes occur reproducibly in the great majority of the structures examined and make this a valuable system to study AVE induction and gastrulation *in vitro*.

At a technical level, iETX embryos are easier to generate because they grow in standard, nonconditioned tissue-culture media and do not require the establishment of novel XEN lines, but existing ES lines can be modified for this assay. Our single-cell sequencing data show that replacing XEN cells with tetOG4 ESCs is beneficial because they make a VE-like layer, which is more similar to the natural VE and expresses several regulators of AVE development, potentially accounting for the broader developmental potential of iETX embryos.

Limitations

One current limitation is the observed downregulation of *Lefty1* at day 5. Since *Lefty1* is a direct Nodal target (Takaoka et al., 2017), this may mean that Nodal signaling is not sustained enough at that point. Our data also suggest that expression of *Cer1*, *Lefty1*, and *Dkk1* in the AVE may be differentially regulated, but this needs to be tested in the future. Second, when the AVE is

not positioned correctly, posteriorizing signals from the TS compartment induce mesoderm formation on both sides of the ES compartment. One of the two sides is consistently more advanced than the other, suggesting that even incomplete migration of the AVE is sufficient to set up an asymmetry that favors one posterior domain over the other. Finally, iETX embryos cannot be cultured beyond 6 days; thus, improved culture conditions will be needed to test their developmental potential further.

We conclude that the state of the VE precursor cells plays a considerable part in defining the extent of development of synthetic embryo structures. Here, by expressing *Gata4* in ESCs, we generate VE-like cells that are able to undertake considerably more extensive AVE development and PS formation at gastrulation in iETX embryos and, therefore, provide a better building block for these post-implantation structures. We show that this is a consequence of the greater similarity of these cells to natural VE than XEN cells, since they express important regulators of VE as well as crucial regulators of mesoderm formation and gastrulation. These different genetic signatures can account for the different developmental potential of these two stem-cell-based systems.

STAR★METHODS

Detailed methods are provided in the online version of this paper and include the following:

- KEY RESOURCES TABLE
- RESOURCE AVAILABILITY
  - Materials Availability
  - Data and Code Availability
- EXPERIMENTAL MODEL AND SUBJECT DETAILS
  - Cell Lines and Culture Conditions
  - Mouse Model
- METHOD DETAILS
  - Formation of ES Cell Aggregates and iETX embryos
  - Chimera
  - Nodal Inhibitory Treatment
  - Live Imaging
  - Plasmids and Transfection
  - RNA Extraction and qRT-PCR
  - Immunofluorescence
  - scRNA-seq Sample Preparation and Dissociation

(C) Correlation matrix with the same samples in (B) subdivided according to their lineage. Natural samples: EPI, ExE, VE, and PrEn; ETX embryos: embryonic stem cell compartment (ES comp), trophoblast stem cell compartment (TS comp), extra-embryonic endoderm stem cell layer (XEN layer), and tetOG4 cell-derived layer (VE-like layer).

(D) Single-cell sequencing UMAP and sample separation in subpopulations based on sample type (natural versus ETX), age (E5.5, E6.5, and day 4) and developmental stage. Developmental stage classification was based on leiden clusters and the markers in Figure S7A.

(E) Correlation matrix of the single-cell subpopulations in (D).

(F and G) Volcano plot of genes downregulated or upregulated in the VE-like layer of iETX embryos versus natural VE (F) or of genes upregulated in the VE-like layer of iETX embryos versus upregulated in the XEN layer of ETX embryos (G).

(H) Summary: Dox-treated, induced tetOG4 ESCs combined with wild-type ES and TS cells aggregate and sort to generate structures organized into discrete ES and TS compartments surrounded by a VE-like layer, called induced ETX embryos. iETX embryos open a lumen between day 2 and day 3 and establish the AVE at day 4, which then migrates between day 4 and day 5 to establish the anterior domain. On the opposite side at day 5, *Bry* and *Eomes* expression in the ES compartment indicates formation of the posterior domain. On day 5 and onward, the posterior domain undergoes EMT and gastrulation, forming embryonic and extra-embryonic mesoderm and definitive endoderm.

See also Figure 7; Table S2.

- scRNA-seq Library Preparation and Sequencing
- **QUANTIFICATION AND STATISTICAL ANALYSIS**
  - Inclusion Criteria of iETX embryos
  - iETX embryo Cell Lineage Quantification
  - Image Acquisition, Processing and Analysis
  - Tracking of AVE Migration
  - Quantification of Cer1-GFP Fluorescence
  - scRNA-seq Bioinformatic Analysis
  - Gene Ontology
  - Statistics

SUPPLEMENTAL INFORMATION

Supplemental Information can be found online at <https://doi.org/10.1016/j.devcel.2020.12.004>.

ACKNOWLEDGMENTS

We thank Marta Shahbazi, Neophytos Christodoulou, and David Glover for their advice and the members of the MZG laboratory for their feedback and encouragement. This work was supported by a European Research Council Grant (RG77946), Wellcome Trust (207415/Z/17/Z), Open Philanthropy, Shurl and Kay Curci, and Weston Havens Foundations grants awarded to M.Z.G.; K.Y.C.L. is supported by the Croucher Foundation and Cambridge Trust. F.H. is supported by a European Research Council Grant (695669) and Wellcome Trust (WT108438/C/15/Z). J.D.J. is supported by the Biotechnology and Biological Sciences Research Council.

AUTHOR CONTRIBUTIONS

G.A. conceived the study and performed the work with the help of K.Y.C.L., C.W.G., C.C., and B.S. J.D.J. performed the single-cell sequencing analysis. F.H. supervised the single-cell sequencing analysis. M.Z. performed the chimera experiments. C.K. contributed to the live imaging. The study was supervised by M.Z.G. G.A. and M.Z.G. wrote the paper, with the help of K.Y.C.L., C.W.G., and J.D.J.

DECLARATION OF INTERESTS

The authors declare no competing interests.

Received: May 26, 2020

Revised: October 26, 2020

Accepted: December 4, 2020

Published: December 29, 2020

REFERENCES

- Andrews, S. (2010). FastQC: a quality control tool for high throughput sequence data. <https://www.bioinformatics.babraham.ac.uk/projects/fastqc/>.
- Arnold, S.J., and Robertson, E.J. (2009). Making a commitment: cell lineage allocation and axis patterning in the early mouse embryo. *Nat. Rev. Mol. Cell Biol.* 10, 91–103.
- Bedzhov, I., Leung, C.Y., Bialecka, M., and Zernicka-Goetz, M. (2014). In vitro culture of mouse blastocysts beyond the implantation stages. *Nat. Protoc.* 9, 2732–2739.
- Bedzhov, I., and Zernicka-Goetz, M. (2014). Self-organizing properties of mouse pluripotent cells initiate morphogenesis upon implantation. *Cell* 156, 1032–1044.
- Boroviak, T., Loos, R., Bertone, P., Smith, A., and Nichols, J. (2014). The ability of inner-cell mass cells to self-renew as embryonic stem cells is acquired upon epiblast specification. *Nat. Cell Biol.* 16, 516–528.
- Boulanger, J., Kervrann, C., Bouthemy, P., Elbau, P., Sibarita, J.B., and Salameo, J. (2010). Patch-based nonlocal functional for denoising fluorescence microscopy image sequences. *IEEE Trans. Med. Imaging* 29, 442–454.

- Brassard, J.A., and Lutolf, M.P. (2019). Engineering stem cell self-organization to build better organoids. *Cell Stem Cell* 24, 860–876.
- Brennan, J., Lu, C.C., Norris, D.P., Rodriguez, T.A., Beddington, R.S.P., and Robertson, E.J. (2001). Nodal signaling in the epiblast patterns the early mouse embryo. *Nature* 411, 965–969.
- Briggs, J.A., Weinreb, C., Wagner, D.E., Megason, S., Peshkin, L., Kirschner, M.W., and Klein, A.M. (2018). The dynamics of gene expression in vertebrate embryogenesis at single-cell resolution. *Science* 360, eaar5780.
- Bylund, M., Andersson, E., Novitsch, B.G., and Muhr, J. (2003). Vertebrate neurogenesis is counteracted by Sox1-3 activity. *Nat. Neurosci.* 6, 1162–1168.
- Christodoulou, N., Kyprianou, C., Weberling, A., Wang, R., Cui, G., Peng, G., Jing, N., and Zernicka-Goetz, M. (2018). Sequential formation and resolution of multiple rosettes drive embryo remodelling after implantation. *Nat. Cell Biol.* 20, 1278–1289.
- Christodoulou, N., Weberling, A., Strathdee, D., Anderson, K.I., Timpson, P., and Zernicka-Goetz, M. (2019). Morphogenesis of extra embryonic tissues directs the remodelling of the mouse embryo at implantation. *Nat. Commun.* 10, 3557.
- Egli, D., Rosains, J., Birkhoff, G., and Eggan, K. (2007). Developmental reprogramming after chromosome transfer into mitotic mouse zygotes. *Nature* 447, 679–685.
- Evans, M.J., and Kaufman, M.H. (1981). Establishment in culture of pluripotent cells from mouse embryos. *Nature* 292, 154–156.
- Hoshino, H., Shioi, G., and Aizawa, S. (2015). AVE protein expression and visceral endoderm cell behavior during anterior-posterior axis formation in mouse embryos: asymmetry in OTX2 and DKK1 expression. *Dev. Biol.* 402, 175–191.
- Huang, da W., Sherman, B.T., and Lempicki, R.A. (2009a). Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. *Nat. Protoc.* 4, 44–57.
- Huang, da W., Sherman, B.T., and Lempicki, R.A. (2009b). Bioinformatics enrichment tools: paths toward the comprehensive functional analysis of large gene lists. *Nucleic Acids Res.* 37, 1–13.
- Kan, L., Israsena, N., Zhang, Z., Hu, M., Zhao, L.R., Jalali, A., Sahni, V., and Kessler, J.A. (2004). Sox1 acts through multiple independent pathways to promote neurogenesis. *Dev. Biol.* 269, 580–594.
- Klein, A.M., Mazutis, L., Akartuna, I., Tallapragada, N., Veres, A., Li, V., Peshkin, L., Weitz, D.A., and Kirschner, M.W. (2015). Droplet barcoding for single-cell transcriptomics applied to embryonic stem cells. *Cell* 161, 1187–1201.
- Kunath, T., Arnaud, D., Uy, G.D., Okamoto, I., Chureau, C., Yamanaka, Y., Heard, E., Gardner, R.L., Avner, P., and Rossant, J. (2005). Imprinted X-inactivation in extra embryonic endoderm cell lines from mouse blastocysts. *Development* 132, 1649–1661.
- Kyprianou, C., Christodoulou, N., Hamilton, R.S., Nahaboo, W., Boomgaard, D.S., Amadei, G., Migeotte, I., and Zernicka-Goetz, M. (2020). Basement membrane remodelling regulates mouse embryogenesis. *Nature* 582, 253–258.
- Lacaud, G., Keller, G., and Kouskoff, V. (2004). Tracking mesoderm formation and specification to the hemangioblast in vitro. *Trends Cardiovasc. Med.* 14, 314–317.
- Lalit, P.A., Salick, M.R., Nelson, D.O., Squirrell, J.M., Shafer, C.M., Patel, N.G., Saeed, I., Schmuck, E.G., Markandeya, Y.S., Wong, R., et al. (2016). Lineage reprogramming of fibroblasts into proliferative induced cardiac progenitor cells by defined factors. *Cell Stem Cell* 18, 354–367.
- Mathew, B., Muñoz-Descalzo, S., Corujo-Simon, E., Schröter, C., Stelzer, E.H.K., and Fischer, S.C. (2019). Mouse ICM organoids reveal three-dimensional cell fate clustering. *Biophys. J.* 116, 127–141.
- Mesnard, D., Filipe, M., Belo, J.A., and Zernicka-Goetz, M. (2004). The anterior-posterior axis emerges respecting the morphology of the mouse embryo that changes and aligns with the uterus before gastrulation. *Curr. Biol.* 14, 184–196.
- Mesnard, D., Guzman-Ayala, M., and Constam, D.B. (2006). Nodal specifies embryonic visceral endoderm and sustains pluripotent cells in the epiblast before overt axial patterning. *Development* 133, 2497–2505.

- Moerkamp, A.T., Paca, A., Goumans, M.J., Kunath, T., Kruithof, B.P.T., and Kruithof-de Julio, M. (2013). Extraembryonic endoderm cells as a model of endoderm development. *Dev. Growth Differ.* 55, 301–308.
- Morgani, S.M., Metzger, J.J., Nichols, J., Siggia, E.D., and Hadjantonakis, A.-K. (2018). Micropattern differentiation of mouse pluripotent stem cells recapitulates embryo regionalized cell fate patterning. *eLife* 7, e32839.
- Nowotschin, S., Hadjantonakis, A.K., and Campbell, K. (2019). The endoderm: a divergent cell lineage with many commonalities. *Development* 146, dev150920.
- Omelchenko, T., Rabadan, M.A., Hernández-Martínez, R., Grego-Bessa, J., Anderson, K.V., and Hall, A. (2014). beta-Pix directs collective migration of anterior visceral endoderm cells in the early mouse embryo. *Genes Dev.* 28, 2764–2777.
- Paca, A., Séguin, C.A., Clements, M., Ryczko, M., Rossant, J., Rodriguez, T.A., and Kunath, T. (2012). BMP signaling induces visceral endoderm differentiation of XEN cells and parietal endoderm. *Dev. Biol.* 361, 90–102.
- Parekh, S., Ziegenhain, C., Vieth, B., Enard, W., and Hellmann, I. (2018). zUMIs - a fast and flexible pipeline to process RNA sequencing data with UMIs. *GigaScience* 7, giy059.
- Perea-Gomez, A., Vella, F.D.J., Shawlot, W., Oulad-Abdelghani, M., Chazaud, C., Meno, C., Pfister, V., Chen, L., Robertson, E., Hamada, H., et al. (2002). Nodal antagonists in the anterior visceral endoderm prevent the formation of multiple primitive streaks. *Dev. Cell* 3, 745–756.
- Pijuan-Sala, B., Griffiths, J.A., Guibentif, C., Hiscock, T.W., Jawaid, W., Calero-Nieto, F.J., Mulas, C., Ibarra-Soria, X., Tyser, R.C.V., Ho, D.L.L., et al. (2019). A single-cell molecular map of mouse gastrulation and early organogenesis. *Nature* 566, 490–495.
- Punovuori, K., Migueles, R.P., Malaguti, M., Blin, G., Macleod, K.G., Carragher, N.O., Pieters, T., van Roy, F., Stemmler, M.P., and Lowell, S. (2019). N-cadherin stabilises neural identity by dampening anti-neural signals. *Development* 146.
- Ramkumar, N., Omelchenko, T., Silva-Gagliardi, N.F., McGlade, C.J.J., Wijnholds, J., and Anderson, K.V. (2016). Crumbs2 promotes cell ingress during the epithelial-to-mesenchymal transition at gastrulation. *Nat. Cell Biol.* 18, 1281–1291.
- Rhee, J.M., Pirity, M.K., Lackan, C.S., Long, J.Z., Kondoh, G., Takeda, J., and Hadjantonakis, A.K. (2006). In vivo imaging and differential localization of lipid-modified GFP-variant fusions in embryonic stem cells and mice. *Genesis* 44, 202–218.
- Richardson, L., Torres-Padilla, M.-E., and Zernicka-Goetz, M. (2006). Regionalised signalling within the extraembryonic ectoderm regulates anterior visceral endoderm positioning in the mouse embryo. *Mech. Dev.* 123, 288–296.
- Rivera-Pérez, J.A., and Magnuson, T. (2005). Primitive streak formation in mice is preceded by localized activation of brachyury and Wnt3. *Dev. Biol.* 288, 363–371.
- Robb, L., and Tam, P.P.L. (2004). Gastrula organiser and embryonic patterning in the mouse. *Semin. Cell Dev. Biol.* 15, 543–554.
- Rodríguez, T.A., Srinivas, S., Clements, M.P., Smith, J.C., and Beddington, R.S. (2005). Induction and migration of the anterior visceral endoderm is regulated by the extra embryonic ectoderm. *Development* 132, 2513–2520.
- Saga, Y., Hata, N., Kobayashi, S., Magnuson, T., Seldin, M.F., and Taketo, M.M. (1996). MesP1: a novel basic helix-loop-helix protein expressed in the nascent mesodermal cells during mouse gastrulation. *Development* 122, 2769–2778.
- Saykali, B., Mathiah, N., Nahaboo, W., Racu, M.L., Hammou, L., Defrance, M., and Migeotte, I. (2019). Distinct mesoderm migration phenotypes in extra embryonic and embryonic regions of the early mouse embryo. *eLife* 8, e42434.
- Schindelin, J., Arganda-Carreras, I., Frise, E., Kaynig, V., Longair, M., Pietzsch, T., Preibisch, S., Rueden, C., Saalfeld, S., Schmid, B., et al. (2012). Fiji: an open-source platform for biological-image analysis. *Nat. Methods* 9, 676–682.
- Schröter, C., Rué, P., Mackenzie, J.P., and Martínez Arias, A. (2015). FGF/ MAPK signaling sets the switching threshold of a bistable circuit controlling cell fate decisions in embryonic stem cells. *Development* 142, 4205–4216.
- Shahbazi, M.N., Scialdone, A., Skorupska, N., Weberling, A., Recher, G., Zhu, M., Jedrusik, A., Devito, L.G., Noli, L., Macaulay, I.C., et al. (2017). Pluripotent state transitions coordinate morphogenesis in mouse and human embryos. *Nature* 552, 239–243.
- Shimosato, D., Shiki, M., and Niwa, H. (2007). Extra embryonic endoderm cells derived from ES cells induced by GATA factors acquire the character of XEN cells. *BMC Dev. Biol.* 7, 80.
- Soares, M.L., Torres-Padilla, M.E., and Zernicka-Goetz, M. (2008). Bone morphogenetic protein 4 signaling regulates development of the anterior visceral endoderm in the mouse embryo. *Dev. Growth Differ.* 50, 615–621.
- Sozen, B., Amadei, G., Cox, A., Wang, R., Na, E., Czukiewska, S., Chappell, L., Voet, T., Michel, G., Jing, N., et al. (2018). Self-assembly of embryonic and two extra embryonic stem cell types into gastrulating embryo-like structures. *Nat. Cell Biol.* 20, 979–989.
- Sozen, B., Cox, A.L., De Jonghe, J., Bao, M., Hollfelder, F., Glover, D.M., and Zernicka-Goetz, M. (2019). Self-organization of mouse stem cells into an extended potential blastoid. *Dev. Cell* 51, 698–712.e8.
- Stower, M.J., and Srinivas, S. (2017). The head's tale: anterior-posterior axis formation in the mouse embryo. *Curr. Top. Dev. Biol.* 128, 365–390.
- Stuart, T., Butler, A., Hoffman, P., Hafemeister, C., Papalexi, E., Mauck, W.M., 3rd, Hao, Y., Stoeckius, M., Smibert, P., and Satija, R. (2019). Comprehensive integration of single-cell data. *Cell* 177, 1888–1902.e21.
- Sutherland, A.E. (2016). Tissue morphodynamics shaping the early mouse embryo. *Semin. Cell Dev. Biol.* 55, 89–98.
- Takaoka, K., Nishimura, H., and Hamada, H. (2017). Both Nodal signaling and stochasticity select for prospective distal visceral endoderm in mouse embryos. *Nat. Commun.* 8, 1492.
- Tam, P.P.L., and Loebel, D.A.F. (2007). Gene function in mouse embryogenesis: get set for gastrulation. *Nat. Rev. Genet.* 8, 368–381.
- Tanaka, S., Kunath, T., Hadjantonakis, A.K., Nagy, A., and Rossant, J. (1998). Promotion of trophoblast stem cell proliferation by FGF4. *Science* 282, 2072–2075.
- Tanaka, Y., Sanchez, V., Takata, N., Yokomizo, T., Yamanaka, Y., Kataoka, H., Hoppe, P.S., Schroeder, T., and Nishikawa, S.-I. (2014). Circulation-independent differentiation pathway from extraembryonic mesoderm toward hematopoietic stem cells via hemogenic angioblasts. *Cell Rep.* 8, 31–39.
- Thévenaz, P., Rüttimann, U.E., and Unser, M. (1998). A pyramid approach to subpixel registration based on intensity. *IEEE Trans. Image Process.* 7, 27–41.
- Thomas, P.Q., Brown, A., and Beddington, R.S. (1998). Hex: a homeobox gene revealing peri-implantation asymmetry in the mouse embryo and an early transient marker of endothelial cell precursors. *Development* 125, 85–94.
- Tosic, J., Kim, G.J., Pavlovic, M., Schröder, C.M., Mersowsky, S.L., Barg, M., Hofherr, A., Probst, S., Köttgen, M., Hein, L., and Arnold, S.J. (2019). Eomes and brachyury control pluripotency exit and germ-layer segregation by changing the chromatin state. *Nat. Cell Biol.* 21, 1518–1531.
- UniProt Consortium. (2019). UniProt: a worldwide hub of protein knowledge 47, D506–D515.
- Virtanen, P., Gommers, R., Oliphant, T.E., Haberland, M., Reddy, T., Cournapeau, D., Burovski, E., Peterson, P., Weckesser, W., Bright, J., et al. (2020). SciPy 1.0: fundamental algorithms for scientific computing in Python. *Nat. Methods* 17, 261–272.
- Weber, R.J., Pedersen, R.A., Wianny, F., Evans, M.J., and Zernicka-Goetz, M. (1999). Polarity of the mouse embryo is anticipated before implantation. *Development* 126, 5591–5598.
- Wilkinson, D.G., Bhatt, S., and Hermann, B.G. (1990). Expression pattern of the mouse T gene and its role in mesoderm formation. *Nature* 343, 657–659.
- Wolf, F.A., Angerer, P., and Theis, F.J. (2018). SCANPY: large-scale single-cell gene expression data analysis. *Genome Biol.* 19, 15.
- Wolock, S.L., Lopez, R., and Klein, A.M. (2019). Scrublet: computational identification of cell doublets in single-cell transcriptomic data. *Cell Syst.* 8, 281–291.e9.

Ye, X., Tam, W.L., Shibue, T., Kaygusuz, Y., Reinhardt, F., Ng Eaton, E., and Weinberg, R.A. (2015). Distinct EMT programs control normal mammary stem cells and tumour-initiating cells. *Nature* 525, 256–260.

Zhang, S., Chen, T., Chen, N., Gao, D., Shi, B., Kong, S., West, R.C., Yuan, Y., Zhi, M., Wei, Q., et al. (2019). Implantation initiation of self-assembled embryo-like structures generated using three types of mouse blastocyst-derived stem cells. *Nat. Commun.* 10, 496.

Zhao, S., Nichols, J., Smith, A.G., and Li, M. (2004). SoxB transcription factors specify neuroectodermal lineage choice in ES cells. *Mol. Cell. Neurosci.* 27, 332–342.

Zilionis, R., Nainys, J., Veres, A., Savova, V., Zemmour, D., Klein, A.M., and Mazutis, L. (2017). Single-cell barcoding and sequencing using droplet microfluidics. *Nat Protoc.* 12, 44–73.

STAR★METHODS

KEY RESOURCES TABLE

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		
Goat polyclonal anti-AP-2 gamma	R&D Systems	Cat# AF5059; RRID: AB_2255891
Mouse monoclonal anti-AP-2 gamma	Santa Cruz Biotechnology	Cat# sc-12762; RRID: AB_667770
Goat polyclonal anti-Brachyury	R&D Systems	Cat# AF2085; RRID: AB_2200235
Mouse monoclonal anti-Cdx2	BioGenex	Cat# MU392-UC; RRID: AB_2335627
Rabbit monoclonal anti-Cdx2	Abcam	Cat# ab76541; RRID: AB_1523334
Rat monoclonal anti-Cerberus 1	R&D Systems	Cat# MAB1986; RRID: AB_2275974
Goat polyclonal anti-Dkk1	R&D Systems	Cat# AF1096; RRID: AB_354597
Rabbit polyclonal anti-TBR2 / Eomes	Abcam	Cat# ab23345; RRID: AB_778267
Rabbit monoclonal anti-FoxA2 / HNF3	Cell Signaling Technology	Cat# 8186; RRID: AB_10891055
Mouse monoclonal anti-GATA-4	Santa Cruz Biotechnology	Cat# sc-25310; RRID: AB_627667
Goat polyclonal anti-GATA-6	R&D Systems	Cat# AF1700; RRID: AB_2108901
Rat monoclonal anti-GFP	Nacalai Tesque	Cat# GF090R; RRID: AB_2314545
Rabbit polyclonal anti-laminin	Sigma-Aldrich	Cat# L9393; RRID: AB_477163
Goat polyclonal anti-Lefty	R&D Systems	Cat# AF746; RRID: AB_355566
Mouse monoclonal anti-N-Cadherin	BD Biosciences	Cat# 610920; RRID: AB_2077527
Mouse monoclonal anti-Oct-3/4	Santa Cruz Biotechnology	Cat# sc-5279; RRID: AB_628051
Goat polyclonal anti-Otx2	R&D Systems	Cat# AF1979; RRID: AB_2157172
Rat monoclonal anti-Podocalyxin	R&D Systems	Cat# MAB1556; RRID: AB_2166010
Rabbit monoclonal anti-RUNX1 / AML1	Abcam	Cat# ab92336; RRID: AB_2049267
Goat polyclonal anti-Sox17	R&D Systems	Cat# AF1924; RRID: AB_355060
Donkey anti-Mouse IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor 488	Thermo Fisher Scientific	Cat# A-21202; RRID: AB_141607
Donkey anti-Rabbit IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor 488	Thermo Fisher Scientific	Cat# A-21206; RRID: AB_2535792
Donkey anti-Goat IgG (H+L) Cross-Adsorbed Secondary Antibody, Alexa Fluor 488	Thermo Fisher Scientific	Cat# A-11055; RRID: AB_2534102
Donkey anti-Mouse IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor 568	Thermo Fisher Scientific	Cat# A10037; RRID: AB_2534013
Donkey anti-Rabbit IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor 568	Thermo Fisher Scientific	Cat# A10042; RRID: AB_2534017
Donkey anti-Goat IgG (H+L) Cross-Adsorbed Secondary Antibody, Alexa Fluor 568	Thermo Fisher Scientific	Cat# A-11057; RRID: AB_2534104
Donkey anti-Mouse IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor 647	Thermo Fisher Scientific	Cat# A-31571; RRID: AB_162542
Donkey anti-Rabbit IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor 647	Thermo Fisher Scientific	Cat# A-31573; RRID: AB_2536183
Donkey anti-Goat IgG (H+L) Cross-Adsorbed Secondary Antibody, Alexa Fluor 647	Thermo Fisher Scientific	Cat# A-21447; RRID: AB_2535864

(Continued on next page)

Continued

REAGENT or RESOURCE	SOURCE	IDENTIFIER
Donkey Anti-Rat IgG H&L (Alexa Fluor® 647) preadsorbed antibody	Abcam	Cat# ab150155; RRID: AB_2813835
**Bacterial and Virus Strains**		
5α-competent <i>E.coli</i>	New England Biolabs	C2987I
**Chemicals, Peptides, and Recombinant Proteins**		
CHIR99021	Cambridge Stem Cell Institute	N/A
PD0325901	Cambridge Stem Cell Institute	N/A
Leukaemia inhibitory factor	Cambridge Stem Cell Institute	N/A
FGF2	Cambridge Stem Cell Institute	N/A
Recombinant Mouse FGF-4 (aa 67-202)	R&D Systems	Cat# 7486-F4-025
SB431542	STEMCELL Technologies	Cat# 72234
Y-27632	STEMCELL Technologies	Cat# 72304
inDrops v3 barcoding oligonucleotides	Briggs et al., 2018	N/A
**Critical Commercial Assays**		
QuantiTect Reverse Transcription Kit	Qiagen	Cat# 205310
SYBR Green PCR Master Mix	Applied Biosystems	Cat# 4368708
Gateway BP Clonase II Enzyme mix	Invitrogen	Cat# 11789-100
Gateway LR Clonase II Enzyme mix	Invitrogen	Cat# 11791-100
Lipofectamine 3000 Transfection Reagent	Invitrogen	Cat# L3000001
**Deposited Data**		
E4.5 blastocysts single-cell RNA sequencing data	Sozen et al., 2019	GSE134240
E5.5, E6.5 embryo; day 4 ETX and iETX-embryos	This paper	GSE161947
Code for analysis of single-cell RNA sequencing data	This paper	https://github.com/fhlab/scRNAseq_inducedETX
**Experimental Models: Cell Lines**		
Mouse: CAG-GFP/tetO-mCherry/tetO-Gata4 ESCs	This paper	N/A
Mouse: Cer1-GFP mouse ESCs	Mesnard et al., 2004	N/A
Mouse: Cer1-GFP/tetO-Gata4 ESCs	This paper	N/A
Mouse: Bry-GFP ESCs	Lacaud et al., 2004	N/A
Mouse: Snail-YFP ESCs	Dr. Robert Weinberg (Whitehead Institute for Biomedical Research, USA)<br>Dr. Michaela Frye (Stem Cell Institute, University of Cambridge, UK)	N/A
Mouse: Confetti TS cells	Prof. Jenny Nichols (Stem Cell Institute, University of Cambridge, UK)	N/A
Mouse: Wildtype TS cells	Sozen et al., 2019	N/A
**Experimental Models: Organisms/Strains**		
Mouse: CD-1	Charles River	N/A
Mouse: F1	Charles River	N/A
**Oligonucleotides**		
PCR primer: Gata4-AttB Forward: GGGGACAAGTTTGTACAAAA AGCAGGCT	This paper	N/A
PCR primer: Gata4-AttB Reverse: GGGGACCACTTTGTACAAGA AAGCTGGGT	This paper	N/A

(Continued on next page)

Continued

REAGENT or RESOURCE	SOURCE	IDENTIFIER
PCR Primer: M13 Forward:<br>GTAAACGACGGCCAG	Gateway Cloning Manual	tools.thermofisher.com
PCR Primer: M13 Reverse:<br>CAGGAACAGCTATGAC	Gateway Cloning Manual	tools.thermofisher.com
qPCR primer: <i>Gapdh</i> Forward:<br>CGTATTGGGCGCCTGGTCAC	This paper	N/A
qPCR primer: <i>Gapdh</i> Reverse:<br>ATGATGACCCTTTGGCTCC	This paper	N/A
qPCR primer: <i>Gata4</i> Forward:<br>ATGGGCACAGCAGCTCCATGTC	Boroviak et al., 2014	N/A
qPCR primer: <i>Gata4</i> Reverse:<br>TGCATAGCCTTGTGGGACAGC	Boroviak et al., 2014	N/A
P7 reverse PCR primer<br>:CAAGCAGAAGACGGCAT<br>ACGAGATGGGTGTCGGGTGCAG	Briggs et al., 2018	N/A
P5 primer ETX4_rep1:AATGATA<br>CGGCGACCAACCGAGATCTA<br>CACAACCTTGACTCGTCGGCAGCGTC	This study	N/A
P5 primer ETX4_rep2:AATGATA<br>CGGCGACCAACCGAGATCTACA<br>CCCTATGCCTCGTCGGCAGCGTC	This study	N/A
P5 primer ETX4_rep3:AATGAT<br>ACGCGACCAACCGAGATCTAC<br>ACTCTGCAAGTCGTCGGCAGCGTC	This study	N/A
P5 primer ETX4_rep3:AATGAT<br>ACGCGACCAACCGAGATCTACA<br>CTCTGCAAGTCGTCGGCAGCGTC	This study	N/A
P5 primer iETX4:AATGATACG<br>GCGACCAACCGAGATCTACACT<br>TGAATAGTCGTCGGCAGCGTC	This study	N/A
P5 primer E5.5:AATGATA<br>CGGCGACCAACCGAGATCTACAC<br>CGTTACCATCGTCGGCAGCGTC	This study	N/A
P5 primer E6.5_rep1:AATGAT<br>ACGCGACCAACCGAGATCTACAC<br>CCTATGCCTCGTCGGCAGCGTC	This study	N/A
P5 primer E6.5_rep2:AATGATAC<br>GGCGACCAACCGAGATCTAC<br>ACTCTGCAAGTCGTCGGCAGCGTC	This study	N/A

Recombinant DNA

pSAM2-mCherry-Gata4	Lalit et al., 2016; Timothy Kamp (Stem Cell and Regenerative Medicine Centre, University of Wisconsin – Madison, USA)	Addgene plasmid # 72690
PB-tetO-hygro	Dr. José Silva (Stem Cell Institute, University of Cambridge, UK)	N/A
pBAs	Dr. José Silva (Stem Cell Institute, University of Cambridge, UK)	N/A
rtTA-zeocin	Dr. José Silva (Stem Cell Institute, University of Cambridge, UK)	N/A

Software and Algorithms

Imaris	Oxford Instruments	https://imaris.oxinst.com/
Fiji	Schindelin et al., 2012	https://imagej.net/Fiji
NDSAFIR 3.0	Boulanger et al., 2010	https://gitlab.inria.fr/serpico
Smart Denoise	Gurdon Institute	N/A

(Continued on next page)

Continued

REAGENT or RESOURCE	SOURCE	IDENTIFIER
StackReg (ImageJ/Fiji plugin)	Thévenaz et al., 1998	http://bigwww.epfl.ch/thevenaz/stackreg/
MultiStackReg (ImageJ/Fiji plugin)	Brad Busse (Division of Program Coordination, Planning and Strategic Initiatives, NIH - USA)	https://github.com/miura/MultiStackRegistration
Template Matching and Slice Alignment (ImageJ/Fiji plugin)	Qingzong Tseng (Aix-Marseille Université, France)	https://sites.google.com/site/qingzongtseng/template-matching-ij-plugin
Chemotaxis and Migration Tool	ibidi	https://ibidi.com/chemotaxis-analysis/171-chemotaxis-and-migration-tool.html
Prism 8	GraphPad	https://www.graphpad.com/scientific-software/prism/
Bcl2fastq	Illumina	N/A
FastQC tool	Andrews, 2010	https://www.bioinformatics.babraham.ac.uk/projects/fastqc/
Pheniqs	Biosails	https://github.com/biosails/pheniqs
zUMIs	Parekh et al., 2018	https://github.com/sdparekh/zUMIs
Scanpy	Wolf et al., 2018	https://github.com/theislab/scanpy
Scrublet	Wolock et al., 2019	https://github.com/AllonKleinLab/scrublet
SciPy	Virtanen et al., 2020	N/A
Seurat v3	Stuart et al., 2019	https://github.com/satijalab/seurat
DAVID Gene Ontology	Huang et al., 2009b, 2009a	https://david.ncifcrf.gov/
**Other**		
AggreWell400	STEMCELL Technologies	Cat# 34415
Anti-Adherence Rinsing Solution	STEMCELL Technologies	Cat# 07010
Gri3D PEG-hydrogel dishes	SunBioscience	https://sunbioscience.ch/products/
Leica SP5	Leica Microsystems	N/A
Leica SP8	Leica Microsystems	N/A
Zeiss Axiovert 200M	Zeiss	N/A

RESOURCE AVAILABILITY

Materials Availability

Data and Code Availability

The accession number for the single-cell sequencing data reported in this paper is Gene Expression Omnibus: GSE134240 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE161947>). The code used in these analyses is available at https://github.com/fhlab/scRNAseq_inducedETX.

EXPERIMENTAL MODEL AND SUBJECT DETAILS

Cell Lines and Culture Conditions

Cell lines used in this study include:

- CAG-GFP/tetO-mCherry mouse ESCs (constitutive GFP expression in the membrane; transient mCherry expression upon Dox treatment). The parent CAG-GFP/tetO-mCherry ESC line was derived from an existing mouse line with constitutive CAG-GFP expression and Dox-induced transient mCherry expression. This line was generated by breeding CAG-GFP (Rhee et al., 2006) reporter mice and tetO-mCherry Histone mice (Egli et al., 2007). For the purpose of this study, an independent Dox-inducible

Gata4-expressing cassette was introduced into the CAG-GFP/tetO-mCherry ES lines by piggyBac-based transposition, as described below, thus mCherry and Gata4 are regulated by two, independent Dox-responsive promoters.

- CAG-GFP/tetO-mCherry/tetO-Gata4 ESCs generated in-house.
- Cerl-GFP mouse ESCs (GFP expression under the control of the Cerl-promoter) were derived from a published Cerl-GFP mouse line (Mesnard et al., 2004).
- Cerl-GFP/tetO-Gata4 ESCs generated in-house.
- Bry-GFP ESCs (Lacaud et al., 2004).
- Snail-YFP ESCs were derived from Snail-YFP transgenic mice (Ye et al., 2015), which were a generous gift of Dr. Robert Weinberg (Whitehead Institute for Biomedical Research USA) and Dr. Michaela Frye (University of Cambridge, UK).
- Mouse Confetti TS cells were a generous gift of Prof. Jenny Nichols (Stem Cell Institute, Cambridge, UK). Because they were not treated with Tamoxifen, they did not express any reporter.
- Wildtype TS cells were generated in house from CD1 mice (Sozen et al., 2019).

The sex of the cell lines is not known because we did not genotype them to determine it.

All cell lines were routinely tested every two weeks to ensure that they were not contaminated with mycoplasma.

Mouse embryonic stem cells were cultured on gelatinised plates at 37°C, 5% CO₂, 21% O₂ in N2B27 which is comprised of 50% Neurobasal-A (Gibco 10888022), 50% DMEM/F-12 (Gibco 21331020), 0.5% N2 (in-house), 1% B27 (Gibco 10889038), 2mM GlutaMAX (Gibco 35050038), 0.1mM 2-mercaptoethanol (Gibco 31350010) and 1% penicillin/streptomycin (Gibco 15140122). N2B27 was supplemented with 3μM CHIR99021 (Cambridge Stem Cell Institute), 1μM PD0325901 (Cambridge Stem Cell Institute) and 10 ng ml⁻¹ leukaemia inhibitory factor (Cambridge Stem Cell Institute). Mouse trophoblast stem (TS) cells were cultured on mitotically inactivated mouse embryonic fibroblasts (MEFs, Insight Biotechnology, ASF-1201) in feeder cell (FC) medium which contained Dulbecco's modified essential medium (Gibco 41966052), 15% foetal bovine serum (Cambridge Stem Cell Institute), 1mM sodium pyruvate (Gibco 11360039), 2mM GlutaMAX (Gibco 35050038), 1% MEM non-essential amino acids (Gibco 11140035), 0.1mM 2-mercaptoethanol (Gibco 31350010) and 1% penicillin/streptomycin (Gibco 15140122). FC medium was supplemented with 1 μg ml⁻¹ heparin (Sigma-Aldrich H3149-25KU), 25 ng ml⁻¹ FGF2 (Cambridge Stem Cell Institute) and 25 ng ml⁻¹ FGF4 (R&D Systems 7486-F4-025) (FC F42H). Passaging of ES and TS cells was performed when they were at 70% confluency as follows: cells were washed once in 1x PBS (Life Technologies 10010056) and trypsinised (Trypsin-EDTA 0.05% Life Technologies 25300054) for 4 minutes at 37°C. The reaction was stopped by adding 2 mL of FC, cells were dissociated by pipetting gently 4-5 times and centrifuged for 4 minutes at 200 x g. TS cells were then resuspended in FC F42H culture media and plated onto MEF-coated plates in 1:20 dilution. ESCs were washed once with 1 mL of 1x PBS, centrifuged again, resuspended in N2B27 2iLIF and plated at 1:10 or 1:20 onto gelatine-coated plates.

Mouse Model

Mice were handled following national and international guidelines. All experiments performed were under the regulation of the Animals (Scientific Procedures) Act 1986 Amendment Regulations 2012 and were reviewed by the University of Cambridge Animal Welfare and Ethical Review Body (AWERB). Experiments were approved by the Home Office. Animals were inspected daily and those showing signs of any health concern or condition were promptly culled by cervical dislocation. All experimental mice were free of pathogens and were on a 12-12 hour light-dark cycle, with unlimited access to water and food. Temperature in the facility was controlled and maintained at 21°C. Mice for post-implantation embryo recovery (CD-1 females and males from Charles River, acclimatised for 1 week prior to use) were utilised from 6 weeks of age. Female and males were naturally mated and kept together for up to five days or until a plug was found; females were inspected daily for plugs. Females were culled by cervical dislocation 5.5, 5.75, 6.5, 6.75 or 7.5 days after a plug was found. Embryos were dissected out of the deciduae in M2 medium (Sigma M7167). For chimera experiments, F1 females (Charles River, 1 week of acclimatisation prior to use) at 5-6 weeks of age were super-ovulated by injection of 7.5 IU of pregnant mares' serum gonadotropin (Intervet) and 7.5 IU of human chorionic gonadotropin (Intervet) after 48 hours and were mated with F1 males (Charles River, 1 week of acclimatisation prior to use). Pregnant F1 females were culled at E2.5 by cervical dislocation to recover embryos by uterine and oviduct flushing in M2 medium.

METHOD DETAILS

Formation of ES Cell Aggregates and iETX embryos

To prepare the AggreWell plate (STEMCELL Technologies 34415), 500μl of anti-adherence rinsing solution (STEMCELL Technologies 07010) was added to each well. The plate was then centrifuged at 2,000 x g for 5 minutes and was incubated for 20 minutes at room temperature. Rinsing solution was then aspirated from the well and 1ml of PBS was added to wash each well. 500μl of FC medium was added to each well after aspirating the PBS.

To prepare ESCs for generating ES aggregates, Doxycycline (1 μg/mL) (Sigma-Aldrich D9891-5G) was added to CAG-GFP tetO-Gata4 ESCs 6 hours prior to plating in AggreWell. ESCs were washed once with 1x PBS, and trypsinised with 0.05% trypsin-EDTA (ThermoFisher Scientific) for 4 minutes at 37°C. The reaction was stopped by adding 2 mL of FC. Cells were dissociated gently by pipetting for 4-5 times and centrifuged at 200 x g for 4 minutes. The cell pellet was washed once with 1x PBS, centrifuged again and resuspended in 1-2 mL of FC. Cell suspensions containing 1) 12,000 Doxycycline-treated CAG-GFP tetO-Gata4 ESCs, or 2) 12,000

untreated CAG-GFP tetO-Gata4 ESCs, or 3) a mixture of 6,000 Doxycycline-treated and 6,000 untreated CAG-GFP tetO-Gata4 ESCs were pelleted again by centrifugation. After resuspending in 1 ml of FC medium, the cell suspension was added dropwise to the AggreWell and the plate was centrifuged at 100 x g for 3 minutes. 1 ml of fresh FC medium was added each day after removing 1 ml of medium from the well. ES aggregates were collected and fixed after 1 day or 3 days.

To generate iETX embryos, Doxycycline was added to CAG-GFP tetO-Gata4 ESCs for 6 hours. TS cells were trypsinised and were added to a gelatinised plate to deplete the MEFs for 20 minutes at 37°C. CAG-GFP WT ESCs and CAG-GFP tetO-Gata4 ESCs were subsequently trypsinised. Cell suspensions with 19,200 TS cells, 6,000 CAG-GFP WT ESCs and 6,000 CAG-GFP tetO-Gata4 ESCs were mixed and pelleted by centrifugation. The cell pellet was resuspended in 1 ml of FC medium with 7.5 nM ROCK inhibitor (Y27632, STEMCELL Technologies 72304). After adding the cell mixture dropwise to the AggreWell, the plate was centrifuged at 100 x g for 3 minutes. On the next day, media change was performed twice by removing 1 ml of medium from each well and adding 1 ml of fresh FC medium without ROCK inhibitor. On day 2, media change was performed once to replace 1 ml of medium with 1 ml of fresh FC medium. On day 3, 1.2 ml of medium was removed from each well and 1.5 ml of IVC1 was added, after equilibrating for 20 minutes in the incubator. IVC1 (Bedzhov et al., 2014) is made of advanced DMEM/F12 (Gibco, 21331-020) supplemented with 20% (v/v) FBS, 2 mM GlutaMax, 1% v/v penicillin-streptomycin, 1X ITS-X Thermo Fisher Scientific, 51500-056), 8 nM β -estradiol, 200 ng/ml progesterone and 25 μ M N-acetyl-L-cysteine. On day 4, iETX embryos in the AggreWell were transferred to CELLSTAR 6 well multiwell plate for suspension culture (Greiner Bio-One 657185) with 5 ml of IVC1 (with FBS at 30% v/v) per well. On day 5 IVC1 was replaced with fresh IVC2 (30% Knockout Serum Replacement instead of FBS, Thermo Fisher 10828010).

Chimera

To generate chimeras using CAG-GFP tetO-Gata4 ESCs and mouse embryos, Doxycycline was first added to CAG-GFP tetO-Gata4 ESCs 6 hours prior to the experiment. Mouse embryos at E2.5 before compaction were recovered from F1 females that were super-ovulated by injection of 7.5 IU of pregnant mares' serum gonadotropin (Intervet) and 7.5 IU of human chorionic gonadotropin (Intervet) after 48 hours and were mated with F1 males. Embryos were recovered in M2 medium by flushing the oviducts. After transferring to KSOM (Millipore MR-020P-5F), the embryos were cultured in the incubator at 37°C in 5% CO₂. Meanwhile, CAG-GFP tetO-Gata4 ESCs were dissociated by 2 minutes of trypsinisation at 37°C and the resulting cell clumps were aggregated with the recovered embryos in KSOM. The chimeras were cultured for 48 hours until E4.5.

Nodal Inhibitory Treatment

How the deposited data were processed for this re-analysis (not part of the article)

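The samples analysed were 6 mouse inDrops libraries of single cells: 1 of E5.5 embryos, 1 of E6.5 embryos, 3 of ETX embryos and 1 of iETX embryos. The authors made the deposited counts from sequencing reads with zUMIs on the mouse genome build GRCm38, as raw UMI counts per gene and barcode; per the submitters' processing notes and the methods, Scanpy and Seurat (version 3) followed. The deposited tables keep barcodes that the authors later set aside, so the annotation of 3163 cells chose the cells analysed, by library and barcode. The values are whole numbers, which was checked in each file. 26970 genes occur in any file and 15031 in all files, and a gene missing from a file was taken as 0 counts there. Columns without a name and 3 barcodes annotated in 2 libraries were checked, and the latter were told apart by their library. Gene coordinates come from an annotation of GRCm38, the build that the methods name. The mapping of names to lineages followed the 31 names of the annotation; natural and stem-cell-derived parietal endoderm cells were left out of the summed endoderm. E4.5 embryos were not analysed here, nor was any imaging.

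Counts were summed per library and lineage. The summed endoderm held 789186 UMIs at E5.5, 365255 at E6.5, 293586, 496994 and 596577 in the ETX libraries and 592338 in the iETX library. The embryonic lineage held 49898 to 107163 UMIs in the ETX libraries and 680759 in the iETX library. Groups were compared with the ETX libraries in edgeR 4.0.16 (R 4.3.3) with TMM factors, filterByExpr, and the quasi-likelihood fit over all libraries with no covariates. The Benjamini-Hochberg adjusted p had to lie under 0.05. The coefficient of variation between ETX libraries was 11.9% in endoderm, 17.2% in the embryonic lineage and 11.1% in the trophectoderm. The VE-like layer and natural VE, with 1 library each, were compared without a test, by log2 ratios of TMM-scaled CPM with exact conditional binomial 95% intervals and a size rule. A gene met the rule with a log2 ratio of at least 1 in size in the same direction against both stages, both intervals excluding 0, and at least 20 UMIs on the higher side. Folds against groups with no count use a floor of 3 counts over the group. The methods state no replicate structure for the ETX libraries beyond their numbering.

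Gene lists numbered 20 fixed lists: AVE and embryonic VE, VE nutrient transport and lipoproteins, parietal endoderm and basement membrane, pan endoderm, naive pluripotency, formative and primed pluripotency, primitive streak and mesoderm, epithelial-to-mesenchymal transition, trophoblast stem and ExE, differentiating trophoblast, Wnt genes of Table S2, BMP response, Nodal response, immediate early and dissociation response, hypoxia and glycolysis, cholesterol synthesis, imprinted genes, fibroblast markers, blood and decidua markers, and sex chromosome transcripts. A list of p53 target genes was added after the data were seen, with and without the 7 genes first noticed. Lists were tested with camera (limma 3.58.1, correlation 0.01, or estimated as an alternative from 2 residual degrees of freedom). The VE-like layer and VE were compared by the median log2 ratio of each list among 10000 random lists matched on expression. Named genes are every gene named in the single-cell text, in Table S2 and as a label in Figure 7F or 7G, and the 10 largest changes in each direction per comparison. For comparisons with ETX these had to pass the test, reach 50 CPM in the higher group and lie outside the range of the ETX libraries; for the VE-like layer and VE they had to meet the size rule. Up to 4 members of each list with the largest change were added. Genes whose last 300 nucleotides share a stretch of 50 nucleotides with another gene were marked, 1754 of the 10801 searched (16.2%).

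For correlations, values were normalized, regressed on UMI count, ribosomal and mitochondrial share, scaled and compared by Pearson correlation as the methods state. Normalization to 10000 UMIs per cell, the log transform and the use of the 14202 genes found in at least 10 cells were chosen here, and the E4.5 cells of the authors' matrix did not enter. The stated 41 endoderm, 33 embryonic and 22 trophectoderm cells were drawn per sample 100 times; subpopulations used all their cells, with 200 resamplings of cells for the SD. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, SciPy 1.17.1, scikit-learn 1.9.0 and matplotlib 3.10.9 were used. Shared changes against the same ETX libraries were set beside 40 simulations in which all 6 libraries were drawn unchanged from the ETX means. The fits were tested on simulated data with the depth of each library and, for all 6 libraries, the ETX means and the fitted spread. That spread comes from the ETX libraries, so the simulations assume it for the iETX library and do not test it. For the VE-like layer against the XEN layer, 44.4% of genes changed 2-fold were called; for the embryonic lineage 17.9% of those changed 2-fold and 74.5% of those changed 4-fold, with 9.09% false calls among 4920 genes. For the trophectoderm these were 32.0%, 74.0% and 4.50% among 9285 genes, and no gene was called in any of the 3 with no changed gene. The size rule passed 1 of 100 genes changed by a log2 ratio of 0.5. Alternatives were DESeq2 1.42.0, upper-quartile factors, no filter or a stricter filter on low counts, each ETX library left out, fits with only the 2 groups compared, cells thinned to 1500 UMIs (reached by 3139 cells), parietal cells kept in, other size rules and single stages, and for correlations other values, genes, cells and coefficients. Cells with at least 2000 genes gave an alternative for the shares of lineages. The level of a gene in the VE-like layer was also set against that in the embryonic cells of the same library, and the embryonic and trophectoderm lineages of iETX embryos against those of natural embryos, as whole lineages and with ES compartment and EPI or TS compartment and ExE cells alone, comparisons added after the data were seen. Doublet scores and clusters were not computed again, and Gene Ontology terms were not tested.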

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

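Tests below were chosen only after the result was seen, except 3 that were written before: thinning of the p53 target genes, Meg3 in natural parietal endoderm and H19 in natural ExE. A first pattern lies outside the genes that the paper discusses: 27 of 5987 genes had the same 4-fold change in the endoderm and in the embryonic cells of iETX embryos against both natural stages (17 higher, 10 lower). Cdkn1a and Thy1 were among the higher genes and Xist among the lower. In the iETX trophectoderm Xist went the other way, at 1621.5 scaled CPM against 359 at E5.5 and 288 at E6.5. Of the 26 searched, 61.5% share 3' sequence with another gene, against a mean of 22.2% and a highest of 53.8% in matched random lists, so reads shared between near-identical genes may account for part of the set. A batch difference of the iETX library alone is argued against for the embryonic cells, since it would set iETX apart from ETX embryos, yet counts bound 77.8% (95% interval 57.7 to 91.4%) of the genes under a 4-fold change between their embryonic cells, and 70.4% changed the same way in ETX embryonic cells. In the ETX endoderm, which comes from XEN cells, 15 of the 27 genes changed the same way. A batch difference between all stem-cell-derived and all natural libraries is argued against as the cause of the whole set, since 37.0% (95% interval 19.4 to 57.6%) changed the same way in the iETX trophectoderm and counts bound 11 genes there under 4-fold; for the 10 that did change there, 100% of them in the ETX trophectoderm as well, it cannot be told apart from a difference between cell lines and embryos, because every library of 1 kind differs from the other in both.

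A second signal in genes that the paper does not discuss is that of targets of p53, a transcription factor of the DNA damage response. Leaving out the 7 genes first noticed, 11 of 15 targets were at least 2-fold higher in the VE-like layer than in VE of both stages and none lower, with median log2 ratios of 1.33 and 2.25. A difference in depth is argued against, since the median of the list after thinning was 1.22 against E5.5 and 1.98 against E6.5 (12 members measured). In the embryonic lineage of iETX embryos, 1 of 15 measured targets was higher and none lower. The medians there were 0.27 against E5.5 and 1.10 against E6.5. In the trophectoderm against E5.5, the immediate early list lies at percentile 1 of random lists and the p53 list at 100. This argues against a dissociation response as the cause of the rise over E5.5 there. Against E6.5 the immediate early list lies at 98.4 in the trophectoderm, and the explanations cannot be told apart. The same holds in the endoderm, where both lists lie at percentile 100. A batch difference of the iETX library alone is argued against, since in the endoderm of the 3 ETX libraries the list had median log2 ratios of 0.908 to 2.04 against the natural stages (lowest limit over resampled members 0.462), and 1.08 to 1.56 in their trophectoderm (lowest limit -0.183); a batch difference between all stem-cell-derived and all natural libraries cannot be told apart from higher p53 activity in the cultured cells, which stays open as a hypothesis with no measurement of p53 itself.

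The third pattern is a signal in imprinted genes, which the paper does not discuss: Meg3 stood at 1.81 CPM in the XEN layer (mean of 3 libraries) and H19 at 88.4 CPM in the TS compartment of iETX embryos. A change in the annotation of 1 gene is argued against, since 3 genes of 1 imprinted cluster were lower in the XEN layer than in E5.5 VE. Meg3 was lower by 658-fold (95% interval 182 to 5446), Rian by at least 81.7-fold and Mirg by 345-fold (95% interval 61.1 to 13684). Meg3 and Rian share 3' sequence with 1 other gene each. The 3 genes lie side by side on 1 strand of chromosome 12. Their joint fall therefore cannot tell whether a sequence change at 1 of them lowers all. The parietal cell type of the XEN layer is argued against by Meg3 in natural parietal endoderm, 1275 (95% interval 883 to 1782) CPM against 1388 CPM in E5.5 VE. The differentiation state of the TS compartments is argued against by H19, whose lowest level in natural ExE groups was 4471 CPM, against a highest of 148 CPM in TS groups. A change of imprinting or a genetic difference in the cultured lines stays open as a hypothesis, since no allele was measured.

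In the trophectoderm, 8 of 14 hypoxia and glycolysis genes, which the paper does not discuss, rose in iETX against ETX embryos by edgeR's quasi-likelihood test (10 when adjusted over the list alone), with an adjusted p = 8.9e-14 by camera and adjusted p = 0.24 with an estimated correlation. Among the 8, Bnip3, Eno1 and Ldha share 3' sequence with other genes and are uncertain. Cholesterol synthesis, also outside the genes discussed, had a median log2 ratio of 2.54 in the VE-like layer against E6.5 VE and 0.17 against E5.5 VE.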

How the results depend on the processing

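Of 186 values of the main results under an alternative, 92 stayed within the spread between replicates or within 1.5 times the count, 87 moved and 7 turned sign; the cause was not tested. Settings added after seeing the data were those without early VE and early VE-like cells, and with ES and EPI or TS and ExE cells alone. Others were those without genes sharing 3' sequence, without the 27 genes changed 4-fold in both endoderm and embryonic cells of iETX embryos, and all those of the correlations with E6.5. With DESeq2, calls numbered 560 for the VE-like layer, 871 for E5.5 VE and 844 for E6.5 VE against the XEN layer, 13 for the embryonic lineage and 69 for the trophectoderm, and 419 (E5.5) and 386 (E6.5) shared changes. With thinned cells these were 1311, 2157, 1684, 23, 184, 912 and 727, and without each ETX library in turn 1249 to 2551, 2510 to 3481, 1905 to 3002, 41 to 81, 380 to 678, 943 to 1747 and 772 to 1452. The embryonic lineage had 8 calls with upper-quartile factors, 168 with no filter and 42 with at least 10 counts, and the trophectoderm 545 with no filter. Leaving out genes that share 3' sequence left 2061, 2954, 2509, 51 and 258 calls, which follows from its construction. Genes differing between the VE-like layer and VE numbered 973 at 1.5-fold, 91 at 4-fold, 1129 and 1274 against E5.5 or E6.5 alone, 286 with thinned cells and 1152 by edgeR with the spread of the ETX libraries. For lists, 11, 13, 10, 7 and 8 calls by camera in the 5 comparisons with ETX all became 0 with an estimated correlation (lowest adjusted p = 0.2 by camera, and 0, 1, 3, 2 and 2 lists at an unadjusted p under 0.05). Calls were lost even where the estimate lay under the fixed 0.01, as for hypoxia and glycolysis in the embryonic lineage (-0.000984). The alternative rests on 2 residual degrees of freedom, so the loss alone does not show that genes within the lists vary together. Centred log-normalized values gave correlations of 0.155 (iETX with E5.5), 0.113 (iETX with E6.5), -0.408 (ETX with E5.5), 0.449 and 0.434 (VE-like layer with E5.5 and E6.5 VE), 0.0374 (XEN layer with E5.5 VE, turned sign), 0.264 (XEN layer with parietal endoderm) and 0.584 (VE-like cells with E5.5 VE). The 2000 most variable genes gave 0.129, 0.100, -0.279, 0.254 and 0.227, and 0.183 and 0.522 for subpopulations; 50 principal components gave 0.0484 (iETX with E6.5), -0.357 (ETX with E5.5), 0.177 and 0.141 (VE-like layer), 0.0560 and 0.470. Spearman gave 0.0319 (iETX with E6.5), 0.0577 and 0.0432 (VE-like layer), 0.0368 and 0.182 (subpopulations), and stayed within the spread for the others. All annotated cells gave 0.192, 0.0384, -0.863, 0.180, 0.108 and -0.188; the subpopulations use all cells already. Without the 27 genes changed 4-fold in both endoderm and embryonic cells of iETX embryos, these embryos gave 0.0929 with E5.5 and 0.0223 with E6.5. Without each ETX library, iETX with E5.5 was -0.0561 to -0.0187 and with E6.5 -0.126 to -0.0539, both turned in sign in all 3 (without library 3, -0.0368 and -0.0716), ETX with E5.5 -0.288 to -0.274, the VE-like layer 0.0500 to 0.0793 with E5.5 and 0.0269 to 0.0522 with E6.5 VE, the XEN layer -0.0939 to -0.0591 with E5.5 VE, XEN with parietal endoderm 0.105 to 0.134 and VE-like cells with VE 0.287 to 0.309. Among cells with at least 2000 genes, the embryonic share was 55.8% at E5.5 and 20.9% at E6.5, the endoderm 20.1%, 49.5% and 21.5% (ETX), and the trophectoderm 24.0% at E5.5 and 72.7% in ETX. Pou3f1, an epiblast factor that rose in E5.5 VE against the XEN layer (4.01), had -0.69 without early VE cells and did not pass. No paired analysis was possible because the libraries share no pairs. In the ES comparison, genes under about 50 CPM rest on few UMIs in the ETX libraries.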

Differences from the paper's values

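The paper states 71 genes higher and 25 genes lower in the VE-like layer than in VE, where 277 were higher and 205 lower here. The paper's test took cells as replicates and the paper states no fold threshold, while the counts here follow a size rule on summed libraries. Of the alternatives set before the data were examined, only the 4-fold size rule gave a number of higher genes within 1.5 times the paper's (53). Its count of lower genes (38), and both counts with library totals, a 1.5-fold rule, 1 stage alone, parietal cells kept in, thinned cells and edgeR with the spread of the ETX libraries, still differ. The paper's correlation of iETX with E5.5 embryos is about 0.3 in Fig. 7B, read by eye, and 0.0717 here, where the E4.5 cells that entered the authors' scaling were not analysed, so the sets of samples differ; it differs under every alternative set before the data were examined. For ETX with E5.5 embryos the paper's value is about -0.95 in Fig. 7B, read by eye, against -0.212, and every such alternative differs as well, with -0.863 over all annotated cells the nearest. For the VE-like layer with E5.5 VE the paper's value is about 0.45 in Fig. 7C, read by eye, against 0.0981. Centred log-normalized values (0.449) fall within the paper's value, and the other alternatives (principal components, 2000 genes, Spearman, all annotated cells, each ETX library left out) do not.

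The paper states that Igfbp2 was higher in the VE-like layer than in VE. Here its log2 ratio was 0.14 against E5.5 and -0.60 against E6.5, and no setting passed it. Wnt11, Id3 and Smad2, which the paper also states, met the size rule. Of the genes labelled in Figure 7F, 7 of 10 labelled higher met the rule and 5 of 9 measured ones labelled lower. Figure 7F labels Otx2 and Rab1a as higher. Otx2 had log2 ratios of 0.07 and 3.71 and passed against E6.5 VE alone and by edgeR with the spread of the ETX libraries. Rab1a had 1.17 and 0.92 and passed with a 1.5-fold rule, against E5.5 VE alone and by that edgeR fit. Mdk, Apoe, Cubn and Ttr are labelled as lower. Mdk (-1.24 and -0.94; it shares 3' sequence with 1 other gene) passed with library totals, with a 1.5-fold rule, against E5.5 VE alone and by that edgeR fit. Cubn (-0.31 and -1.14) and Ttr (-0.22 and -1.06) passed against E6.5 VE alone and by that edgeR fit, and Apoe (-0.24 and -0.44) in no setting. Fos, Jun, Hes1, Foxo3, Apoa1, Apoa2, Rbp4, Afp and Lin28a met the rule in the direction labelled.

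The paper names Hhex and Hesx1 among genes higher in the VE-like layer than in the XEN layer. The settings here sum the whole layer, in which 45.0% of VE-like and 10.4% of extra-embryonic VE-like cells held a UMI of Hhex. In VE-like cells alone, which Otx2 selected, its counting interval lay above that of the XEN layer. Hhex had a log2 fold change of 0.48 (adjusted p = 0.265 by edgeR), and no setting passed it. Hesx1 was too low to be tested in the main setting and passed with no filter on low counts (log2 fold change 3.31) and with parietal cells kept in (3.76). Figure 7G labels Bmp2 as higher in the VE-like layer and Cited1 as higher in the XEN layer. Bmp2 passed in no setting, and Cited1 passed with at least 10 counts in every library of a group (-0.53). Otx2, Gsc, Eomes, Lhx1, Afp, Nodal, Dkk1 and Lefty1, which the paper also names there, passed as the paper states.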

Other observations

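The size rule applied to the embryonic and trophectoderm lineages of iETX embryos against those of natural embryos, and the list of p53 targets, were chosen only after the data were seen. In the embryonic lineage, genes of glycolysis and the hypoxia response were higher in iETX than in ETX embryos: 7 of 10 rose and none fell by edgeR's quasi-likelihood test (9 when adjusted over the list alone), with an adjusted p = 5.3e-19 by camera and adjusted p = 0.2 with an estimated correlation. Pdk1, a kinase that inhibits pyruvate dehydrogenase, had a log2 fold change of 2.82 (standard error 0.64, adjusted p = 0.0019 by edgeR), and in the trophectoderm one of 1.69. The Pdk1 call in the embryonic lineage did not pass without ETX library 1 (adjusted p = 0.0554 by edgeR) or 2 (0.0797; 3.9e-04 to 0.223 over its alternatives), and DESeq2 ended that in the trophectoderm (adjusted p = 0.0676; 7.8e-08 to 0.0676). Under every alternative 1 of the 7 passed. Bnip3 and Ldha, among the 7, share 3' sequence with other genes and are uncertain. Of 14 cholesterol synthesis genes 3 rose, among them Ldlr, the LDL receptor, with a log2 fold change of 2.31 (5 over the list alone, adjusted p = 9.7e-06 by camera, and adjusted p = 0.41 with an estimated correlation). Chac1, which degrades glutathione, had a log2 fold change of -2.96 (standard error 0.44, adjusted p = 1.7e-08 by edgeR) in the embryonic lineage and -3.50 in the trophectoderm, Asns, asparagine synthetase, -2.13 in the embryonic lineage, and Trib3, a stress-induced pseudokinase, -3.76 in the trophectoderm. Mt2, a metallothionein, fell in the embryonic lineage (-2.58) and passed under every alternative; DESeq2 gave no adjusted p for Ldlr, Chac1 and Asns there, which passed under all others. In the trophectoderm Upp1, a uridine phosphorylase, rose (3.19), as did Sox3 (2.72). Immediate early genes fell there in 5 of 17 (6 over the list alone, adjusted p = 5.4e-05 by camera, and adjusted p = 0.27 with an estimated correlation), among them Fos (-1.30; adjusted p = 0.0514 by DESeq2, 3.8e-05 to 0.0514 over its alternatives).

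In the endoderm, 8 of 13 hypoxia and glycolysis genes rose in the VE-like layer against the XEN layer by edgeR's quasi-likelihood test (10 over the list alone, adjusted p = 8.6e-06 by camera, and adjusted p = 0.347 with an estimated correlation), and 6 rose and 4 fell in E5.5 VE. Bnip3, Eno1 and Ldha, which rose in both, share 3' sequence with other genes and are uncertain. Of 16 immediate early and dissociation genes 7 rose and 3 fell; against natural VE, 7 of 14 were at least 2-fold higher at both stages and none lower, with median log2 ratios of 1.36 and 1.32. Cholesterol synthesis genes fell in E6.5 VE against the XEN layer (12 of 14, adjusted p = 2.8e-10 by camera, and adjusted p = 0.289 with an estimated correlation), and in the VE-like layer Mvd alone of 14 did. Of 14 imprinted genes 8 rose and 3 fell in the VE-like layer against the XEN layer (8 and 4 over the list alone, adjusted p = 0.0014 by camera, and adjusted p = 0.347 with an estimated correlation). Of the fibroblast markers, Thy1 rose, by a count ratio of 274-fold (95% interval 48.2 to 10923), and 1 other measured marker did not pass. Hbb-bs, a globin that shares 3' sequence with 1 other gene, was the only blood or decidua marker measured and rose, with 19 UMIs against none, at least 15.8-fold higher (adjusted p = 0.0919 by DESeq2; 2.9e-07 to 0.0919 over its alternatives). Of 4 sex chromosome transcripts, Xist, Ddx3y and Eif2s3y fell, where E5.5 VE had higher Eif2s3y, Uty and Xist.

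Under the size rule, 8 of 14 cholesterol synthesis genes were higher in the embryonic lineage of iETX embryos than in that of both natural stages and none lower, with median log2 ratios of 1.32 and 1.66. Of 21 p53 targets 4 were higher there (Cdkn1a, Eda2r, Phlda3 and Sesn2). In the trophectoderm against that of both natural stages, 13 of 20 p53 targets were higher and none lower. With those first noticed included, 18 of 22 p53 targets were higher in the VE-like layer than in VE. Of 12 genes of parietal endoderm and basement membrane, 5 were higher in the trophectoderm of iETX embryos than of natural embryos (Col4a1, Col4a2, Lamb1, Serpinh1 and Sparc). Grb10, H19 and Meg3 were the imprinted genes lower there, and Peg3 was higher.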
